# Blocking Dectin-1 prevents colorectal tumorigenesis by suppressing prostaglandin E2 production in myeloid-derived suppressor cells and enhancing IL-22 binding protein expression

**DOI:** 10.1038/s41467-023-37229-x

**Published:** 2023-03-17

**Authors:** Ce Tang, Haiyang Sun, Motohiko Kadoki, Wei Han, Xiaoqi Ye, Yulia Makusheva, Jianping Deng, Bingbing Feng, Ding Qiu, Ying Tan, Xinying Wang, Zehao Guo, Chanyan Huang, Sui Peng, Minhu Chen, Yoshiyuki Adachi, Naohito Ohno, Sergio Trombetta, Yoichiro Iwakura

**Keywords:** Colon cancer, Tumour immunology, Colorectal cancer

## Abstract

Dectin-1 (gene *Clec7a*), a receptor for β-glucans, plays important roles in the host defense against fungi and immune homeostasis of the intestine. Although this molecule is also suggested to be involved in the regulation of tumorigenesis, the role in intestinal tumor development remains to be elucidated. In this study, we find that azoxymethane-dextran-sodium-sulfate-induced and *Apc*^*Min*^-induced intestinal tumorigenesis are suppressed in *Clec7a*^−/−^ mice independently from commensal microbiota. Dectin-1 is preferentially expressed on myeloid-derived suppressor cells (MDSCs). In the *Clec7a*^−/−^ mouse colon, the proportion of MDSCs and MDSC-derived prostaglandin E_2_ (PGE_2_) levels are reduced, while the expression of IL-22 binding protein (IL-22BP; gene *Il22ra2*) is upregulated. Dectin-1 signaling induces PGE_2_-synthesizing enzymes and PGE_2_ suppresses *Il22ra2* expression in vitro and in vivo. Administration of short chain β-glucan laminarin, an antagonist of Dectin-1, suppresses the development of mouse colorectal tumors. Furthermore, in patients with colorectal cancer (CRC), the expression of *CLEC7A* is also observed in MDSCs and correlated with the death rate and tumor severity. Dectin-1 signaling upregulates PGE_2_-synthesizing enzyme expression and PGE_2_ suppresses *IL22RA2* expression in human CRC-infiltrating cells. These observations indicate a role of the Dectin-1-PGE_2_-IL-22BP axis in regulating intestinal tumorigenesis, suggesting Dectin-1 as a potential target for CRC therapy.

## Abstract (web summary)

The effect of β-glucans and their receptor Dectin-1 in tumor development remains controversial. Here the authors show that Dectin-1 signaling promotes the development of colorectal cancer (CRC) by inducing prostaglandin E2 production in myeloid-derived suppressor cells and by suppressing IL-22BP expression, suggesting dectin-1 blockade as a potential therapeutic target for CRC.

## Introduction

Colorectal cancer (CRC) is the third most common type of cancer in the world, with over 1 million new cases and 500,000 deaths globally every year^1^. Most CRC cases occur in old age and dietary habit is suggested to be a possible risk factor for CRC^2^. However, underlying mechanisms that regulate intestinal tumor development have not been elucidated completely.

The C-type lectin receptor (CLR) is a family molecules consisted of more than 100 proteins with one or more lectin-like carbohydrate-recognition domains, which recognize a broad repertoire of ligands in the extracellular domain and a signal transducing motif, such as immunoreceptor tyrosine-based activation motif (ITAM) and immunoreceptor tyrosine-based inhibitory motif (ITIM), in the intracellular domain and regulate a diverse range of immunological functions^3^. Dectin-1 (gene symbol: *Clec7a*), one of CLRs preferentially expressed in myeloid-derived cells, is the receptor for β−1, 3-linked glucans (β-glucans)^4–6^. Since β-glucans are the major cell wall components of most fungi, Dectin-1 stands on the first line of the host defense against fungal infection^5,6^. Furthermore, recent studies have revealed that this receptor is also involved in the development of allergic, autoimmune, and cancerous diseases^3,7^. Dectin-1 signaling is reported to aggravates airway hypersensitivity by inducing proallergic chemokines and mucus^8^, and administration of a Dectin-1 agonistic ligand curdlan evokes arthritis, spondyloarthritis and ileitis in an autoimmune-prone mouse with a spontaneous mutation in ZAP-70^9,10^. Recently, we reported that Dectin-1-deficiency causes overexpansion of a commensal bacterium *Lactobacillus murinus*, which induces regulatory T (Treg) cell differentiation, in the mouse colon, resulting in the suppression of dextran sodium-sulfate (DSS)-induced colitis^11^. Dectin-1 signaling also induces IL-17F in the downstream and suppresses the growth of a group of commensal bacteria including *Clostridium* cluster XIVa, which also promotes Treg differentiation, by inducing specific antimicrobial proteins^12,13^. Therefore, although Dectin-1 basically activates the immune system to eradicate pathogens, this activity, on the other hand, can also trigger or enhance inflammation-related diseases.

A large number of studies were carried out about the effects of β-glucans and Dectin-1 signaling on the development of tumors, especially because we are taking lots of β-glucans as a component of daily foods such as yeasts, mushrooms, and seaweeds, and also as a herbal medicine^14,15^. However, these results are sometimes contradictory each other. Many reports suggest a protective role for Dectin-1 signaling in the development to tumors. Oral administration of high molecular weight (MW) β‐glucans suppresses the growth of subcutaneously inoculated Lewis lung carcinoma^16^. Orally administrated β-glucans also enhance the effects of antibody therapy through modification of antitumor immunity^17,18^. Furthermore, β-glucan injection prevents mouse liver metastases of transferred C-26 colon carcinoma cells^19^. Although some studies suggest direct tumor cell growth inhibitory activity of β-glucans, it is now recognized that β-glucans have no such cytotoxic effects^20,21^. Dectin-1 signaling was reported to enhance tumor-killing activity of NK cells through induction of INAM on DCs by binding N-glycans on B16 melanoma cells^22^. Dectin-1 upregulates TNFSF15 and OX40L expression in DCs to promote anti-tumorigenic Th9 cell differentiation by activating Raf1 and NF-κB^23^. Dectin-1 also suppresses chemical carcinogen-induced hepatocellular carcinogenesis by suppressing Toll-like receptor (TLR) 4-dependent inflammation^24^. In contrast, a tumor promotive role for the Dectin-1 signaling was reported in pancreatic tumorigenesis. In that report, Dectin-1 recognizes non-canonical endogenous ligand galectin-9 expressed on pancreatic ductal adenocarcinoma to suppress anti-tumorigenic M1 macrophage differentiation^25^. However, until now, no study has elucidated the function of Dectin-1 in the development of intestinal tumors.

In this study, we investigate the role of Dectin-1 in colorectal tumorigenesis by analyzing mouse intestinal tumor models and CRC patients. We show that Dectin-1 signaling rather promotes the development of colorectal tumors by enhancing the production of prostaglandin E2 (PGE_2_), which facilitates CRC development and suppresses the expression of tumor-inhibitory IL-22-binding protein (IL-22BP). These observations reveal a tumor promotion pathway in the intestinal tract and suggest Dectin-1 as a possible target for the therapy of CRC.

## Results

### Dectin-1-deficiency suppresses colorectal tumor development in a commensal microbiota-independent manner

To investigate the potential role of Dectin-1 in intestinal tumorigenesis, we first examined the influence of *Clec7a* gene deficiency (*Clec7a*^−/−^) on the development of colorectal tumor in DSS-treated *Apc*^*Min*^ (*Apc*^*Min*^-DSS) mice, in which intestinal adenoma is induced due to enhanced β-catenin activity^26^. Body weight loss in *Apc*^*Min/+*^*Clec7a*^−/−^ mice after DSS-treatment was significantly milder than that in *Apc*^*Min/+*^ mice (Fig. 1a), and at day 28 after DSS-treatment, polyp number in the colon was significantly reduced in *Apc*^*Min/+*^*Clec7a*^−/−^ mice (Fig. 1b, c). Shortening of colon length, one of the symptoms of colitis, was milder in *Apc*^*Min/+*^*Clec7a*^−/−^ mice (Fig. 1c, d), as observed in DSS-treated *Clec7a*^−/−^ mice^11^.

**Fig. 1:**
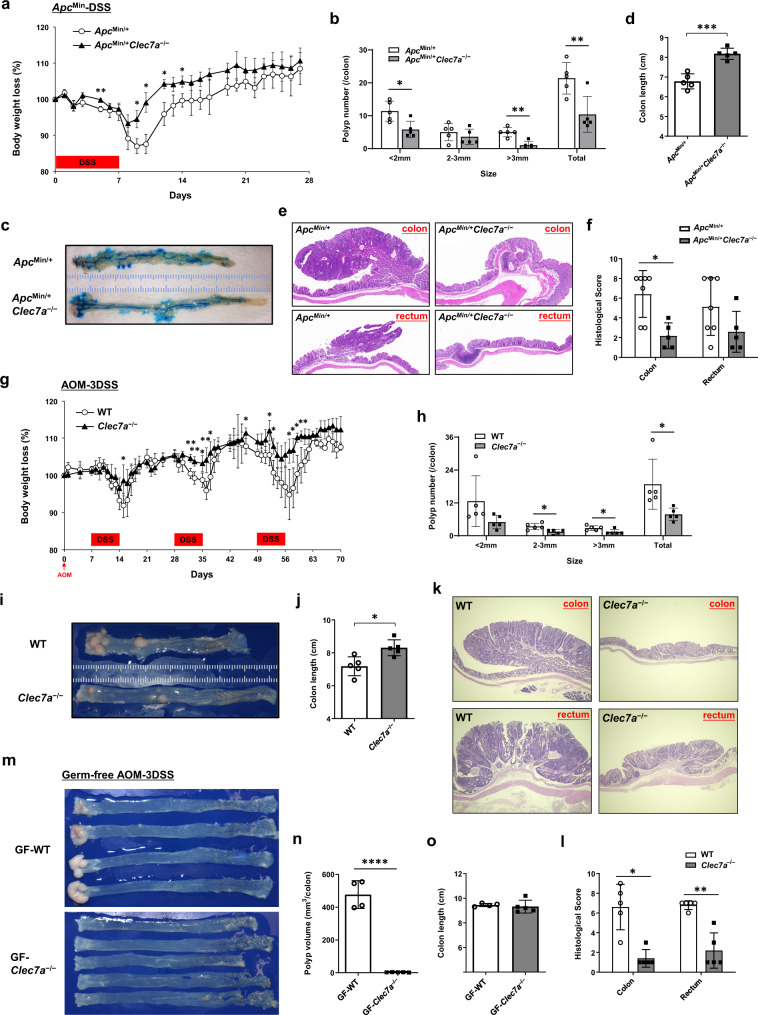
Dectin-1-deficiency suppresses development of colorectal tumors without involvement of commensal microbiota. **a**–**f** *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^−/−^ mice at 8–10 weeks old were treated with 1% DSS for 7 days and were sacrificed 4 weeks later. Body weight changes were observed chronologically after DSS-treatment (**a**, day5, **P = 0.0098; day9, *P = 0.0297; day10, *P = 0.0127, day12, *P = 0.0260; day14, *P = 0.0364). Number of colorectal polyps with indicated size (**b**, <2 mm, *P = 0.0130; >3 mm, **P = 0.00139; Total, **P = 0.00948), representative gross pathology of the colon (**c**) and colon length (**d**, ***P = 0.00018) are shown (*n* = 5/group). Representative H.E.-stained histology of the polyps (**e**) and histopathological scores (**f**, *Apc*^*Min/+*^ n = 7, *Apc*^*Min/+*^*Clec7a*^−/−^ n = 5; *P = 0.0152) are shown. **g**–**l** WT and *Clec7a*^−/−^ mice were i.p. administrated with AOM, and 7 days later, they were treated with 1% DSS for 3 cycles (AOM-3DSS) as described in Methods. Body weight loss was inspected chronologically during the induction of colorectal tumor (**g**, day15, *P = 0.0352; day32, **P = 0.00129; day35, *P = 0.0237; day36, **P = 0.0088; day37, *P = 0.0338; day46, *P = 0.0475; day52, *P = 0.0339; day53, *P = 0.0179; day57, *P = 0.0290; day58, *P = 0.0276; day59, *P = 0.0119; day60, *P = 0.0251; day61, *P = 0.0196). Mice were sacrificed at week 16 after AOM administration, and number of colorectal polyps with indicated size (**h**, 2–3 mm, *P = 0.0150; >3 mm, *P = 0.0339; Total, *P = 0.0312), gross pathology of the colon (**i**), colon length (**j**, *P = 0.0103), representative histology of the polyps (**k**) and histopathological scores (**l**, *P = 0.0159, **P = 0.0079) are shown (*n* = 5/group). **m**–**o** GF WT and *Clec7a*^−/−^ mice were treated with AOM-3DSS. Thirty-six weeks after AOM administration, these mice were sacrificed, and gross pathology of the colon (**m**) and colon length (**o**) are shown. Colorectal tumor sizes in indicated mice were measured and total polyp volume (**n**, ****P < 0.0001) is shown. The polyp volume was calculated as (diameter)^3^ for circular polyps and as (Short diameter)^2^ × (long diameter) for elliptic polyps (n = 4/GF WT group, *n* = 5/GF *Clec7a*^−/−^ group). Data in (a-f) are representatives of five, in **g**–**l** are representatives of six, and in **m**-**o** are representatives of three independent experiments. Data in **a**, **b**, **d**, **f**, **g**, **h**, **j**, **l**, **n**, **o** are presented as means ± SD. Data in **a**, **b**, **d**, **g**, **h**, **j**, **n**, **o** are analyzed using unpaired two-tailed Student’s *t*-test and in **f**, **l** using two-tailed Mann–Whitney *U*-test. Source data are provided in the Source Data file.

We also examined the effect of Dectin-1-deficiency on spontaneous tumor development in *Apc*^*Min*^ mice. After sacrificing mice at 20–23 weeks of age, we found the number of polyps in both small and large intestines was significantly decreased in *Apc*^*Min/+*^*Clec7a*^−/−^ mice compared with that in *Apc*^*Min/+*^ mice (Supplementary Fig. 1a–d). Histologically, complex budding of crypts and high- or low-grade dysplasia or hyperplasia in both colon and rectum were observed in *Apc*^*Min/+*^ mice, while these histopathological changes were reduced in *Apc*^*Min/+*^*Clec7a*^−/−^ mice (Fig. 1e, f).

We further analyzed a chemically induced colorectal tumor model in which mice were treated with azoxymethane (AOM), followed by 3 cycles of DSS treatment (AOM-3DSS). *Clec7a*^−/−^ mice exhibited milder body weight loss than wild-type (WT) mice during 3 cycles of DSS-treatment (Fig. 1g), and the polyp number in *Clec7a*^−/−^ mice was significantly smaller than that in WT mice (Fig. 1h, i). Shortening of the colon length was significantly milder in *Clec7a*^−/−^ mice (Fig. 1i, j). When mice were treated with AOM and only one cycle of DSS, anal prolapse (Supplementary Fig. 1e, f) and shortening of colon length (Supplementary Fig. 1g, h) were also significantly milder in *Clec7a*^−/−^ mice. Although all the WT mice developed colorectal polyps, only half of *Clec7a*^−/−^ mice developed polyps with smaller sizes (Supplementary Fig. 1f, i). Histologically, complex budding of crypts, high-grade dysplasia or hyperplasia were only observed in both colon and rectum section of WT mice, and only mild levels of the lesions and crypt changes were observed in those of *Clec7a*^−/−^ mice (Fig. 1k, l). Submucosal invasion was not observed in these AOM-DSS-treated mice. All these results indicate that blockade of Dectin-1 signaling inhibits intestinal tumorigenesis.

We previously reported that DSS-induced colitis is suppressed in *Clec7a*^–/–^ mice, because colonization of a regulatory T cell (Treg)-inducing commensal bacterium *Lactobacillus murinus* is increased in the intestine of *Clec7a*^−/−^ mice^11^. Actually, real-time RT-PCR and flow-cytometry analysis showed that *Foxp3* (Treg marker) expression and Foxp3^+^CD4^+^ T cell proportion in polyps and non-polyp tissue were significantly increased in Dectin-1-deficient mice (Supplementary Fig. 1r, t). To examine the effects of intestinal microbiota in the regulation of tumorigenesis in *Clec7a*^−/−^ mice, we continuously co-housed *Clec7a*^−/−^ mice with WT mice after weaning to harmonize intestinal microbiota and treated them with AOM-3DSS. Body weight loss and shortening of colon length caused by DSS-treatment were similar between these co-housed mice (Supplementary Fig. 1j, l, m), but the polyp number of colon and rectum in *Clec7a*^−/−^ mice was still significantly fewer than those in WT mice (Supplementary Fig. 1n), especially of larger sizes (diameter >3 mm, Supplementary Fig. 1k, l), as that seen in separately housed mice.

We next examined the involvement of commensal microbiota in the effect of Dectin-1-deficiency on intestinal tumorigenesis in *Apc*^*Min*^-DSS model. *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^−/−^ mice were pretreated with antibiotics (ABX) for 3 weeks, then DSS + ABX were administered for 1-week, followed by continuous ABX-treatment for another 4 weeks. *Apc*^*Min/+*^*Clec7a*^−/−^ mice developed less number of polyps compared with *Apc*^*Min/+*^ mice, although total polyp number was decreased in ABX-treated mice (Supplementary Fig. 1o–1q). To further exclude the effects of commensal microbiota on Dectin-1-mediated colorectal tumor regulation, we generated germ-free (GF) mice and treated them with AOM-3DSS. Thirty-six weeks after AOM administration, we observed that colorectal polyps were developed only in WT but not in *Clec7a*^−/−^ GF mice (Fig. 1m, n), although the colon length of these mice was similar (Fig. 1m, o). Intestinal *Foxp3* expression was similar between WT and *Clec7a*^−/−^ GF mice (Supplementary Fig. 1s), indicating the Treg population is similar. We also found the expression of *Ccnd1* encoding Cyclin-D1, which promotes cell cycle progression, was downregulated in *Clec7a*^−/−^ mice under both SPF and GF conditions (Supplementary Fig. 1r, s), consistent with the suppression of tumor growth in *Clec7a*^−/−^ mice. These results indicate that commensal microbiota are not involved in the suppression of tumorigenesis in *Clec7a*^−/−^ mice.

### Infiltration of myeloid-derived suppressor cells (MDSCs) is decreased in polyps in *Clec7a*^−/−^ mice

To elucidate the mechanism by which Dectin-1-deficiency suppresses intestinal tumorigenesis, we examined Dectin-1 expressing cells in tumors of *Apc*^*Min*^-DSS mice. Flow cytometric analysis showed that Dectin-1 was mainly expressed on CD103^–^CD11c^–^CD11b^+^ cells in colonic polyps (Fig. 2a, 92.4%). Nearly 75% of these Dectin-1^+^ cells were MHC-II^–^ cells, in which approximately 50% were Ly6C^int^Ly6G^+^CD11b^+^, 5% were Ly6C^hi^CD11b^+^ and 19% were MHC-II^–^Gr1^–^CD11c^–^CD11b^+^ cells (Supplementary Fig. 2a). These tumor-infiltrating Ly6C^int^Ly6G^+^CD11b^+^ and Ly6C^hi^CD11b^+^ myeloid cells are commonly known as granulocytic polymorphonuclear- (PMN-) and monocytic- (M-) MDSCs^27^, respectively.

**Fig. 2:**
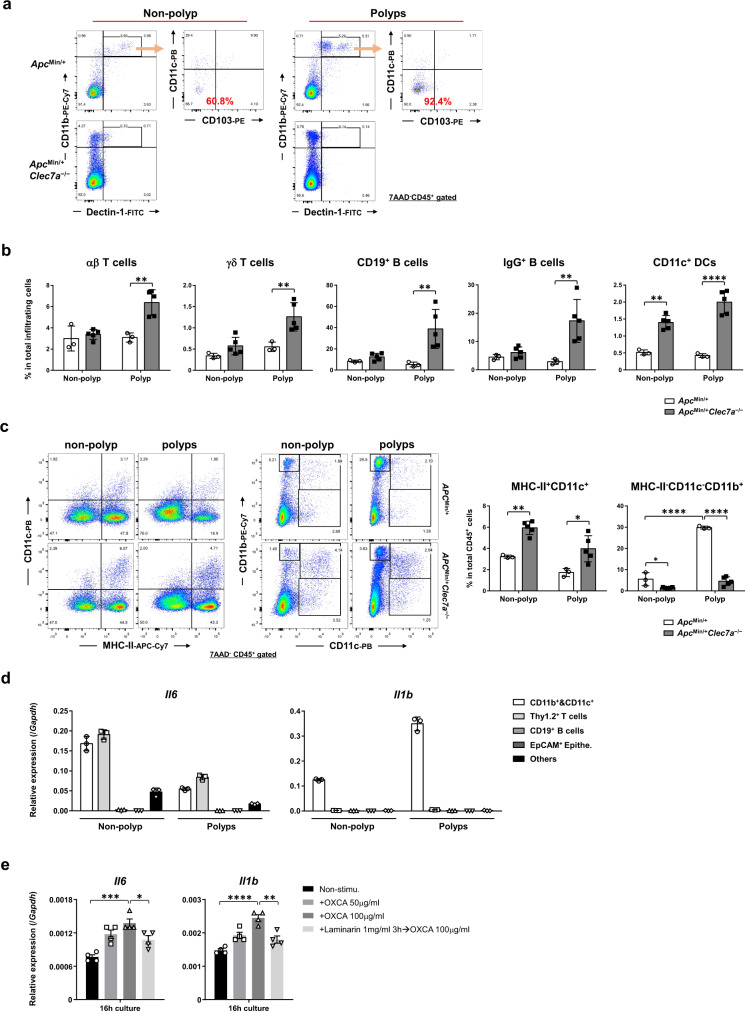
MHC-II^+^CD11c^–^CD11b^+^ cell population is decreased in the colon of *Clec7a*^–/–^ mice. **a** *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^−/−^ mice were treated with 1% DSS for 7 days and were sacrificed 4 weeks later. Flow cytometric analysis was carried out to identify Dectin-1-expressing cells in colorectal polyps and non-polyp tissues. **b**, **c** *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^−/−^ mice were treated with 1% DSS for 7 days and were sacrificed 4 weeks later. Proportions of T cells, B cells and DCs in total tissue-infiltrating cells (**b**, αβT cells, **P = 0.0020; γδT cells, **P = 0.0076; CD19^+^ B cells, **P = 0.0069; IgG^+^ B cells, **P = 0.0058; CD11c^+^ DCs, **P = 0.0014, ****P < 0.0001), and proportions of MHC-II^+^CD11c^+^ and MHC-II^+^CD11c^–^CD11b^+^ cells in tissue-infiltrating CD45^+^ cells (**c**, MHC-II^+^CD11c^+^, **P = 0.0039, *P = 0.0157; MHC-II^−^CD11c^−^CD11b^+^, *P = 0.0563, ****P < 0.0001) in non-polyp tissues or polyps in the colon were examined by flow cytometry (*n* = 3/*Apc*^*Min/+*^ group, *n* = 5/*Apc*^*Min/+*^*Clec7a*^−/−^ group). **d** WT mice were treated with AOM-3DSS and were sacrificed after 12 weeks. Indicated types of cells in polyps and non-polyp tissues were purified with autoMACS and *Il6* and *Il1b* expression was examined by RT-qPCR (*n* = 3 biologically independent samples/group). **e** WT mice were administrated with AOM followed by 3 cycles of DSS. After 11 weeks of AOM treatment, these mice were sacrificed and CD11b^+^ and CD11c^+^ cells were purified from colorectal polyps with autoMACS. The sorted cells were stimulated with an agonistic β-glucan OXCA for 16 h with or without pretreatment with an antagonistic β-glucan laminarin, for 3 h, then, *Il6* and *Il1b* expression were determined by RT-qPCR (*n* = 4 biologically independent samples/group; in *Il6* panel, ***P = 0.0002, *P = 0.0382; *Il1b* panel, ****P < 0.0001, **P = 0.0012). Data in **a**–**e** are representatives of two independent experiments. Data in **b**–**e** are expressed as means ± SD. Data in **b**, **c** are analyzed using two-way analysis of variance (ANOVA) and in **e** using one-way ANOVA followed by Tukey’s multiple-comparisons test. Source data are provided in the Source Data file.

We next analyzed tumor-infiltrating cell populations in the colon, and found that infiltration of T cells (including αβ & γδ T cells), B cells (including IgG^+^ B cells), and DCs (MHC-II^+^CD11c^+^ cells) was significantly increased in *Apc*^*Min/+*^*Clec7a*^−/−^ mice (Fig. 2b; Supplementary Fig. 2b, c), suggesting enhanced immune responses in *Apc*^*Min/+*^*Clec7a*^−/−^ mice compared with *Apc*^*Min/+*^ mice. In contrast, MHC-II^–^CD11c^–^CD11b^+^ population was decreased in polyps of these *Clec7a*^−/−^ mice (Fig. 2c; Supplementary Fig. 2c). We further showed that both CD11c^–^CD11b^+^Ly6C^int^ and CD11c^–^CD11b^+^Ly6C^hi^ population were reduced in the polyps of *Apc*^*Min/+*^*Clec7a*^−/−^ mice (Supplementary Fig. 2d), suggesting that Dectin-1 signaling facilitates MDSC expansion in intestinal tumors.

IL-6 and IL-1β are reported to promote MDSC expansion^28,29^. When we purified EpCAM^+^ epithelial cells, CD11b^+^ and CD11c^+^ myeloid cells, Thy1.2^+^ T cells, CD19^+^ B cells and other CD45^+^ leukocytes from intestinal polyps and non-polyp tissues, we found that *Il6* mRNA was expressed by both myeloid cells and T cells, and *Il1b* was exclusively detected in myeloid cells in both polyp and non-polyp tissues (Fig. 2d). When these polyp-infiltrating CD11b^+^ and CD11c^+^ cells were stimulated with a β-glucan OXCA from *Candida albicans*, *Il6* and *Il1b* mRNA expression and IL-6 and pro-IL-1β protein expression were induced, and this induction was inhibited by a Dectin-1 antagonist laminarin (Fig. 2e; Supplementary Fig. 2e). These results support the idea that MDSC expansion in WT mouse polyps is caused by Dectin-1 signaling-induced cytokine(s) at least in part.

### The expression of genes for PGE_2_ synthesizing enzymes is decreased, while that for IL-22BP is increased in *Clec7a*^−/−^ mice

Next, we examined gene expression by RNA-seq analysis in colonic tumors and non-tumor tissues from AOM-3DSS-treated GF mice, as we could detect the difference between WT and *Clec7a*^−/−^ mice more clearly than using SPF mice. This is probably because the influence of microbiota on gene expression was excluded in GF mice. The expression of genes associated with T cells (*Cd3e*, *Cd28*, *Cd69*, *Ccr6*, *Ccr9*), Th1 cells (*Cd4*, *Tbx21*, *Ifng*, *Il12a*, *Cxcr3*), B cells (*Cd19*, Ig-associated, *Cxcr5*), and DCs (*Cd80*, *Cd86*, *Itgax*, *H2-Ab1*, *Ccr7*) was upregulated in polyps of *Clec7a*^−/−^ mice (Fig. 3a; Supplementary Fig. 3a, b), consistent with the results in Fig. 2b, c. The expression of cytokines such as *Il1b, Il17a* and *Il23a*, and chemokines such as *Ccl1, Ccl2, and Cxcl2* was downregulated in polyps of *Clec7a*^−/−^ mice (Fig. 3a; Supplementary Fig. 3b). Interestingly, the expression of IL-22-binding protein (IL-22BP; gene: *Il22ra2*), which is suggested to be involved in colorectal tumor regulation^30^, was upregulated in polyps of *Clec7a*^−/−^ mice (Fig. 3a; Supplementary Fig. 3a).

**Fig. 3:**
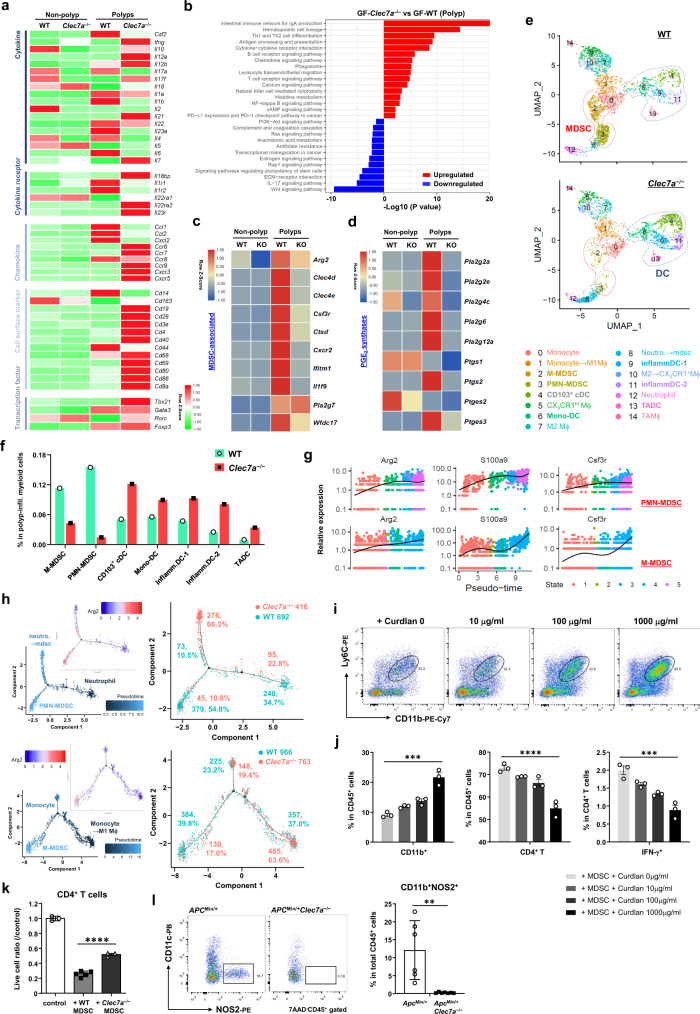
The expression of genes encoding PGE_2_-synthesizing enzymes and IL-22BP is regulated by Dectin-1 signaling. **a**–**d** GF WT and *Clec7a*^−/−^ mice treated with AOM-3DSS shown in Fig. 1m were sacrificed at 36 weeks after AOM administration, and RNA-seq analysis was carried out by using RNAs from polyps and non-polyp tissues in the vicinity (pooled 4 WT and 5 *Clec7a*^−/−^ GF mice). Expression levels of genes for cytokine, chemokine, cell-surface marker, and T cell transcription factor in WT and *Clec7a*^−/−^ mice are shown as heatmaps (**a**). Cell populations, signaling pathways and metabolic pathways were compared between *Clec7a*^−/−^ and WT mouse polyps by using the KEGG database. Log2 (fold-change) > 1 is upregulated genes, while log2 (fold-change) <−1 is downregulated genes (**b**). Expression levels of MDSC-associated genes are presented as a heatmap (**c**). Expression levels of PGE_2_-synthase genes in polyp and non-polyp tissues are shown as a heatmap (**d**). **e**–**h** SPF WT and *Clec7a*^−/−^ mice treated with AOM-3DSS for 16 weeks, and CD11b^+^ and CD11c^+^ cells were purified from colorectal polyps and were applied to scRNA-seq analysis. UMAP showing cell type cluster distribution (**e**), proportions of MDSC and DC subsets (**f**), changes of typical MDSC-associated gene expressions during MDSC development (**g**), and the trajectory tracks of the differentiation of PMN-MDSCs and M-MDSCs (**h**) in WT and *Clec7a*^−/−^ mice are shown (5 WT and 4 *Clec7a*^−/−^ mice pooled). **i** Bone marrow cells from WT mice were harvested and were stimulated with rGM-CSF and rIL-6 (2 × 10^5^ cells/well) for 5 days. Curdlan with indicated doses was added on the 2nd day and flow cytometry was carried out to examine MDSC differentiation by staining with antibodies against Ly6C and CD11b. **j** After the culture in **i**, differentiated bone marrow cells were further co-cultured with splenic CD4^+^ T cells from WT mice for 2 days in the present of anti-CD3/CD28 microbeads. After the co-culture, proportions of CD11b^+^ and CD4^+^ cells in CD45^+^ cells and the proportion of IFN-γ^+^ cells in CD4^+^ cells were determined by flow cytometry (*n* = 3 biologically independent samples/group; in CD11b^+^ panel, ***P = 0.0009; in CD4^+^ T panel, ****P < 0.0001; in IFN-γ^+^ panel, ***P = 0.0001). **k** EpCAM^−^MHC-II^−^Gr1^+^ cells were isolated from colonic polyps of AOM-3DSS-treated WT and *Clec7a*^−/−^ mice and were co-cultured with splenic CD4^+^ T cells in the presence of anti-CD3/CD28 microbeads. Two days later, flow cytometry was carried out to determine the number of live CD4^+^ T cells (control *n* = 3, +WT MDSC *n* = 5, + *Clec7a*^−/−^ MDSC *n* = 3, ****P < 0.0001). **l** Intestinal polyp-infiltrating cells were isolated from *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^–/–^ mice, and proportions of NOS2-producing CD11c^–^CD11b^+^ cells were determined by flow cytometry (*Apc*^*Min/+*^ *n* = 6, *Apc*^*Min/+*^*Clec7a*^−/−^ *n* = 7, **P = 0.0027). Data in **i**, **j** are representatives of three and in **k** is representative of two independent experiments. Data from two independent experiments are pooled in **l** and in **j**–**l** are expressed as means ± SD. Data in **j**, **k** are analyzed using one-way ANOVA followed by Tukey’s multiple-comparisons test and in **l** using unpaired two-tailed Student’s *t*-test. Source data are provided in the Source Data file.

By KEGG gene enrichment analysis, we found that immune related genes such as antibody production, lymphocyte activation, NK cell-mediated cytotoxicity, and antigen presentation were upregulated in tumor tissues of *Clec7a*^−/−^ mice compared to that of WT mice (Fig. 3b). In contrast, pathways such as Wnt signaling, IL-17 signaling, Ras signaling, and arachidonic acid metabolism were downregulated in *Clec7a*^−/−^ mouse colon (Fig. 3b). The expression of characteristic genes of MDSC^31,32^ was significantly decreased in *Clec7a*^−/−^ mouse polyps (Fig. 3c), consistent with decreased MDSC infiltration in colonic tumors in *Clec7a*^−/−^ mice (Fig. 2c). The expression of MDSC-differentiation-promotive cytokines, such as *Csf2, Il6, Il1b* and *Tnf*^28,29^, was decreased in *Clec7a*^−/−^ mouse polyps (Fig. 3a; Supplementary Fig. 3a, b). Interestingly, we found that the expression of genes encoding prostaglandin E_2_ (PGE_2_) synthases, such as *Pla2g2a*/*2e* (Phospholipase A2 group IIA/IIE), *Ptgs1/2* (Cox1/Cox2), and *Ptges2/3* (PGE_2_ synthase 2/3), was downregulated in polyps in *Clec7a*^−/−^ mice (Fig. 3d; Supplementary Fig. 3a). The expression of *Clec7a* was elevated in polyps compared with non-polyp tissues (Supplementary Fig. 3c), reflecting the expansion of tumor-infiltrating MDSCs in which Dectin-1 was highly expressed.

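Polyp-infiltrating cells were taken from mice given the carcinogen azoxymethane (AOM) and 3 cycles of 1% dextran sodium sulfate (DSS), 16 weeks after AOM. CD11b+ and CD11c+ cells of 5 WT mice were pooled into 1 library and those of 4 *Clec7a*-/- mice into another. With 1 library per genotype there is no replicate, so the genotypes were compared by size without a test. Every interval given is a 95% interval for counting error only, exact binomial (Clopper-Pearson) for shares and exact Poisson or conditional for levels and ratios. For a ratio of shares, the conditional interval treats cell counts as Poisson. It is therefore too wide, most where the shares are large. The libraries were made with the SeekOne MM kit, which captures single cells in microwells and tags each transcript copy with a unique molecular identifier (UMI). The authors deposited UMI counts per gene and cell barcode without normalization. The WT library held 15869215 UMIs in 3467 barcodes, with a median of 3246 per barcode, and the *Clec7a*-/- library 11808230 UMIs in 3080 barcodes, with a median of 2696.5. No barcode had fewer than 500 UMIs. The filter of the methods kept 2696 WT cells and 1999 *Clec7a*-/- cells, with medians of 3412.5 and 2671 UMIs. No doublets were removed, since the methods state no such step. Counts were log-normalized in Seurat, and clusters were drawn from 2000 variable features and 20 principal components of both libraries together, without batch correction. The genes whose levels are compared were left out of the features. Levels are UMIs of a gene over all UMIs of the same cells, scaled to CPM, and log2 ratios set the *Clec7a*-/- library over the WT library. Gene positions are those of GRCm38 in GENCODE M21; the paper's text does not name the build used for these libraries.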

Then, we further analyzed gene expression in colonic polyp-infiltrating CD11b^+^ and CD11c^+^ cells from AOM-3DSS-treated mice by single-cell RNA-sequencing (scRNA-seq) analysis. Fifteen types (clusters) of myeloid cells were identified and they were further classified into four big groups; these are monocyte-associated (cluster #0, 1, 2), neutrophil-associated (#3, 8, 12), macrophage-associated (#5, 7, 10, 14) and DC-associated (#4, 6, 9, 11,13) (Fig. 3e; Supplementary Fig. 3d). 

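At a resolution of 0.7, 15 clusters were obtained, and between 12 and 17 with the other settings tried. They are numbered from 0 by size and do not carry the numbers of Fig. 3e. Their names follow marker genes read mostly from the heatmap of Supplementary Fig. 3d, which was drawn from these same libraries, so the names are no independent evidence of cell identity. Clusters 2 and 5 formed a neutrophil-like class of 673 WT and 401 *Clec7a*-/- cells. Clusters 1 and 3, led by *Ly6c2*, *Chil3* and *Plac8* and by *Ccl24*, *Mmp19* and *Sdc1*, formed a monocyte-like class of 712 and 482 cells. Cluster 0, with *C1qc*, *Apoe* and *Ms4a7*, was macrophage-like and held 531 and 297 cells. Clusters 4, 7 and 9, with *Fscn1*, *Xcr1* and *Il12b* among their leading genes, formed a dendritic-cell-like (DC-like) class of 370 and 570 cells. Cluster 6 held markers of both neutrophils and monocytes and was counted in neither class. T-cell-like, B- or plasma-cell-like, epithelial-like and mast-cell-like clusters together made up 4.08% (3.37 to 4.90) of the WT cells and 7.95% (6.81 to 9.23) of the *Clec7a*-/- cells. Clusters 10 and 13, led by proliferation genes and by interferon-induced genes, stayed unnamed.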

Judging from the characteristic gene expression patten, cluster 2 was identified as M-MDSC and cluster 3 was PMN-MDSC. 

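Cluster 2 was named PMN-MDSC-like, since 8 of the 9 PMN-MDSC markers were among its genes, led by *Ngp*, *Retnlg*, *Wfdc21* and *Lcn2*. Cluster 5 held 8 of the 9 markers of the neutrophil to MDSC transitional state, led by *Dhx40*, *Mdk* and *Dgkz*. It also held 6 of the 7 markers of the neutrophil state, among them *Tnf* and *Ccl3*. Cluster 6 was named M-MDSC-like from 4 of 7 markers, *S100a8*, *Slpi*, *Cstdc4* and *Wfdc17*. It also held 7 of the 10 neutrophil markers and 8 of the 9 PMN-MDSC markers. Of 1856 genes with at least 100 UMIs in cluster 6, 0 lay above clusters 1, 2, 3 and 5 all together beyond counting error, whereas 225 of 1732 did so for cluster 2 and 344 of 2699 for cluster 1. Cells of clusters 1, 2, 3, 5 and 6 had medians of 2599, 2660, 4055.5, 973 and 3578 UMIs.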

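The PMN-MDSC-like cluster 2 made up 18.3% (16.9 to 19.8) of the WT cells and 4.15% (3.32 to 5.12) of the *Clec7a*-/- cells, 494 and 83 cells, a log2 ratio of −2.14 (−2.50 to −1.80). The M-MDSC-like cluster 6 made up 9.98% (8.87 to 11.2) and 3.00% (2.30 to 3.85), 269 and 60 cells, a log2 ratio of −1.73 (−2.16 to −1.32). Both differences were larger than counting error. *Retnlg*, a leading gene of cluster 2, was also lower in *Clec7a*-/- cells outside the neutrophil-like class, with a log2 ratio of −2.91 in monocyte-like and −3.41 in DC-like cells. Drawing the clusters from the WT library alone and assigning the *Clec7a*-/- cells to them moved the ratio of cluster 2 most, to −0.40. There a pair of clusters was counted together as cluster 2. The ratio of cluster 6 lay between −1.97 and −1.37 in the 12 alternatives tried.

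**Figure D1:**
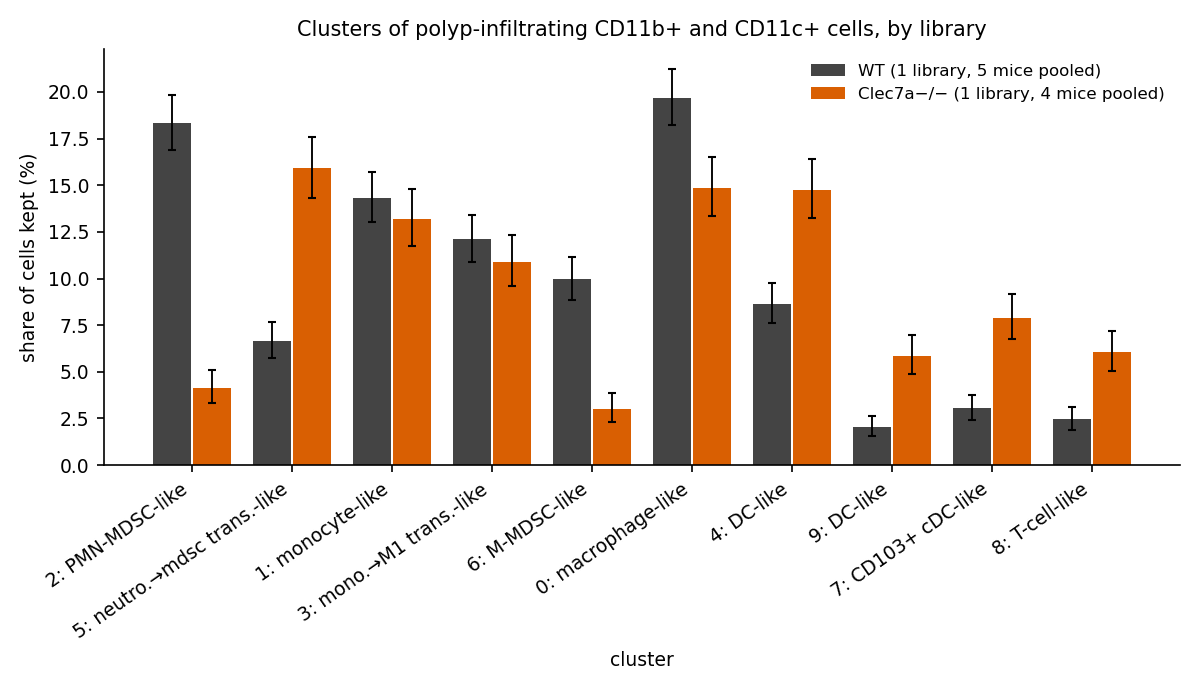
Share of the cells kept (%, vertical axis) in each of 10 clusters (horizontal axis) in the WT library (grey) and the *Clec7a*-/- library (orange), with exact binomial 95% intervals as error bars. The bars of clusters 0, 2 and 6 are lower in the *Clec7a*-/- library, and those of clusters 4, 5, 7, 8 and 9 are higher.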

We found that both of these MDSC populations were decreased in *Clec7a*^−/−^ mice compared with those in WT mice (Fig. 3e, f; Supplementary Fig. 3d). In contrast, all the DC populations consisting of 5 subgroups were increased in *Clec7a*^−/−^ mice compared with WT mice. 

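The DC-like class made up 13.7% (12.4 to 15.1) of the WT cells and 28.5% (26.5 to 30.5) of the *Clec7a*-/- cells, a log2 ratio of 1.05 (0.86 to 1.25). Each of its 3 clusters had a larger share in the *Clec7a*-/- library, beyond counting error. Cluster 7, with the CD103+ conventional DC markers *Itgae* and *Xcr1*, made up 3.04% (2.43 to 3.76) and 7.90% (6.76 to 9.17). Clusters 4 and 9, which shared *Fscn1* and *Ccl22* and could not be matched to single subsets, made up 8.64% (7.61 to 9.77) and 14.8% (13.2 to 16.4), and 2.04% (1.54 to 2.65) and 5.85% (4.86 to 6.97). Proliferating DC-like cells, defined by at least 3 of 8 proliferation markers, a rule chosen after the clusters were seen, were 11 WT and 42 *Clec7a*-/- cells, or 0.408% (0.204 to 0.729) and 2.10% (1.52 to 2.83). The ratio of the DC-like class moved most, to 1.18, with cells of 500 to 6000 detected genes kept.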

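Among the remaining myeloid clusters, the monocyte-like cluster 1 made up 14.3% (13.0 to 15.7) of the WT cells and 13.2% (11.8 to 14.8) of the *Clec7a*-/- cells, a log2 ratio of −0.12 (−0.35 to 0.11). Cluster 3, with all 8 markers of the monocyte to M1 macrophage transitional state, made up 12.1% (10.9 to 13.4) and 10.9% (9.57 to 12.4), a log2 ratio of −0.15 (−0.40 to 0.10). Neither difference was detectable at this depth with the settings used. The ratio of cluster 1 was −0.27 (−0.52 to −0.027) with cells of up to 10% mitochondrial UMIs kept, and that of cluster 3 was −0.26 (−0.51 to −0.021) with 10 principal components. Without a limit on mitochondrial UMIs and without any filter on cells, settings chosen after the data were seen, the ratio of cluster 3 was −0.38 (−0.59 to −0.17) and −0.48 (−0.68 to −0.27). The macrophage-like cluster 0 fell from 19.7% (18.2 to 21.2) to 14.9% (13.3 to 16.5), a log2 ratio of −0.41 (−0.62 to −0.20), beyond counting error. The transitional-like cluster 5 of the neutrophil-like class rose from 6.64% (5.73 to 7.65) to 15.9% (14.3 to 17.6), a log2 ratio of 1.26 (0.99 to 1.53). The neutrophil-like class as a whole made up 25.0% (23.3 to 26.6) and 20.1% (18.3 to 21.9). These shares add up to the whole library, so a larger share of one cluster lowers the others.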

Other myeloid-cell populations were not changed in *Clec7a*^−/−^ mice (Supplementary Fig. 3e).

To further investigate the influence of Dectin-1 on the differentiation of each MDSC cell type, we carried out pseudo-time trajectory analysis by focusing on the monocyte group (cluster #0, 1, 2) and the neutrophil group (cluster #3, 8, 12). We found that the gene expression profiles between neutrophils and PMN-MDSC were closely related, and the expression levels of signature genes of MDSC, such as *Arg2*, *S100a9* and *Csf3r*, were gradually increased from neutrophil to PMN-MDSC (Fig. 3g). 

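Diffusion pseudotime, computed with scanpy in place of Monocle, was rooted in cluster 5 and ordered the cells of the neutrophil-like class, which were split by it into 3 parts of 358 cells. The genes on GRCm38 are *Arg2* (ENSMUSG00000021125) on chromosome 12 from 79130777 to 79156301, *S100a9* (ENSMUSG00000056071) on chromosome 3 from 90692632 to 90695721 and *Csf3r* (ENSMUSG00000028859) on chromosome 4 from 126024550 to 126044440, and none was among the features. In both libraries together, *Arg2* rose from 1193 (1089.5 to 1303) CPM in the first part to 1738 (1663 to 1816) CPM in the last. *S100a9* rose from 9531 (9235 to 9835) to 20976 (20713 to 21242) CPM. *Csf3r* fell from 2156 (2017 to 2303) to 1688 (1614 to 1765) CPM. Within WT cells, *Arg2* rose from 1015 (845 to 1208) to 1759 (1682 to 1839) CPM, and *Csf3r*, against its direction in both libraries together, rose from 1337 (1141 to 1557) to 1685 (1609.9 to 1763) CPM. Within *Clec7a*-/- cells no rise of *Arg2* was detectable, from 1270.2 (1143 to 1408) to 1134 (824 to 1523) CPM, and *Csf3r* fell from 2512 (2332 to 2703) to 1779 (1384 to 2251) CPM. The last part held 51.0% (47.1 to 54.8) of the WT cells and 3.74% (2.11 to 6.09) of the *Clec7a*-/- cells of the class, only 15 cells, so the order along pseudotime and the library run together. The log2 ratio of the last to the first part, 0.54 (0.40 to 0.69) for *Arg2*, moved most with clusters from the WT library alone, to 0.94.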

Similar relationship was also observed between monocyte and M-MDSC (Fig. 3g). 

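Clusters 1, 3 and 6 were ordered in the same way from cluster 1, in parts of 508, 507 and 508 cells. The last part held 63.2% cells of cluster 3 and 36.0% cells of cluster 6. *S100a9* rose from 517 (479 to 557) to 4064 (3986 to 4144) CPM and *Csf3r* from 120.2 (102 to 140.2) to 364 (341 to 389) CPM. *Arg2* fell from 708 (664 to 755) to 624 (594 to 656) CPM, a log2 ratio of −0.18 (−0.30 to −0.066) that reached −0.74 with 30 principal components. Within WT cells no fall of *Arg2* was detectable, from 732 (676 to 792) to 704 (666 to 743) CPM, and within *Clec7a*-/- cells it fell from 666 (595 to 742) to 402 (355 to 453) CPM. By cluster, all 3 genes were higher in cluster 6 than in cluster 1. For *Arg2* the levels were 1104 (1047 to 1162) and 687 (649 to 726) CPM, for *S100a9* 7731 (7581 to 7883) and 454 (423 to 486) CPM, and for *Csf3r* 722 (677 to 769.7) and 102 (87.8 to 118) CPM. The same genes were higher still in cluster 2, at 1684, 19254 and 1688 CPM.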

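The gene *Il1b* (ENSMUSG00000027398) lies on chromosome 2 from 129364570 to 129371139 of GRCm38. In the neutrophil-like class its level was 4051 (3957 to 4147) CPM in WT cells and 2606 (2463 to 2756) CPM in *Clec7a*-/- cells, a log2 ratio of −0.64 (−0.72 to −0.55). In clusters 1, 3 and 6 together it was 2221 (2174 to 2268) and 1534 (1475 to 1594) CPM, a log2 ratio of −0.53 (−0.60 to −0.47). Both differences were larger than counting error. The first moved most with each cell given the same weight, to −0.49, and was −0.77 with edgeR's TMM scaling. In the transitional-like cluster 5 the direction was the opposite, with 1760.5 (1594 to 1939.7) CPM in WT and 2499.7 (2329 to 2679) CPM in *Clec7a*-/- cells. Along pseudotime, *Il1b* rose in the neutrophil-like class from 2722 (2565 to 2887) to 4429 (4308 to 4552) CPM over both libraries. Within WT cells it rose from 2851 (2562 to 3165) to 4468 (4344 to 4594) CPM, and within *Clec7a*-/- cells, from 2666 (2480.4 to 2863) to 3325 (2776 to 3951) CPM, the intervals overlapped. In clusters 1, 3 and 6 it fell over both libraries from 2197 (2119 to 2278) to 1843 (1790.1 to 1896) CPM. Within WT cells no fall of *Il1b* was detectable there, from 2192 (2094 to 2293) to 2107 (2041 to 2174) CPM, and within *Clec7a*-/- cells it fell from 2207 (2076 to 2343) to 1109 (1031 to 1192) CPM. In the middle part *Il1b* was above the first part in WT cells, at 2429 (2339 to 2522) CPM. In *Clec7a*-/- cells it was below the first part there, at 1455 (1355 to 1560) CPM. Cluster 6 alone held 2912 (2820.3 to 3006) CPM against 2302 (2232 to 2373) CPM in cluster 1. The protein was not analysed here.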

During both types of MDSC differentiation, *Il1b* expression was also upregulated, but the average level of the mRNA as well as the protein in *Clec7a*^−/−^ mice was lower than that in WT mice (Supplementary Fig. 3f, g). By the trajectory analysis, PMN-MDSCs were shown to be differentiated from neutrophils through neutro.→ mdsc transitional state, in which typical MDSC gene *Arg2* was not expressed yet (Fig. 3h). 

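In the transitional-like cluster 5, *Arg2* reached 991 (909.7 to 1078) CPM. This cluster also held markers of the neutrophil state, so the level is not that of transitional cells alone. The PMN-MDSC-like cluster 2 was higher by a log2 ratio of 0.76 (0.63 to 0.90). *Arg2* was 689 (586 to 804) CPM in the WT cells and 1211 (1093 to 1338) CPM in the *Clec7a*-/- cells of cluster 5. The T-cell-like cluster 8, taken as a measure of RNA from other cells, held 241 (173 to 325) and 101 (64.8 to 150.5) CPM, so the level in cluster 5 was above this background in both libraries.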

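At the resolution used, the neutrophil-like class held only the PMN-MDSC-like cluster 2 and the transitional-like cluster 5, and no cluster for neutrophils alone. Cluster 2 was 73.4% (69.9 to 76.7) of the class in the WT library and 20.7% (16.8 to 25.0) in the *Clec7a*-/- library, a log2 ratio of −1.83 (−2.18 to −1.49). Cluster 5 was 26.6% (23.3 to 30.1) and 79.3% (75.0 to 83.2). The difference depended on how clusters were drawn. Integrating the libraries by reciprocal PCA brought the ratio of cluster 2 to −0.75, and drawing clusters from the WT library alone brought it to −0.095. With the latter, a pair of clusters was counted together as cluster 2. The one with more PMN-MDSC markers fell from 28.3% of the class in the WT library to 2.22% in the *Clec7a*-/- library, 191 and 9 cells. The other rose from 45.1% to 66.5%. Cells of cluster 5 were shallow, with a median of 1130 UMIs in the WT library and 911 in the *Clec7a*-/- library.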

We found that the differentiation of PMN-MDSCs was suppressed in *Clec7a*^−/−^ mice (WT54.8% vs. KO10.8%) due to the blockade of the transition from neutro.→mdsc transitional cells to MDSCs, resulting in the accumulation of the transitional cells (KO66.3% vs. WT10.5%) (Fig. 3h). Similarly, M-MDSC population was differentiated from monocytes through monocyte→M1 macrophage transitional cells, and this process was again suppressed in *Clec7a*^−/−^ mice (KO17.0% vs. WT39.8%). 

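Of the cells of clusters 1, 3 and 6, 981 in the WT library and 542 in the *Clec7a*-/- library, the M-MDSC-like cluster 6 was 27.4% (24.6 to 30.3) and 11.1% (8.55 to 14.0), a log2 ratio of −1.31 (−1.74 to −0.90). The difference was larger than counting error, and in the 12 alternatives the ratio stayed between −1.43 and −0.95. Of WT barcodes with macrophage markers, 14.1% (11.4 to 17.1) held neutrophil markers at the level that a barcode with a pair of cells would have, and of such *Clec7a*-/- barcodes 6.23%.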

Transition from monocyte→M1 macrophage transitional cells to M-MDSC was significantly suppressed in *Clec7a*^−/−^ mice and accumulation of transitional cells were observed (KO63.6% vs. WT37.0%), although the frequency of monocytes was not much different between WT and *Clec7a*^−/−^ mice (19.4% vs. 23.2%). These results suggest that Dectin-1 signaling plays important roles in the development of tumor-infiltrating MDSCs.

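The transitional-like cluster 3 was 33.2% (30.3 to 36.3) of clusters 1, 3 and 6 in the WT library and 40.2% (36.1 to 44.5) in the *Clec7a*-/- library, a log2 ratio of 0.28 (0.021 to 0.53). This difference was barely beyond counting error by this interval, which is too wide for shares of this size. The ratio lay between 0.12 and 0.52 in the 12 alternatives. The monocyte-like cluster 1 was 39.3% (36.3 to 42.5) and 48.7% (44.4 to 53.0), a log2 ratio of 0.31 (0.077 to 0.54). Over clusters 1 and 3 alone, cluster 3 was 45.8% (42.1 to 49.5) and 45.2% (40.7 to 49.8), and no difference was detectable.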

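Clusters 2 and 6 together made up 28.3% (26.6 to 30.0) of the WT cells and 7.15% (6.06 to 8.37) of the *Clec7a*-/- cells, a log2 ratio of −1.98 (−2.25 to −1.72). The size of this difference depended on how clusters were drawn. With clusters from the WT library alone, the PMN-MDSC-like share, a pair of clusters counted together, was 18.4% in WT and 14.0% in *Clec7a*-/- cells. The M-MDSC-like share was 11.4% and 4.25%. With reciprocal PCA these were 16.9% and 8.10%, and 9.79% and 3.65%. From the smaller MDSC populations and the accumulation of transitional cells in *Clec7a*-/- mice, the paper proposes that Dectin-1 signaling takes part in the development of tumor-infiltrating MDSCs.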

To confirm the promotive role of Dectin-1 signaling in MDSC differentiation, we induced MDSC in vitro from bone marrow cells with GM-CSF and IL-6^33^, and examined the effect of Dectin-1 agonistic ligand curdlan. As shown in Fig. 3i, j, curdlan significantly enhanced Ly6C^+^CD11b^+^ cell differentiation. The expression of genes typical for mouse MDSCs, such as *Arg2* and *Nos2*^32^, was upregulated by curdlan stimulation in a dose-dependent manner (Supplementary Fig. 3h). When these cells were co-cultured with CD4^+^ T cells isolated from the spleen, these Dectin-1-induced myeloid cells suppressed anti-CD3/CD28-induced T cell proliferation and IFN-γ production in these cells (Fig. 3j), indicating these cells represent MDSCs.

When AOM-3DSS-induced colonic polyp-derived MHC-II^−^Gr1^+^ cells were co-cultured with splenic CD4^+^ T cells, T cell proliferation was suppressed by these tumor-infiltrating Gr1^+^ cells from WT mice, while Gr1^+^ cells from *Clec7a*^−/−^ mouse polyps suppressed T cell population only weakly (Fig. 3k). Co-culturing CD4^+^ T cells with Gr1^+^ cells isolated from the spleen of AOM-3DSS-treated mice also showed the similar impairment of immunosuppressive activity of Dectin-1-deficient Gr1^+^ cells (Supplementary Fig. 3i, j). Drastic impairment of NOS2 secretion by intestinal polyp-infiltrating CD11c^−^CD11b^+^ cells from *Clec7a*^−/−^ mice is consistent with this T cell suppression (Fig. 3l). All these observations indicate that Dectin-1 signaling facilitates both differentiation and immune-suppressive activity of intestinal MDSCs.

Both T cells and B cells are suggested to be involved in antitumor immunity^34–36^, and both of them are increased in the intestinal polyps of *Clec7a*^−/−^ mice (Fig. 3a, b; Supplementary Fig. 3a). However, *Rag2*^−/−^ mice treated with AOM-3DSS developed even fewer polyps compared with WT mice (Supplementary Fig. 3k, l), suggesting that these lymphocytes are not the major regulator of the intestinal tumor development in our experimental setting.

### Dectin-1 signaling directly enhances PGE_2_ production in MDSCs

As shown in Fig. 3d and Supplementary Fig. 3a, the expression of genes involved in PGE_2_ synthesis was upregulated in polyps of AOM-3DSS-treated GF WT mice, but not in GF *Clec7a*^−/−^ mice. Decreased expression of *Ptgs2* in colonic polyps and non-polyp tissues was also observed in *Clec7a*^−/−^ mice under SPF conditions (Fig. 4a), and PGE_2_ concentration in colonic tissue homogenate was decreased in these mice (Fig. 4b). Decreased *Ptgs2* expression in intestinal polyps was also observed in *Apc*^*Min/+*^*Clec7a*^−/−^ mice (Fig. 4c), and its expression was only detectable in CD45^+^ leukocytes, but not in EpCAM^+^ epithelial cells, in both polyps and non-polyp tissues (Fig. 4d).

**Fig. 4:**
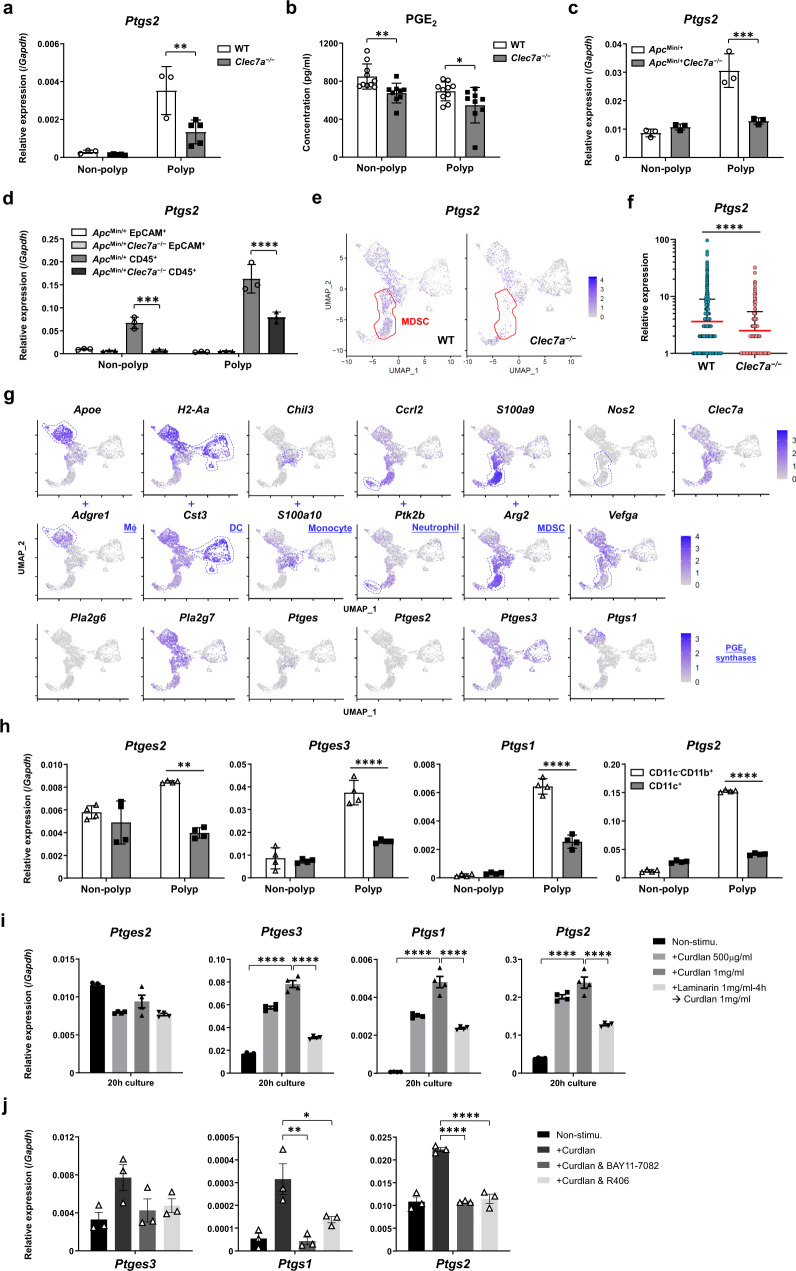
Dectin-1 signaling activates the expression of genes involving PGE_2_ synthesis. **a**, **b** WT and *Clec7a*^−/−^ mice under SPF conditions were treated with AOM-3DSS for 16 weeks. The expression of Cox2-encoding *Ptgs2* was determined by RT-qPCR (**a**, WT *n* = 3, *Clec7a*^−/−^ *n* = 5; **P = 0.0030), and the concentration of PGE_2_ in tissue homogenates was determined by ELISA (**b**, WT *n* = 10, *Clec7a*^−/−^ *n* = 9; pooled data from 2 experiments and normalized by the protein concentration in each lysate; **P = 0.0057, *P = 0.0449). **c**, **d** The expression of *Ptgs2* in intestinal polyp or non-polyp tissues (**c**, ***P = 0.0007), or in EpCAM^+^ epithelial cells and in tissue-infiltrating CD45^+^ leukocytes (**d**, ***P = 0.0008, ****P < 0.0001) from *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^−/−^ mice at 20 weeks old was determined by RT-qPCR (*n* = 3/group). **e**–**g** According to the scRNA-seq data shown in Fig. 3e–h, *Ptgs2* expressing cells in all polyp-infiltrating myeloid cells (**e**) and *Ptgs2* expression levels in *Ptgs2*^+^ myeloid cells (**f**, WT *n* = 1284, *Clec7a*^−/−^ *n* = 635; ****P < 0.0001) in WT and *Clec7a*^−/−^ mice are shown. The expression of indicated genes including myeloid subtype-specific genes and PGE_2_ synthase genes in WT mice are shown in **g**. **h** C57BL/6J mice were treated with AOM-3DSS for 12 weeks. CD11c^+^ and CD11c^–^CD11b^+^ cells were purified from colonic polyps and non-polyp tissues with autoMACS, and the mRNA expression of indicated genes was determined by RT-qPCR (*n* = 4 biologically independent samples/group; ***P = 0.0003, ****P < 0.0001). **i** Purified CD11b^+^ polyp-infiltrating cells from *Apc*^*Min/+*^ mice were harvested and were stimulated with curdlan for 20 h. Then, the expression of genes involved in PGE_2_ synthesis was determined by RT-qPCR. Laminarin treatment was carried out for 4 h before the treatment with curdlan (*n* = 4 biologically independent samples/group, ****P < 0.0001). **j** CD11b^+^ and CD11c^+^ myeloid cells from colonic polyps of AOM-3DSS-treated WT mice were stimulated with curdlan (1 mg/ml) in the presence of each one of inhibitors against IκBα (BAY11-7082, 2 μM)) or SYK (R406, 2 μM). After 20 h, PGE_2_ synthase expression was determined by qPCR (*n* = 3 biologically independent samples/group; *P = 0.0380, **P = 0.0037, ****P < 0.0001). Data in **a**, **c**, **d**, **h**–**j** are representatives of two independent experiments and are expressed as means ± SD. Data in **a**–**d**, **h** are analyzed using two-way ANOVA followed by Tukey’s multiple-comparisons test, in **f** using unpaired two-tailed Student’s *t*-test, and in **i**, **j** using one-way ANOVA followed by Tukey’s multiple-comparisons test. Source data are provided in the Source Data file.

By utilizing scRNA-seq analysis on polyp-infiltrating myeloid cells, we found that *Ptgs2* and *Clec7a* was highly expressed in *Arg2*^+^*S100a9*^+^ MDSCs (Fig. 4e, g). 

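On GRCm38, *Ptgs2* (ENSMUSG00000032487) lies on chromosome 1 from 150100031 to 150108227. In the WT library its level was 367 (344 to 391) CPM in the MDSC-like clusters 2 and 6 together and 340.4 (329 to 352) CPM in the other clusters, a log2 ratio of 0.11 (0.0034 to 0.21). The ratio moved most, to 0.42, with cells of up to 10% mitochondrial UMIs kept. It was lowest with clusters from the WT library alone, at 0.054 (−0.049 to 0.16), and its interval also spanned 0 with all variable features, at 0.056 (−0.043 to 0.15), and with 30 principal components, at 0.062 (−0.039 to 0.16). Levels were 679 (632 to 728) CPM in the monocyte-like cluster 1, 496 (462 to 533) CPM in cluster 3, 474 (435 to 516) CPM in the M-MDSC-like cluster 6 and 285 (258 to 313) CPM in the PMN-MDSC-like cluster 2. The T-cell-like cluster 8 held 45.8 (19.8 to 90.3) CPM in the WT library and 88.5 (54.8 to 135) CPM in the *Clec7a*-/- library. *Clec7a* was not analysed here.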

Since MDSC population was decreased in *Clec7a*^−/−^ mice, *Ptgs2*^+^ cell population was also decreased in mutant mice. 

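With every cell thinned to 1000 UMIs, *Ptgs2* was found in 22.0% (20.4 to 23.7) of the WT cells and 13.1% (11.5 to 14.8) of the *Clec7a*-/- cells, a log2 ratio of −0.75 (−0.98 to −0.52). Thinning left out 186 WT cells (6.90%) and 307 *Clec7a*-/- cells (15.4%) that held fewer UMIs. Without thinning, 1171 of 2696 WT cells (43.4%) and 510 of 1999 *Clec7a*-/- cells (25.5%) held *Ptgs2*. These counts were 1264 and 625 with cells of up to 10% mitochondrial UMIs kept, and 1277 and 643 without a limit on mitochondrial UMIs, a setting chosen after the data were seen. In the T-cell-like cluster 8, which should lack the gene, the thinned shares were 5.36% (1.12 to 14.9) and 5.49% (1.81 to 12.4). Before thinning, the cells counted had median depths of 3591.5 and 3304.5 UMIs in all and of 2284.5 and 1823 UMIs in cluster 8. Clusters 2 and 6 held 34.1% of the *Ptgs2*+ cells without thinning in the WT library and 9.41% in the *Clec7a*-/- library. They held 22.9% and 7.42% of the *Ptgs2* UMIs. In WT cells the macrophage-like cluster 0 held 29.1% of the UMIs and the monocyte-like clusters 1 and 3 held 18.4% and 18.1%.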

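The level of *Ptgs2* over all cells kept was 346 (336 to 357) CPM in the WT library, from 4251 UMIs, and 162 (153 to 172) CPM in the *Clec7a*-/- library, from 1226 UMIs, a log2 ratio of −1.09 (−1.19 to −1.001). Giving each cell the same weight moved this ratio most, to −0.82. In the monocyte-like class the level fell from 574 (546 to 604) to 343 (315 to 374) CPM, in the macrophage-like class from 289 (274 to 306) to 141 (125 to 159) CPM, and in the DC-like class from 176 (158 to 196) to 69.7 (60.3 to 80.1) CPM, each beyond counting error. The *Clec7a*-/- level in the DC-like class was not above that of the T-cell-like cluster 8 of the same library, 88.5 (54.8 to 135) CPM. That background came from 9 cells with *Ptgs2*, of which 1 held 11 UMIs, so its interval is too narrow. The share of macrophage-like cells with *Ptgs2*, thinned to 1000 UMIs, was 16.6% (13.5 to 20.2) in the WT library and 12.6% (8.93 to 17.1) in the *Clec7a*-/- library. The log2 ratio was −0.40 (−1.01 to 0.18), and no difference was detectable. Without thinning the ratio was −0.29 (−0.63 to 0.045). That interval is too wide for shares of this size, so it does not show that a difference is absent. Among the WT macrophage-like cells, 1 cell held 96 *Ptgs2* UMIs, and among the WT DC-like cells, 1 cell held 61. The WT intervals of the level in these classes are therefore too narrow. In the M-MDSC-like cluster 6 the *Clec7a*-/- level was 218 (152 to 301) CPM, below the WT level. In the neutrophil-like class it was 277 (253 to 303) and 278 (233 to 329.5) CPM, and no difference was detectable at this depth.

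**Figure D2:**
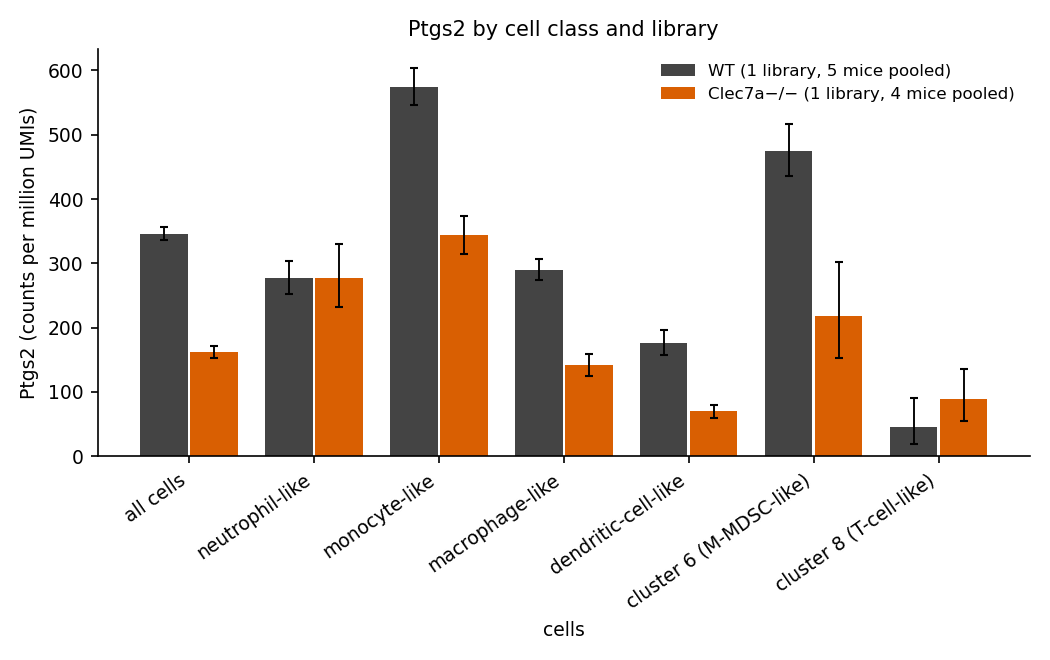
*Ptgs2* level (CPM, vertical axis) over all cells and in each cell class, in cluster 6 and in the T-cell-like cluster 8 (horizontal axis), in the WT and *Clec7a*-/- libraries, with exact Poisson 95% intervals as error bars. The *Clec7a*-/- bars are lower in the monocyte-like, macrophage-like and DC-like classes and in cluster 6, and the intervals overlap in the neutrophil-like class and in cluster 8.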

We also found that *Ptgs2* expression levels in myeloid cells were lower in *Clec7a*^−/−^ mice than that in WT mice (Fig. 4f). The expression of other PGE_2_ synthase genes such as *Pla2g6*, *Pla2g7*, *Ptges1-3* and *Ptgs1* was also observed in MDSCs at high levels (Fig. 4g). 

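The genes on GRCm38 are *Pla2g6* (ENSMUSG00000042632) on chromosome 15 from 79286228 to 79328390, *Pla2g7* (ENSMUSG00000023913) on chromosome 17 from 43568098 to 43612201, *Ptges* (ENSMUSG00000050737) on chromosome 2 from 30889471 to 30929863, *Ptges2* (ENSMUSG00000026820) on chromosome 2 from 32395896 to 32405772, *Ptges3* (ENSMUSG00000071072) on chromosome 10 from 128058954 to 128077272 and *Ptgs1* (ENSMUSG00000047250) on chromosome 2 from 36230426 to 36252272. The gene named *Ptges1* in the paper is *Ptges* in the files. In the WT library, *Ptges* was higher in clusters 2 and 6 together, at 42.9 (35.4 to 51.6) CPM, than in the other clusters, at 23.4 (20.4 to 26.6) CPM, and its level in the monocyte-like cluster 1 was 139 (119 to 163) CPM. *Pla2g6* was found in few UMIs, 10 in clusters 2 and 6 and 12 elsewhere, or 3.77 (1.81 to 6.93) and 1.25 (0.644 to 2.18) CPM. *Ptges2*, with 8 and 26 UMIs, showed no detectable difference. The other three were lower in clusters 2 and 6 than elsewhere. *Pla2g7* was 404 (380.3 to 429) against 585 (570.1 to 601) CPM, *Ptges3* 154 (139 to 169.7) against 252 (242 to 262) CPM and *Ptgs1* 24.9 (19.2 to 31.6) against 94.8 (88.8 to 101) CPM.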

MDSCs also expressed *Nos2* and *Vegfa* at high levels. 

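The genes on GRCm38 are *Nos2* (ENSMUSG00000020826) on chromosome 11 from 78920787 to 78960254 and *Vegfa* (ENSMUSG00000023951) on chromosome 17 from 46016993 to 46032369. *Nos2* was found in 58 UMIs of the WT clusters 2 and 6, 21.8 (16.6 to 28.2) CPM, and in 50 UMIs of the other WT clusters, 5.19 (3.85 to 6.85) CPM, a difference beyond counting error. *Vegfa* was 278 (258 to 299) CPM in the WT clusters 2 and 6 and 445 (431 to 458) CPM in the others. Its levels were 794 (749.9 to 839) CPM in cluster 3, 410.1 (374 to 449) CPM in cluster 6 and 177 (157 to 199.8) CPM in cluster 2.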

Similar results were also obtained by reanalyzing a public NCBI GEO dataset (GSE196054, scRNA-seq) of intestinal polyp-infiltrating CD45^+^ leukocytes from AOM-3DSS-treated C57BL/6 mice (Supplementary Fig. 4a–c). Consistent with this analysis, we found the major enzymes involved in PGE_2_-synthesis were preferentially expressed in tumor-infiltrating CD11c^–^CD11b^+^ MDSCs but not in CD11c^+^ DCs from AOM-3DSS-treated mice (Fig. 4h).

When polyp-infiltrating CD11b^+^ cells from *Apc*^*Min/+*^ mice were treated with curdlan, the expression of *Ptges3*, *Ptgs1*, and *Ptgs2* was significantly enhanced, and the induction was inhibited by laminarin (Fig. 4i). Treatment of polyp-infiltrating leukocytes with curdlan also induced PGE_2_ synthases both at the mRNA and protein levels (Supplementary Fig. 4d–f), indicating that Dectin-1 signaling directly induces PGE_2_ synthesis in intestinal tumor-infiltrating MDSCs.

Previously, we and others showed that Dectin-1 induces cytokines through activation of Syk-CARD9-NF-κB pathway^37,38^. Furthermore, COX2 is suggested to be induced by NF-κB p65^39–41^. Thus, we examined the roles of the Syk-NF-κB pathway in the Dectin-1-induced PGE_2_-synthesizing-enzyme expression. As shown in Fig. 4j, *Ptges3, Ptgs1 and Ptgs2* expression were suppressed by the inhibitors against NF-κB (IκBα: BAY11-7082) and SYK (R406), suggesting that these PGE_2_-synthesizing enzymes are induced by the activation of the Dectin-1-Syk-NF-κB pathway.

As PGE_2_ levels were reduced in *Clec7a*^−/−^ mouse colon, we examined the effect of PGE_2_ on intestinal tumorigenesis. DSS-treated *Apc*^*Min/+*^*Clec7a*^−/−^ mice were i. p. administered with PGE_2_ every other day for 4 weeks, and colorectal tumor development was examined. As shown in Fig. 5a, b, colorectal polyp number was increased to the similar level of that in *Apc*^*Min/+*^ mice. Infiltration of MHC-II^+^CD11c^+^ DCs was decreased, whereas that of MHC-II^−^CD11b^+^Ly6C^+^/Ly6G^+^ MDSCs was increased in polyps after PGE_2_-administration (Fig. 5c; Supplementary Fig. 4g, h). The expression of MDSC marker genes such as *Itgam*, *S100a9*, and *Clec4e*, and tumor proliferation-associated genes, *Ccnd1* (Cyclin D1) and *Myc* (c-Myc), was enhanced after PGE_2_-administration (Fig. 5d), indicating that MDSC expansion and tumor growth are promoted by PGE_2_. When intestinal polyp-infiltrating cells were treated with PGE_2_ in vitro, the expression of these MDSC-associated genes was increased, indicating that these genes were directly induced by PGE_2_ (Fig. 5e).

**Fig. 5:**
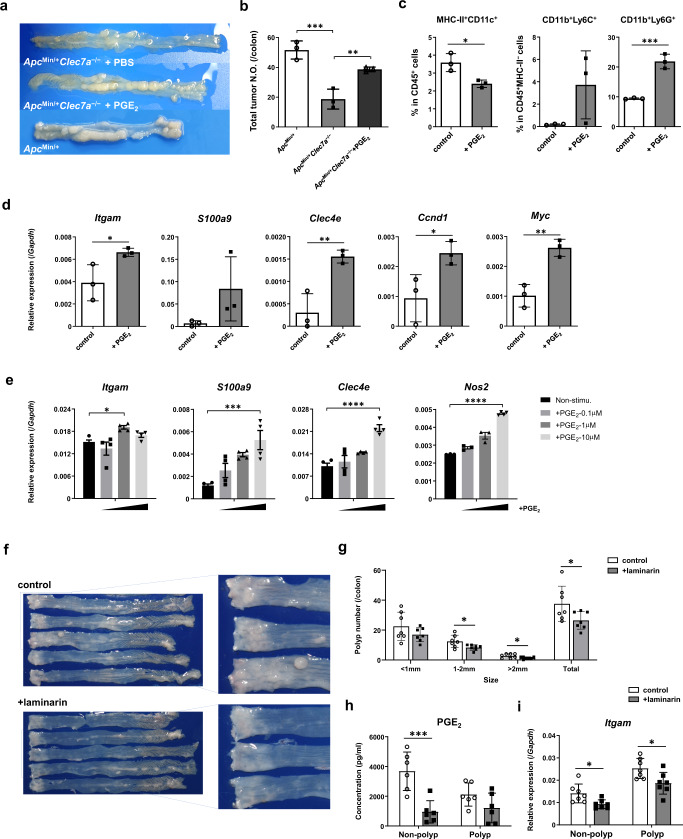
Oral administration of laminarin inhibits colorectal tumorigenesis, while PGE_2_ treatment enhances tumor development. **a**–**d** *Apc*^*Min/+*^*Clec7a*^−/−^ mice (*n* = 3) at 8 weeks old were treated with 2% DSS for 1 week, followed by i.p. injection of PGE_2_ (40 μg/mouse) or PBS every other day for 4 weeks. After sacrifice, colorectal polyp development was examined (**a**, **b**; ***P = 0.0006, **P = 0.0085). Populations of MHC-II^+^CD11c^+^ DCs and MHC-II^–^CD11b^+^Ly6C^+^/Ly6G^+^ cells in polyps were determined by flow cytometry (**c**; *P = 0.0193, ***P = 0.0009). Expression of indicated genes in colonic polyps was examined by RT-qPCR (**d**; in *Itgam* panel, *P = 0.0463; in *Clec4e* panel, **P = 0.0084; in *Ccnd1* panel, *P = 0.0414; in *Myc* panel, **P = 0.0043) (*n* = 3/group). **e** Tumor-infiltrating cells from *Apc*^*Min/+*^ mice (*n* = 2) were collected and they were pooled. Then, cells were stimulated with PGE_2_ for 20 h, and indicated gene expression was determined by RT-qPCR. Data are the means ± SD of 3–4 wells (*P = 0.0463, ***P = 0.0010, ****P < 0.0001). **f**–**i** C57BL/6J mice were administrated with AOM and were treated with 5% laminarin-containing powder food for 10 days each from 3 days before the start of DSS-treatment for 3 cycles. On week 11 after AOM injection, mice were sacrificed and the gross histology of the colon (**f**) and colorectal polyp number of indicated size (**g**; 1–2 mm, *P = 0.030; >2 mm, *P = 0.0334; Total, *P = 0.0452) were examined. The concentration of PGE_2_ in tissue homogenate was determined by ELISA (**h**, normalized by protein concentration of each lysate; ***P = 0.0006), and mRNA expression of *Itgam* (CD11b) was examined by RT-qPCR (**i**; Non-polyp, *P = 0.0174; Polyp, *P = 0.0211) (*n* = 7/group). Data in **a**–**d**, **f**–**i** are representatives of two, and in **e** are representatives of three independent experiments. Data in **b**–**e**, **g**–**i** are expressed as means ± SD. Data in **b**, **e** are analyzed using one-way ANOVA followed by Tukey’s multiple-comparisons test, in **c**, **d**, **g** using unpaired two-tailed Student’s *t*-test, and in **h**, **i** using two-way ANOVA followed by Tukey’s multiple-comparisons test. Source data are provided in the Source Data file.

### Administration of laminarin suppresses the development of intestinal polyps

To examine therapeutic effects of Dectin-1-blockade on intestinal tumorigenesis, AOM-treated WT mice were fed with 5% laminarin-containing food during 3 cycles of DSS-treatment. Consistent with the observations in *Clec7a*^–/–^ mice, significantly fewer colorectal polyps developed in laminarin-containing-food-fed mice compared to normal-food-fed mice (Fig. 5f, g). Blocking Dectin-1 signaling suppressed intestinal PGE_2_ production (Fig. 5h), accompanied with the reduction of CD11b gene (*Itgam*) expression (Fig. 5i). These results suggest that Dectin-1 signaling facilitates intestinal tumor development by enhancing PGE_2_, which promotes MDSC expansion.

### IL-22BP is critically involved in the suppression of tumor development in *Clec7a*^−/−^ mice

We showed that the expression of *Il22ra2* was drastically upregulated in polyps of AOM-3DSS-treated GF *Clec7a*^−/−^ mice (Fig. 3a; Supplementary Fig. 3a, 5a), and IL-22BP levels were also increased in AOM-3DSS-treated SPF *Clec7a*^−/−^ mice (Supplementary Fig. 5b, c). The expression of *Il22ra2* mRNA was also enhanced in both polyps and non-polyp tissues in *Apc*^*Min/+*^*Clec7a*^−/−^ mouse intestine (Fig. 6a). However, gene expression levels of IL-22 and IL-18, the ligand and the regulator of IL-22BP^30^, respectively, were not changed in either AOM-3DSS-treated GF *Clec7a*^−/−^ or *Apc*^*Min/+*^*Clec7a*^−/−^ mice from the *Clec7a*^+/+^ counterparts (Fig. 6a; Supplementary Figs. 3a and 5a, d).

**Fig. 6:**
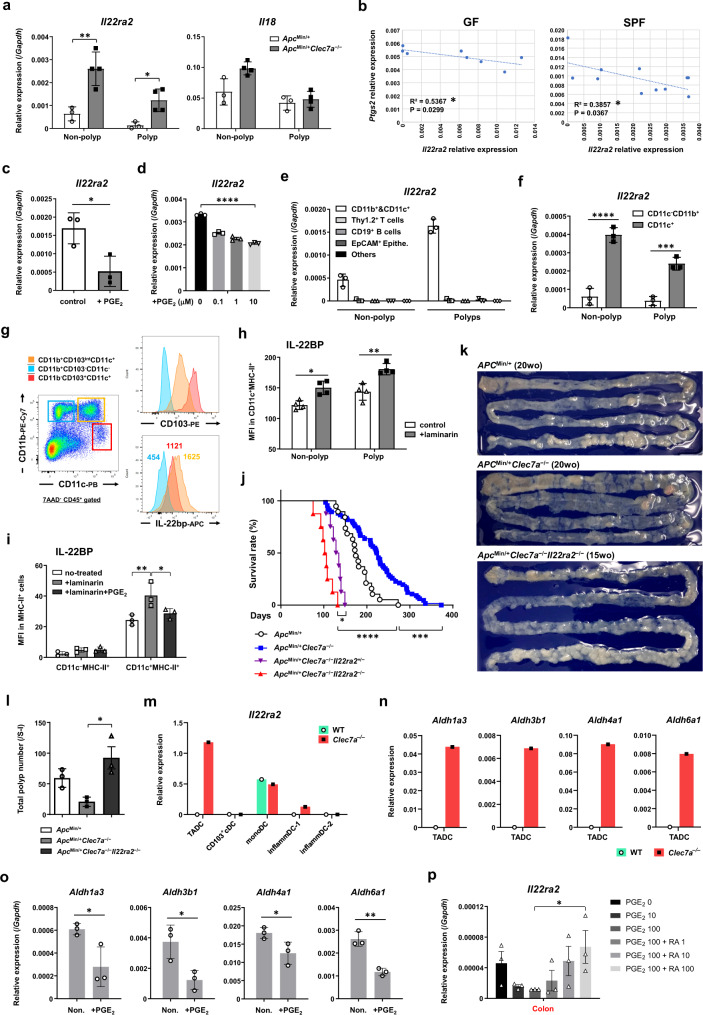
*Il22ra2* expression is highly enhanced in *Clec7a*^−/−^ mice and deficiency of *Il22ra2* aggravates intestinal tumor development in *Apc*^*Min/+*^*Clec7a*^−/−^ mice. **a** *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^−/−^ mice were sacrificed at 20 weeks old, and expression levels of *Il22ra2* and *Il18* in intestinal polyps and non-polyp tissues were determined by RT-qPCR (*Apc*^*Min/+*^ *n* = 3; *Apc*^*Min/+*^*Clec7a*^−/−^ *n* = 4; **P = 0.0078, *P = 0.0148). **b** Correlations between *Il22ra2* and *Ptgs2* expression levels in colorectal polyps from GF or SPF mice after treatment with AOM-3DSS are shown (*n* = 8/GF, *n* = 11/SPF group). **c** In the experiment described in Fig. 5a–d, expression of *Il22ra2* in colonic polyps was examined by RT-qPCR after PGE_2_ in vivo treatment (*n* = 3/group, *P = 0.0261). **d** Tumor-infiltrating cells pooled from *Apc*^*Min/+*^ mice were harvested and were stimulated with PGE_2_ for 20 h, followed by the measurement of *Il22ra2* expression by RT-qPCR (*n* = 3 biologically independent samples/group; ****P < 0.0001). **e** *Clec7a*^−/−^ mice were treated with AOM-3DSS and were sacrificed after 12 weeks of AOM administration. Indicated types of cells in polyps and non-polyp tissues were purified with autoMACS and *Il22ra2* expression was examined by RT-qPCR (*n* = 3 biologically independent samples/group). **f** CD11c^+^ cells and CD11c^–^CD11b^+^ cells were purified with autoMACS, and *Il22ra2* expression in these subsets was examined by RT-qPCR (*n* = 3 biologically independent samples/group; ****P < 0.0001, ***P = 0.0007). **g** Polyp-infiltrating cells were prepared from *Apc*^*Min/+*^ mice, and intracellular IL-22BP expression was examined in three indicated myeloid-cell populations by flow-cytometry. Colored numbers in IL-22BP panel represent mean fluorescence intensity. **h** The experiment described in Fig. 5f was carried out, and 16 weeks after the AOM-DSS-treatment, mean fluorescence intensity (MFI) of IL-22BP expression in MHC-II^+^CD11c^+^ DCs in colorectal polyp and non-polyp tissues was determined by flow cytometry (*n* = 4/group; *P = 0.0121, **P = 0.0016). **i** WT mice were administrated with 5% laminarin in diet from 3 days before 1.5% DSS treatment and continued for 7 days until the end of DSS treatment. During DSS-treatment, mice were also i.p. injected with PGE_2_ every other day for 4 times. One day after the last PGE_2_ injection, mice were sacrificed and MFI of IL-22BP expression in MHC-II^+^CD11c^+^ DCs was determined by flow cytometry (*n* = 3/group; **P = 0.0035, *P = 0.02323). **j** Survival rates of indicated mice are shown (*Apc*^*Min/+*^ *n* = 19; *Apc*^*Min/+*^*Clec7a*^−/−^ *n* = 66; *Apc*^*Min/+*^*Clec7a*^−/−^*Il22ra2*^+/−^ *n* = 8; *Apc*^*Min/+*^*Clec7a*^−/−^*Il22ra2*^−/−^ *n* = 8; ****P < 0.0001, ***P = 0.0003, *P = 0.0179). **k** Representative pictures of the small intestine of *Apc*^*Min/+*^ and *Apc*^*Min/+*^*Clec7a*^−/−^ mouse of 20 weeks old and *Apc*^*Min/+*^*Clec7a*^−/−^*Il22ra2*^−/−^ mouse of 15 weeks old are shown. **l** Total polyp number in the intestine of *Apc*^*Min/+*^ (*n* = 3), *Apc*^*Min/+*^*Clec7a*^−/−^ (*n* = 3), and *Apc*^*Min/+*^*Clec7a*^−/−^*Il22ra2*^−/−^ (*n* = 3) mice are shown (*P = 0.0125). **m** In the scRNA-seq analysis described in Fig. 3e–h, the expression levels of *Il22ra2* were determined in each colorectal polyp-infiltrating DC subset. **n** As in **m**, RA synthase expression levels in TADC from WT and *Clec7a*^−/−^ mice were determined by scRNA-seq. **o** CD11b^+^ and CD11c^+^ cells isolated from WT mouse colon were treated with 10 μM PGE_2_ for 20 h, and expression levels of genes encoding RA synthases were examined by RT-qPCR (*n* = 3 biologically independent samples/group; *Aldh1a3*, *P = 0.0340; *Aldh3b1*, *P = 0.0261; *Aldh4a1*, *P = 0.0472; *Aldh6a1*, **P = 0.0023). **p** CD11b^+^ and CD11c^+^ cells isolated from WT mouse colon were treated with indicated doses of PGE_2_ (μM) and RA (μM) for 20 h, and expression level of *Il22ra2* was examined by RT-qPCR (*n* = 3 biologically independent samples/group; *P = 0.030). Data in **a**, **c**–**l**, **o**, **p** are representatives of two independent experiments, and in **a**, **c**, **d**–**f**, **h**, **i**, **l**, **o**, **p** are expressed as means ± SD. Data in **a**, **f**, **h**, **i** are analyzed using two-way ANOVA followed by Tukey’s multiple-comparisons test, in **b** using Pearson’s correlation coefficient (*r*) test, in **c**, **o** using two-tailed Student’s *t*-test, in **d**, **l**, **p** using one-way ANOVA followed by Tukey’s multiple-comparisons test and in **j** using Mantel-Cox log-rank test. Source data are provided in the Source Data file.

Interestingly, we noticed that COX2 mRNA levels were negatively correlated with the *Il22ra2* expression in colonic polyps under both GF and SPF conditions (Fig. 6b). Furthermore, *Il22ra2* expression in intestinal tumors or IL-22BP expression in myeloid cells was suppressed by PGE_2_ treatment both in vivo and in vitro (Fig. 6c, d; Supplementary Fig. 5e, f), suggesting that IL-22BP production is negatively regulated by PGE_2_.

To identify *Il22ra2*-expressing cells in the intestine, we purified EpCAM^+^ epithelial cells and CD45^+^ leukocytes from intestinal polyps and found that *Il22ra2* mRNA was expressed only in CD45^+^ but not in epithelial cells (Supplementary Fig. 5g). *Il22ra2* was exclusively detected in CD11b^+^ and CD11c^+^ myeloid cells, but not in Thy1.2^+^ T cells, CD19^+^ B cells or other CD45^+^ cells in both colonic polyp and non-polyp tissues (Fig. 6e), and its expression was mainly detected in CD11c^+^ DCs, but not in CD11c^–^CD11b^+^ or other myeloid cells (Fig. 6f). By flow cytometry, IL-22BP protein was detected in both CD11b^–^CD103^+^CD11c^+^ and CD11b^+^CD103^int^CD11c^+^ DCs, but not in CD11b^+^CD11c^–^ cells (Fig. 6g).

IL-22BP levels in MHC-II^+^CD11c^+^ DCs detected by FACS were increased in both polyps and non-polyp tissues after treatment with 5% laminarin in diet during DSS-treatment (Fig. 6h). Furthermore, co-administration of PGE_2_ impaired this laminarin-induced IL-22BP upregulation (Fig. 6i).

Since IL-22BP was reported to play an important role in the suppression of intestinal tumor development^30^, we next examined the role of IL-22BP in the development of intestinal tumors by introducing *Il22ra2*^−/−^ mutation into *Apc*^*Min/+*^*Clec7a*^−/−^ mice. We found that the life span of *Il22ra2*^−/−^*Apc*^*Min/+*^*Clec7a*^−/−^ mice was much shorter than that of *Apc*^*Min/+*^*Clec7a*^−/−^ mice, and the life span of heterozygous *Il22ra2*^+/−^ mice was still shorter than that of *Il22ra2*^+/+^*Clec7a*^−/−^ mice (Fig. 6j). The polyp number in *Il22ra2*^−/−^*Apc*^*Min/+*^*Clec7a*^−/−^ mice of younger age was larger than that in *Apc*^*Min/+*^*Clec7a*^−/−^ mice (Fig. 6k, l). These results suggest that increased *Il22ra2* expression is important for the suppression of intestinal tumor development.

*Il22ra2* expression was not affected by the treatment with Dectin-1 ligands (Supplementary Fig. 5h), suggesting that IL-22BP expression is not directly regulated by Dectin-1-signaling. IL-18 has been reported to suppress IL-22BP expression^30^. We found that PGE_2_-induced suppression of *Il22ra2* expression was rescued by the treatment with anti-IL-18 antibody (Supplementary Fig. 5i), suggesting that PGE_2_-induced IL-18 is responsible for the suppression of IL-22BP expression. Actually, *Il18* mRNA expression was upregulated in intestinal CD11b^+^ and CD11c^+^ cells after PGE_2_ stimulation (Supplementary Fig. 5j), although its expression level in whole polyp or non-polyp tissues from WT and *Clec7a*^−/−^ mice were similar (Supplementary Fig. 5a).

Retinoic acid (RA) is also reported to enhance IL-22BP production^42,43^ and the expression of enzymes involving RA synthesis such as *Adh1* and *Aldh1a1* was enhanced in polyps in *Clec7a*^−/−^ mice (Supplementary Fig. 5k, l). By scRNA-seq analysis, we found a group of DCs, which we named tumor-associated DC (TADC) because this DC subset uniquely expresses tumor-associated genes such as *Pclaf*, Spc*24* and *Top2a* (Supplementary Fig. 3d), highly expressed *Il22ra2* in *Clec7a*^−/−^ mice but not in WT mice (Fig. 6m). 

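The gene *Il22ra2* (ENSMUSG00000039760) lies on chromosome 10 from 19621998 to 19634681 of GRCm38. Proliferating DC-like cells did not form a cluster of their own after the filter. In these cells *Il22ra2* had 0 UMIs in the WT library, which allows up to 33.9 CPM, and 14 UMIs in the *Clec7a*-/- library, 34.0 (18.6 to 57.0) CPM, all in 1 of the 42 cells. Without a filter on cells, a setting chosen after the data were seen, cluster 11 with *Spc24*, *Top2a* and *Pclaf* held 34 WT and 96 *Clec7a*-/- barcodes. There the gene had 0 UMIs in the WT library, which allows up to 13.4 CPM, and 46 UMIs in 3 *Clec7a*-/- barcodes, 70.9 (51.9 to 94.6) CPM. In the DC-like class as a whole it was 26.9 (20.1 to 35.4) CPM in the WT library, from 51 UMIs in 7 cells, and 20.4 (15.5 to 26.4) CPM in the *Clec7a*-/- library, from 58 UMIs in 13 cells. Their log2 ratio of −0.40 (−0.97 to 0.17) spanned no difference, and it was 0.46 without the filter. Over all cells kept, the level was 4.72 (3.59 to 6.10) CPM in the WT library, from 58 UMIs in 13 cells, and 18.7 (15.7 to 22.0) CPM in the *Clec7a*-/- library, from 141 UMIs in 20 cells, a log2 ratio of 1.98 (1.53 to 2.45). Of these *Clec7a*-/- UMIs, 48 lay in 3 cells of the macrophage-like cluster 0 and 32 in 1 cell of the monocyte-like cluster 3, where the WT library had 3 and 1. UMIs of 1 cell are not independent of each other, so these intervals are too narrow.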

The expression of these *Aldh* and *A*/*Rdh* family genes was highly observed in *Clec7a*^−/−^ TADCs but not in WT cells (Fig. 6n, Supplementary Fig. 5m). 

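*Aldh1a3*, *Aldh3b1*, *Aldh4a1*, *Aldh6a1*, *Adh4*, *Rdh13* and *Rdh14* were summed in the proliferating DC-like cells. The log2 ratio of the sum was 1.24 (−1.54 to 6.67), so no difference was detectable at this depth. In the 42 *Clec7a*-/- cells, *Aldh4a1* had 4 UMIs, *Adh4* 3, *Rdh14* 2, *Aldh3b1* and *Aldh6a1* 1 each, and *Aldh1a3* and *Rdh13* 0. In the 11 WT cells, *Rdh14* had 1 UMI and each of the others 0, which allows up to 33.9 CPM. Of these genes, *Aldh4a1* (ENSMUSG00000028737) on chromosome 4 from 139622866 to 139649690 and *Adh4* (ENSMUSG00000037797) on chromosome 3 from 138415466 to 138430892 of GRCm38 had the most UMIs.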

Since PGE_2_ was reported to suppress retinal dehydrogenases (RALDH) expression in both mouse and human DCs^44^, we examined the effect of PGE_2_ on the expression of RA-synthase genes in colonic CD11b^+^ and CD11c^+^ myeloid cells, and found that PGE_2_ suppressed *Aldh*, but not *A*/*Rdh*, family gene expression (Fig. 6o; Supplementary Fig. 5n). When RA was added to colonic or splenic myeloid cells, *Il22ra2* expression was significantly recovered (Fig. 6p; Supplementary Fig. 5o). These results suggest that PGE_2_ controls IL-22BP expression by regulating IL-18 expression and RA production.

### Dectin-1 signaling enhances PGE_2_ synthesis in CRC patients

To evaluate the effects of Dectin-1 signaling on CRC development in humans, we firstly examined *CLEC7A* expression in CRC patients. We found that post-surgery survival rate of patients with high levels of *CLEC7A* expression (relative expression levels>2, compared with *GAPDH*) was significantly lower than those with low levels of *CLEC7A* expression (<2) (Fig. 7a). We also noticed that *CLEC7A* expression levels were positively correlated with the clinical stage of the disease (Fig. 7b, c). Disease progression rates were relatively decreased in CRC patients with *CLEC7A* mutation(s), although the tendency was not statistically significant due to the small number of CRC patients with mutant *CLEC7A* in TCGA database (Supplementary Fig. 6a). These observations suggest that DECTIN-1 signaling in humans also correlated with CRC development. Actually, we detected high levels of DECTIN-1 expression on CRC-infiltrating cells, while DECTIN-1-expressing cells were rarely detected in human non-tumor tissues (Fig. 7d).

**Fig. 7:**
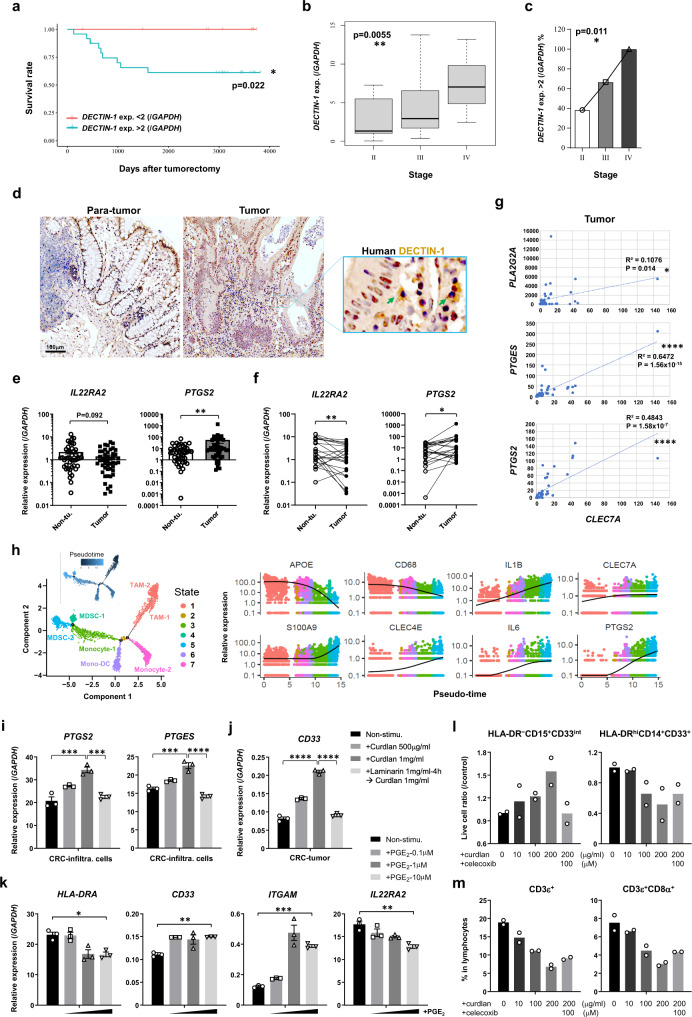
The expressions of PGE_2_-synthesizing enzymes and *IL22RA2* are modified in CRC patients. **a**–**c** Specimens from 36 CRC patients were collected and the post-surgery survival rates of the patients with *CLEC7A* mRNA expression <2 (*n* = 12) or >2 (2–20) (*n* = 24) (normalized by *GAPDH*) in tumor tissues are shown (**a**). The correlation between *CLEC7A* expression levels and tumor TNM stage (**b**, *n* = 13 in Stage II, *n* = 12 in Stage III, *n* = 8 in Stage IV), and the correlation between the proportion of patients with *CLEC7A* expression >2 in each stage (**c**, *n* = 13 in Stage II, *n* = 12 in Stage III, n = 8 in Stage IV) are shown. Tumor TNM stage was determined according to the individual clinical information. In boxplot (**b**), the central horizontal line shows the median; the upper and lower bounds of box show third and first quartile; the upper and lower horizontal lines show the maxima and minima of the data. **d** Immunohistochemical staining of human Dectin-1 in tumor and non-tumor colon tissues in CRC patients. Green arrows show Dectin-1^+^ cells. Representative photos from two independent experiments containing nine samples of eight patients are shown. **e** Specimens from total 68 CRC patients were collected including 23 pairs of tumors and non-tumor specimens from the same individuals. *IL22RA2* and *PTGS2* expression in tumors and non-tumor tissues were examined by RT-qPCR (*n* = 47 in tumor group, *n* = 44 in non-tumor group; **P = 0.0084). **f** Twenty-three pairs of tumor and non-tumor specimens from the same individual were collected, and *IL22RA2* and *PTGS2* expression were examined (*n* = 23/group; **P = 0.0067, *P = 0.0179). **g** Correlations of the expression (normalized by *GAPDH*) between PGE_2_ synthesizing enzymes and *CLEC7A* in CRC tissues (*n* = 47/group). **h** Pseudotime/trajectory analysis was carried out by using a scRNA-seq dataset (GSE178318) of CRC-infiltrating myeloid cells, in which fully differentiated DCs were excluded. Cell states and their annotations (left panel), and kinetics of relative expression levels of MDSC and macrophage-associated gene markers along the MDSC ‘differentiation’ pseudo-time (right panels) are shown. TAM: tumor-associated macrophage; Mono-DC: monocyte-derived DC. **i**, **j** Tumor and non-tumor tissue-infiltrating cells were collected from CRC patients and were stimulated with curdlan for 20 h. In the case of laminarin treatment, cells were first treated with laminarin for 4 h, then curdlan was added to the culture. Expression of PGE_2_ synthesizing enzymes (**i**; *PTGS2*, 1st ***P = 0.0001, 2nd ***P = 0.0004; *PTGES*, ***P = 0.0001, ****P < 0.0001) and CD33 (**j**; ****P < 0.0001) was determined by RT-qPCR. Data are the means ± SD of 3 wells. **k** Tumors from CRC patients were collected and after mincing, small pieces were cultured in the presence of PGE_2_ for 20 h. The expression of indicated genes was determined by RT-qPCR. Data are the means ± SD of 3 wells (*HLA-DRA*, *P = 0.0122; *CD33*, **P = 0.0033; *ITGAM*, ***P = 0.0004; *IL22RA2*, **P = 0.0018). **l** Human PBMCs were harvested from healthy volunteers and were treated with curdlan and celecoxib at the indicated doses in the presence of rGM-CSF + IL-6. After the culture for 5 days, indicated cell number was determined by flow cytometry and was normalized with the average number in control (curdlan 0) group. **m** In the experiment described in **l**, after the culture, proportions of whole T cells and CD8^+^ T cells were determined by flow cytometry. Data in **i**–**k** are representatives of three, and in **l**, **m** are representatives of two independent experiments and are expressed as means ± SD. Data in **a** are analyzed using Mantel-Cox log-rank test, in **b**, **c** using Spearman rank correlation test, in **e** using two-tailed Student’s *t*-test, in **f** using Wilcoxon matched-pairs signed rank test, in **g** using Pearson’s correlation coefficient (*r*) test, and in **i**, **j**, **k** using one-way ANOVA followed by Tukey’s multiple-comparisons test. Source data are provided in the Source Data file.

To examine whether the Dectin-1-PGE_2_-IL-22BP axis discovered in mice also exists in humans, we measured the *IL22RA2* and *COX2* mRNA in tumors from CRC patients. We found that the *IL22RA2* mRNA was decreased, while *PTGS2* mRNA was significantly increased in tumors compared with non-tumor tissues (Fig. 7e). This tendency was clearer when samples from the same individuals were compared in a pairwise way (23 pairs of tumor and non-tumor tissues) (Fig. 7f).

We observed that *CLEC7A* expression was positively correlated with *PLA2G2A*, *PTGS2* or *PTGES* expression in CRC patients (Fig. 7g; Supplementary Fig. 6b). By analyzing the public data on TCGA, we also found that *CLEC7A* expression was correlated with *PTGS2*, *PTGES* and *PTGES3* in CRC patients (Supplementary Fig. 6c). To confirm Dectin-1-expressing cell profiles and correlation between Dectin-1 and PGE_2_ synthases in human CRCs, we carried out scRNA-seq analysis by using pooled cell sequence datasets from six CRC patients (GSE178318)^45^. CRC-associated cells contained lymphocytes, NK, myeloid-derived cells, mast cells, fibroblasts, epithelial, endothelial, and tumor cells, and *CLEC7A* was mainly expressed in myeloid-derived cells (Supplementary Fig. 7a, b). We then extracted *CLEC7A*^+^ myeloid cells, and after re-clustering, we found that the majority of *CLEC7A*-expressing cells were *S100A9*^+^ MDSCs, and less proportion was expressed in *CD68*^+^ macrophages and *FCER1A*^+^ DCs (Supplementary Fig. 7c). When we further extracted *CLEC7A*^+ or –^ *PTGS2*^+^ populations, we found that the average expression level of *PTGS2* was significantly higher in *CLEC7A*^+^ population compared with *CLEC7A*^–^ ones, especially in MDSCs (Supplementary Fig. 7d). In *CLEC7A*^+^ population, *PTGS2* expressing cells were largely overlapped with *CLEC4E*^+^/ *S100A9*^hi^ MDSCs and only small number of *CD68*^hi^*APOE*^+^ macrophages, *HLA-DQB1*^hi^*FCER1A*^+^ DCs and *FCGR3A*^+^ monocytes also expressed *PTGS2* (Supplementary Fig. 7e). Other PGE_2_ synthase genes such as *PTGS1* and *PTGES3* were also substantially expressed in *CLEC7A*-expressing MDSC, DC and macrophage clusters (Supplementary Fig. 7f).

To further analyze the potential link between Dectin-1, MDSC and PGE_2_ synthase in human CRC, we carried out pseudo-time/ trajectory analysis by using myeloid-cell population excluding fully differentiated DCs (Supplementary Fig. 7g, h). After performing the unsupervised simulation, we found that *CD68*^hi^*APOE*^hi^*HLA-DRA*^hi^ tumor-associated macrophages (TAM) and *CD68*^int^*APOE*^int^*FCGR3A*^+^ monocytes ‘differentiate’ into *CD68*^lo^*APOE*^lo^*HLA-DRA*^lo^*CLEC4E*^hi^*S100A9*^hi^ MDSCs along the pseudo-temporal trajectory (Fig. 7h left panel). At the same time, we found that in this MDSC ‘differentiation’ process, expression of *CLEC7A* was gradually upregulated, accompanied with the gradual upregulation of MDSC marker *S100A9* and *CLEC4E*, and with the downregulation of macrophage marker *APOE* and *CD68*. The expression of *IL1B*, *IL6* and *PTGS2* were drastically increased for over 10-100 times from the baseline (Fig. 7h), indicating that these MDSC-promoting factors are induced in the process of MDSC ‘differentiation’, and finally highly expressed by MDSC itself. Different from mouse tumor-infiltrating MDSCs, the expression of *ARG1* and *NOS2* was not detected in MDSCs (or in any types of tumor-infiltrating leukocytes, Supplementary Fig. 7i) from CRC patients, but the expression of other functional genes, like *IL10* and *VEGFA* that facilitate tumor development, was upregulated in the process of MDSC ‘differentiation’ (Supplementary Fig. 7i). To confirm these results, we analyzed another scRNA-seq dataset of CRC patients from GEO (GSE146771), and found that the transcription levels of *VEGFA* were also in parallel with *S100A9*, *PTGS2* and *CLEC7A* in pseudotime-trajectory (Supplementary Fig. 7j), although the expression of neither *ARG1* nor *NOS2* was detectable (in MDSCs or in any other leukocytes).

When CRC tissues or cancer-infiltrating leukocytes were treated with curdlan, expression of PGE_2_ synthase genes was induced in vitro (Fig. 7i; Supplementary Fig. 6d). Furthermore, curdlan also upregulated the expression of CD33, a marker of human MDSCs^46^, in both tumor and normal tissues (Fig. 7j; Supplementary Fig. 6e), suggesting that Dectin-1 signaling also promotes human MDSC differentiation in CRCs. To further confirm this, we stimulated peripheral blood mononuclear cells (PBMCs) from healthy volunteers with curdlan under MDSC differentiation conditions. After 5 days, MHC-II^–^CD33^int^CD15^+^ PMN-MDSCs were increased, while MHC-II^+^CD14^+^ antigen presenting cells and CD8^+^ T cells were decreased (Fig. 7l, m; Supplementary Fig. 6f). Addition of COX2 inhibitor partially inhibited the MDSC differentiation and immune cell suppression. Furthermore, the expression of *CD33* and *CD11B* (*ITGAM*) in CRCs was directly induced by PGE_2_ and *IL22RA2* was suppressed in a dose-dependent manner, suggesting that PGE_2_ also promotes MDSC differentiation in humans (Fig. 7k). By examining the TCGA database, we found that the survival rate of CRC patients with high expression levels of *CLEC7A* and *PTGES* was lower than that of low expression group, and that of patients with high expression of *IL22RA2* was higher, although the relationship between *CLEC7A* expression and survival rate was not statistically significant (Supplementary Fig. 6g). These results suggest that the Dectin-1-PGE_2_-IL-22BP axis is also involved in the regulation of human colorectal carcinogenesis.

## Discussion

In the present study, we showed that blocking Dectin-1 signaling suppresses the development of colorectal tumors in both *Apc*^*Min*^ familial adenomatous polyposis model and AOM-DSS-induced CRC model. Levels of PGE_2_, which promotes MDSC expansion and tumor development, was reduced in *Clec7a*^−/−^ mice due to decreased expression of PGE_2_ synthesizing enzymes, including *Ptgs1*, *Ptgs2*, and *Ptges3*. In addition, the expression of IL-22BP, which can suppress the development of colorectal tumors by inhibiting IL-22, was significantly increased in *Clec7a*^−/−^ mice. Furthermore, we found that CRC patients with low *CLEC7A* expression survive longer compared to those with high expression. A positive correlation was also observed between *CLEC7A* expression levels and colorectal cancer disease stages. This may be explained by increased infiltration of MDSCs and/or advanced differentiation of MDSCs, which express higher levels of Dectin-1 as indicated by the MDSC trajectory analysis. In CRC patients, *IL22RA2* expression was decreased and *PTGS2* expression was increased in tumors compared with normal tissues. These observations suggest that Dectin-1 plays important roles in the development of colorectal tumors in both mice and humans, through modification of PGE_2_ levels and IL-22BP expression.

PGE_2_, a well-known principal mediator of inflammation^47^, plays a critical role in the development of colorectal tumors in AOM-DSS-induced tumor model as well as *Apc*^*Min*^ mouse model by binding to the receptor EP2 to enhance the proliferation of tumor cells through induction of genes involved in inflammation and cell growth such as *Tnf, Il6*, *Cxcl1*, and *Cox2*, by activating β-catenin^48,49^. Actually, intestinal polyp formation in *Apc*-deficient mice is suppressed by the *Ptgs2* null mutation, and COX-2 inhibitors such as aspirin and other NSAIDs can reduce the incidence and severity of colorectal tumors^50,51^. However, the regulatory mechanisms of PGE_2_ production have not been elucidated completely. In this study, we showed that deficiency of Dectin-1 impairs the expression of a series of enzymes involved in PGE_2_ synthesis, including phospholipase A2 and Cox2, in MDSCs in both AOM-DSS- and *Apc*^*Min*^-induced intestinal tumors. We also showed that Dectin-1 signaling directly induces the expression of these PGE_2_-synthases in tumor-infiltrating MDSCs in vitro. In fact, intestinal levels of PGE_2_ were decreased in *Clec7a*^−/−^ mice, and exogenous PGE_2_ administration increased colonic polyposis in *Clec7a*^−/−^ mice. These results indicate that Dectin-1 signaling promotes intestinal tumorigenesis by enhancing PGE_2_ synthesis in MDSCs. Consistent with our observations, previous reports suggested involvement of Dectin-1 in PGE_2_ production by the stimulation with β-glucans from yeast^52^, soluble egg antigen from *Schistosoma mansoni*^53^, and a fungus *Paracoccidioides brasiliensis*^54^. However, the involvement of this activity in tumorigenesis has not been examined.

IL-22BP is a soluble inhibitory receptor for IL-22^55,56^. IL-22BP plays an important role in the regulation of tumorigenesis and its deficiency promotes colorectal tumor development^30^. In the present study, we showed that *Il22ra2* disruption enhanced polyp formation in *Clec7a*^−/−^ mice, consistent with the previous reports. Although we have only compared tumor development between *Il22ra2*^–/–^ and *Il22ra2*^+/+^ mice on the *Clec7a*^–/–^ background, these results suggest that enhanced expression of *Il22ra2* in *Clec7a*^–/–^ mice protects these mice from intestinal tumor development. IL-22BP was produced by intestinal DCs but not by MDSCs. Interestingly, we found that *Il22ra2* expression in tumor-infiltrating cells was suppressed by PGE_2_ through the suppression of the expression of RA-synthase genes and may also through the induction of IL-18, an inhibitor of *Il22ra* induction. As PGE_2_ concentration was decreased in *Clec7a*^−/−^ mouse intestine, this finding well explains why *Il22ra2* expression was increased in *Clec7a*^−/−^ mice. Thus, these observations suggest that PGE_2_ promotes intestinal tumorigenesis by suppressing *Il22ra2* expression as well as by the known tumor enhancing mechanisms of PGE_2_^48,49^. In support for this notion, we showed that administrating *Clec7a*^−/−^ mice with PGE_2_ suppressed colonic *Il22ra2* expression and abrogated the tumor suppression in *Clec7a*^−/−^ mice.

MDSC accumulation in tumors is considered to enhance cancer progression by promoting invasion of cancer cells, angiogenesis, and metastasis, and inhibiting antitumor immunity^57,58^. In this study, we found that both M-MDSC and PMN-MDSC population as well as MDSC-associated gene expression was significantly decreased in colonic polyps of *Clec7a*^−/−^ mice. In line with our observations, Bhaskaran et al. also reported that Dectin-1-deficiency downregulates MDSC proportion in 4-Nitroquinoline 1-oxide-induced mouse tongue cancer^59^. We showed that proinflammatory cytokine production, such as IL-1β and IL-6, is reduced in *Clec7a*^−/−^ mice. Rababi et al. also reported that Dectin-1 is critical for the infiltration of Ly6C^high^ monocytes into the inflamed colon and promotes IL-1β secretion through leukotriene B4 production in DSS-colitis model^60^. These myeloid-cell-derived proinflammatory cytokines are important for MDSC differentiation and their growth^28,29^. Trajectory analysis also suggest differentiation of macrophage and monocyte population into MDSCs. Furthermore, we showed that Dectin-1 signaling induces production of PGE_2_ synthases in MDSCs, and PGE_2_ enhances MDSC expansion in mice and in CRC patients. Indeed, we found that Dectin-1 signaling promoted expansion of MDSC population and enhanced their immune-suppressive activity during in vitro MDSC differentiation. Thus, these results indicate that Dectin-1 signaling facilitates MDSC differentiation and expansion by triggering the initiation of an auto-amplification loop, in which Dectin-1 induces inflammatory cytokines in monocytes and macrophages to promote MDSC differentiation and MDSCs produce PGE_2_ to further expand themselves.

Accumulating evidence suggests that intestinal environment such as commensal microbiota affects development of colorectal tumors. Actually, development of obvious tumors was observed at 16 weeks after AOM-3DSS treatment under SPF conditions, while it took 36 weeks in GF mice in our experimental conditions. In this context, we previously showed that Dectin-1 signaling suppresses the growth of Treg-inducing bacteria such as *Lactobacillus* and *Clostridium* species by directly inducing antimicrobial protein calprotectin or by indirectly inducing antimicrobial peptides through induction of IL-17F^11–13^. Thus, blocking Dectin-1 signaling increases colonic Treg cell population in the intestine to suppress mouse colitis^11–13^. In the present study, however, we showed that AOM-3DSS-treated *Clec7a*^−/−^ mice co-housed with WT mice or *Clec7a*^−/−^ mice under GF conditions or ABX-treated *Apc*^*Min/+*^*Clec7a*^−/−^ mice still developed smaller number of polyps than WT mice, indicating that commensal microbiota are not responsible for the reduced polyp formation in *Clec7a*^−/−^ mice. Consistent with this notion, Treg cells were not increased in GF *Clec7a*^−/−^ mice, indicating that Treg cells are not involved in the suppression of polyp formation in *Clec7a*^−/−^ mouse intestines.

Mouse chow used in our experiments contains over 10% of yeast extract, which contains abundant insoluble high MW β-glucans. Our daily diets also contain lots of high MW β-glucans, such as mushrooms and yeasts, as well as low MW β-glucan laminarin from seaweeds. Laminarin is water soluble and contains components with MW less than 5000. These low MW β-glucans are antagonists of Dectin-1 and compete with high MW β-glucans for the binding to Dectin-1^61^. Many reports suggest that high MW β-glucans can prevent the development of tumors^14,15^. In B16 melanoma model, for instance, intraperitoneal administration of high MW β-glucans facilitates antitumor NK cells and cytotoxic T cell responses against tumor cells by activating DCs through Dectin-1 signaling^22,23^. Tian et al. also reported that stimulation of monocyte-derive MDSCs isolated from mouse Lewis lung carcinoma with particulate β-glucans promotes the differentiation of these cells into tumor suppressive CD11c^+^F4/80^+^ cells and oral administration of these β-glucans promotes antitumor immunity^62^. However, it remains to be explained how orally administered particulate β-glucans are incorporated into blood stream and induce MDSC differentiation in solid tumors. In this study, we showed that oral administration of low MW β-glucan laminarin, but not high MW β-glucans, suppresses colorectal polyposis. Interestingly, Hong et al. tracked β-glucans after oral uptake and found that high MW β-glucans are taken up by macrophages via Dectin-1 and are then degraded into smaller soluble β-glucan fragments^63^. Thus, it is possible that high MW β-glucans are degraded into low MW β-glucans in part after oral administration and inhibit intestinal tumorigenesis by blocking Dectin-1 signaling rather than stimulating it.

A recent report identified an additional Dectin-1endogenous ligand, galectin-9 (*Lgals9*), in pancreatic cancer tissues^25^. In the present study, we showed that galectin-9 expression levels in colonic polyps and non-polyp tissues were similar between WT and *Clec7a*^−/−^ mice (Supplementary Fig. 3m), suggesting that β-glucans in food rather than the endogenous ligand is involved in the Dectin-1-dependent regulation of colorectal tumor development.

Overall, in this report, we have demonstrated a Dectin-1-mediated colorectal tumor-promoting mechanism, in which β-glucan-induced Dectin-1 signaling promotes PGE_2_ production and suppresses anti-tumorigenic IL-22BP expression. Our findings suggest possible influence of daily foods on the development of CRC, and suggest Dectin-1 as a possible target for the prevention and treatment of CRC.

## Methods

### Human CRC sample collection

Before the collection of human samples from CRC patients, written informed consent was obtained from each patient, and all experiments were carried out following the institutional ethical regulations and guidelines under the protocols approved by the Committee for Clinical Investigation of the First Affiliated Hospital, Sun Yat-sen University (approval number: IIT-2021-654). For tissue-infiltrating cell purification, tumor specimens and/or normal tissue around tumor were cut out and were transferred into ice-cold PBS and placed on ice until use. For the mRNA analysis, we collected 47 tumor specimens and 43 non-tumor specimens from 70 CRC patients, in which 23 pairs of tumor and non-tumor tissues from the same individuals were enrolled. In these patients, we collected the clinical information such as pathological grading, TNM stage, operation and follow-up visiting time of 36 patients, most of whom were followed up around 10 years. Except 12 samples harvested recently, most of the samples were frozen in −80 °C until use for RNA extraction. Details of patient clinical information including TMN stage, pathological grading, and tumor size are available in Supplementary Table 1.

### Mice

*Clec7a*^−/−^ mice were generated as described before^5^ and used after backcrossing for 9 generations to C57BL/6 J. *Apc*^*Min/+*^ mice, kindly provided by Dr. Ryo Abe, Tokyo University of Science, were crossed with *Clec7a*^−/−^ mice to generate *Apc*^*Min/+*^*Clec7a*^−/−^ mice. C57BL/6J mice, which were originally purchased from Sankyo Lab Service (Saitama, Japan) for *Clec7a*^−/−^ mouse backcrossing, and their offspring were maintained in the same animal room as that *Clec7a*^−/−^ mice were housed and used as the control. GF WT mice were purchased from Sankyo Lab Service. GF *Clec7a*^−/−^ mice were generated by taking out sterile babies from the uterus of a SPF full-term pregnant female by cesarean section and transferring these babies in the care of 2 to 3 GF WT mothers that were nursing their recently delivered litters in a GF isolator. Age- and sex-matched WT mice were separately housed or co-housed with *Clec7a*^−/−^ mice after weaning at 4 weeks old. All mice were kept under specific pathogen-free conditions with γ-ray sterilized normal diet (Funakoshi Kagaku, Chiba, Japan), acidified (0.002 N HCl, pH 2.5) tap water, and autoclaved wooden chip bed in environmentally controlled clean rooms at the experimental animal facilities of the Center for Animal Disease Models, Research Institute for Biomedical Sciences, Tokyo University of Science, and of Zhongshan School of Medicine, Sun Yat-sen University. All animal experiments were carried out following the institutional ethical regulations and guidelines and with protocols approved by the Institutional Animal Care and Use Committee of the Tokyo University of Science, and by the Experimental Animal Manage and Use Committee of Sun Yat-sen University (approval number 2020000113, 2021001577). Since both male and female *Clec7a*^−/−^ mice exhibited the same phenotypes in all disease models in the present study, mice of both genders were used.

### Generation of *Apc*^*Min/+*^*Clec7a*^−/−^*Il22ra2*^−/−^ mice

*Il22ra2*^−/−^ mice on *Apc*^*Min/+*^*Clec7a*^−/−^ background were generated by CRISPR-Cpf1 method. Briefly, the targeting sequence on the mouse *Il22ra2* exon 3 with the PAM sequence was determined as (TTTCATTGGTCAGGTCACAGAAGAGCGC), and the guide RNA (crRNA) was obtained from Integrated DNA Technologies (IDT, Coralville, IA, USA). Then 1.2 mM crRNA was mixed with 0.6 mM CRISPR-Cpf1 nuclease (Cat# 1081068, IDT) and was transferred into *Apc*^*Min/+*^*Clec7a*^−/−^ zygotes by micro-injection. On the next morning, normal 2-cell stage embryos were transferred into the oviducts of pseudo-pregnant female mice. The genotypes of mutant babies were determined by sequencing the RT-PCR product with the primers ATTTGTGTGTTTTCCCATCCTC (Forward) and TCAAAGGCAGAAGAGAAAAAGG (Reverse). Three mutant mice, all of which had 19 bp deletion that causes a frame-shift and premature termination of IL-22BP, were identified, and one of them was used to generate homozygous *Apc*^*Min/+*^*Clec7a*^−/−^*Il22ra2*-deficient mice.

### Induction of intestinal polyps in *Apc*^*Min*^ mice

*Apc*^*Min/+*^ or *Apc*^*Min/+*^*Clec7a*^−/−^ mice were normally kept under SPF conditions for 19–23 weeks after birth until polyps in small and large intestines develop spontaneously. For the induction of colorectal tumors, same mice at 8–10 weeks old were treated with 1% DSS in drinking water for 1 week, and they were maintained for another 4–5 weeks before sacrifice.

### Chemical induction of colorectal tumor

Six to 7-weeks-old mice were administrated intraperitoneally (i.p.) with 10 μg per gram body weight of AOM (Cat# 011-20171, Wako, Osaka, Japan). One week after the administration, these mice were treated with 1% DSS (36–50 kDa; Cat# 216011090, MP Biomedicals, Illkirch, France) in their drinking water for 7 days followed by 14 days of normal water. After 3 cycles of DSS/normal water-treatment, these mice were further maintained for additional 2–6 weeks before sacrifice.

### Cell preparation

Colonic tumor/ non-tumor tissue-infiltrating cells were prepared as follows. Briefly, tissue pieces were cut into 1 mm slices, then they were shaken for 40 min in Hanks‘ Balanced Salt Solution (HBSS) containing 3 mM EDTA at 37 °C. Intra-epithelial lymphocytes and colonic epithelial cells in the culture supernatant were discarded, and the gut slices were washed twice with HBSS. Then, they were shaken at 37 °C for 120 min in RPMI containing 10% FBS and 1% streptomycin+penicillin, 200 U/ml collagenase (Cat# C2139; Sigma-Aldrich), and 5 U/ml Dnase 1 (Sigma-Algrich). After the incubation, the samples were vortexed for 10 s, and single-cell suspension was harvested after sterile gauze-filtration. To prepare lymphocytes, tissue-infiltrating cells were further purified on a 45%/66.6% discontinuous Percoll (Cat# 17-0891-01, Cytiva Life Sciences) gradient at 2200 rpm for 20 min.

### Cell and tissue in vitro culture

Tissue-infiltrating cells (2 × 10^5^) from mouse/ human colorectal tumors or non-tumor tissues, or mouse/ human colorectal tumor pieces or non-tumor tissue pieces (3 × 3 mm), were cultured in a 0.2 ml RPMI containing 10% FBS and 1% streptomycin plus penicillin at 37 °C under 5% CO_2_ in a 96-well flat-bottomed plate (Falcon, Becton Dickinson). To induce MDSC differentiation in vitro, mouse bone marrow cells or human PBMCs were harvested from thigh and shin bones of mice or peripheral blood of healthy volunteers, respectively, and were cultured with recombinant mouse GM-CSF and IL-6 (Cat# 315-03, 216-16, Peprotech Inc., Rocky Hill, NJ, USA) in 48-well flat-bottomed plate (Falcon) for 120 h. For T cell activation, CD4^+^ or total T cells were isolated from the spleen, and were cultured with the stimulation of anti-CD3/CD28 Dynabeads (Cat# 11456D, Thermo Fisher Scientific) for 3-4 days. In some experiment, anti-mouse IL-18 antibody (Cat# 210-401-323, Rockland Immunochemicals, Inc, Philadelphia, PA, USA) was added to the culture with or without PGE_2_ stimulation. In other experiments, inhibitors of NF-κB (IκBa: BAY11-7082, Cat# SF0011, Beyotime, China) or SYK (R406, Cat# SC1022, Beyotime) was added to the culture after stimulation with curdlan. After the culture, cells or tissues were collected and mRNA expression was measured by quantitative reverse transcription PCR (RT-qPCR) or cell population was examined by flow cytometry.

### Purification of epithelial cells and immune cells from lamina propria

Cells from mouse whole intestines or from polyps were labeled with biotin-conjugated anti-mouse CD326/EpCAM (G8.8) (Cat# 118203, Biolegend), followed by microbeads-conjugated anti-biotin CD326^+^ epithelial cells were positively sorted by using autoMACS (Miltenyi Biotec, Bergisch Gladbach, Germany). The CD326 negative fraction was then sorted with anti-mouse CD45 (Cat# 130-052-301) microbeads for leukocyte purification, or was sorted with anti-mouse CD11b (Cat# 130-049-601) and CD11c (Cat# 130-125-835) microbeads for myeloid-derived cells. Anti-Thy1.2 (Cat# 130-121-278) microbeads were used for T cells and anti-CD19 (Cat# 130-121-301) microbeads were used for B cell sorting. All the antibody-conjugated microbeads were obtained from Miltenyi Biotec. Colonic polyp-infiltrating myeloid cells for scRNA-seq analysis were stained with anti-mouse CD11b and CD11c antibodies for flow cytometry and were sorted by FACS Aria Fusion (BD Biosciences).

### Flow-cytometry

Antibodies against mouse CD4 (GK1.5, Cat# 100411), CD8α (53-6.7, Cat# 100707), TCRγδ (GL3, Cat# 118105), CD45 (30-F11, Cat# 103115, 103113), CD19 (6D5, Cat# 115505), CD3ε (KT3.1.1, Cat# 155607), Ly6C (HK1.4, Cat# 128007, 128025), Ly6G (1A8, Cat# 127605, 127633), CD11b (M1/70, Cat# 101215), CD11c (N418, Cat# 117321), I-A/I-E (M5/114.15.2, Cat# 107613, 107627), CD103 (2E7, Cat# 121405), IgG1 (RMG1-1, Cat# 406607), NOS2 (W16030C, Cat# 696805), IFN-γ (XMG1.2, Cat# 505805), IL-17 (TC11-18H10.1, Cat# 506917), Foxp3 (MF-14, Cat# 126403), CD326 (G8.8, Cat# 118203), Thy1.2 (30-H12, Cat# 105304) and anti-human CD33 (HIM3-4, Cat# 303303), CD14 (M5E2, Cat# 301807), CD15 (W6D3, Cat# 323005), HLA-DR (L243, Cat# 307645), CD3ε (HIT3a, Cat# 300305) and CD8α (SK1, Cat# 344721) were purchased from Biolegend (San Diego, U.S.A.). Antibody against mouse Dectin-1 (2A11, Cat# ab21646) was purchased from Abcam (Cambridge, UK). Anti-mouse IL-22BP polyclonal antibody was purchased from R&D systems (Cat# IC2376A, Biotechne, Minnesota, U.S.A). 7-AAD (7-amino-actinomycin D) staining solution were obtained from eBioscience (Cat# 00-6993-50, San Diego, CA, USA). The anti-CD16/CD32 (2.4G2, anti-FcγRIII/II) mAb was obtained from Tonbo Biosciences (Cat# 70-0161-U500, San Diego). All antibodies were used at a 1:250 dilution. Cells isolated from mouse intestine were washed twice with FACS Hanks buffer (HBSS containing 2% FCS) and then treated with 2.4G2 to block non-specific FcR binding. Cells were then surface-stained with mAbs for 25-30 min. For the analysis of cytokine expression by FACS, cells were first stimulated with 50 ng/ml PMA (Cat# P8139, Sigma Aldrich) + 500 ng/ml ionomycin (Cat# 407952, Sigma Aldrich) and 1 mM monensin (Cat# 475897, Sigma Aldrich) for 4 h. After the stimulation, cells were washed twice with FACS Hanks buffer and then treated with 2.4G2 to block FcR binding. Cells were then stained with mAbs against cell-surface markers for 30 min and were fixed and permeabilized with Cytofix/Cytoperm solution (Cat# 554722, BD Biosciences) for 20 min. After washing with washing buffer, cells were incubated with anti-mouse IFN-γ and IL-17 mAbs for another 30 min. The fluorescence was detected by a Canto II or FACSCalibur flow cytometer (BD Biosciences) and FlowJo v10.0 & v10.1 software (BD Biosciences) was used for the analysis.

### Quantitative reverse transcription PCR (RT-qPCR)

Total RNA was extracted with a Mammalian Total RNA Miniprep kit (Cat# RTN350-1KT, Sigma Aldrich). RNA was denatured in the presence of an oligo dT primer and then reverse transcribed with a High Capacity cDNA Reverse Transcription kit (Cat# 4368814, Applied Biosystems, San Francisco, U.S.A.). qPCR was performed with a SYBR Green qPCR kit (Cat# 639676, Takara Bio., Shika, Japan) and C1000 Thermal Cycler system (Bio-Rad, Hercules, USA) with the sets of primers described in Supplementary Table 2, and relative mRNA expression levels were calculated with the comparative cycle threshold (Ct value) method and were normalized with *Gapdh* mRNA expression level.

### Bulk RNA sequencing and analysis

Total RNA was isolated from colorectal tumor or non-tumor tissues using Sigma Aldrich total RNA-prep kit. RNA was prepared using Contech SmartSeq2 library prep kits and sequenced with NovaSeq6000. Data were processed with Galaxy (usegalaxy.org). Quality filtering and adapter trimming of the resulted reads were performed by Trimmomatic^64^, aligned to GRCm38 (mm10) whole-genome data by HISAT2^65^, assembled to transcripts by StringTie^66^. Data were normalized by total lead count correction and transformed to log2 (TPM + 1) for further analysis. Genes with log2 (fold-change) >1 or <−1 were considered as upregulated and downregulated genes, respectively. Gene with log2 (fold-change) >1 or <−1 was input for KEGG pathway analysis with Benjamini and Hochberg method. *P*-value <0.05 and *q*-value <0.1 are considered as significant. Heatmaps were plotted using Tbtools software^67^, and the *z*-score was calculated by transcripts per million (TPM), as (TPM-average of TPM)/Standard deviation.

### PGE_2_ and IL-1β concentration measurement

Polyps and non-polyp tissues from mouse colon were harvested and were put into 2 ml tubes containing 500 μl lysis buffer for protein [RIPA buffer: 50 mM Tris-HCl (pH 8.0) + 100 mM NaCl + 0.1% Triton X-100] and 50 μl protease inhibitor cocktail (Takara Bio, Shika, Japan). Tissue was homogenized with beads and Micro Smasher (MS-100R, TOMY). After centrifugation, supernatant of tissue homogenate was collected and PGE_2_ and IL-1β concentration was measured by ELISA Development Kit for PGE_2_ (Cat# KGE004B, R&D systems) and ELISA MAX™ Standard Set for IL-1β (Cat# 432601, Biolegend). The concentration of PGE_2_ was normalized to total protein concentration of each individual.

### Antibiotics treatment

*Apc*^*Min/+*^ mice were pretreated with an antibiotics (ABX) mixture containing 500 mg/l vancomycin (Cat# V820413), 1 g/l ampicillin (Cat# A6265), 1 g/l metronidazole (Cat# M813526) and 1 g/l neomycin (Cat# N814740) (VAMN, Macklin Inc., Shanghai, China) for 3 weeks with addition of 75 g/l sucrosein drinking water, and then were co-administrated with DSS for 1 week, and were continuously treated with ABX for further 4 weeks. In some experiment, ABX cocktail containing 0.4 g/l kanamycin (Cat# K812216), 0.035 g/l gentamycin (Cat# G6064), 0.0570 g/l colistin (Cat# C805491), 0.215 g/l metronidazole, 0.045 g/l vancomycin HCl and 0.025 g/l erythromycin (Cat# E808820)^68^ (6 mixture, Macklin) were used to treat mice.

### β-glucan treatment

Agonistic Dectin-1 ligand curdlan was purchased from Wako Pure Chemical Corp. and NaClO-oxidized *Candida albicans* (OXCA) was prepared by Prof. Ohno at Tokyo Pharmaceutical University^69^. Colonic polyp or non-polyp-infiltrating cells were treated with curdlan or OXCA for 16 or 20 h, and the expression of cytokine and PGE_2_ synthesizing enzyme was examined. Dectin-1 antagonist laminarin (Cat# L9634, 1 mg/ml, Sigma-Aldrich, St. Louis, MO, USA) treatment was carried out for 4 h before curdlan treatment. For laminarin treatment in vivo, mice were firstly i.p. administrated with AOM and then were treated with 5% laminarin (Cat# L0088, Tokyo Chemistry Industry, Tokyo, Japan) mixed in powder food from 3 days before the start of DSS-treatment for 10 days, and this laminarin-DSS treatment were carried out for 3 cycles.

### PGE_2_ treatment

PGE_2_ was purchased from TopScience Co. Ltd, Shanghai, China (Cat# T5014). For in vitro treatment, colonic polyp or non-polyp-infiltrating cells were treated with PGE_2_ (0.1–10 μM) for 20 h, and the expression of myeloid-cell marker genes was examined. For in vivo treatment, mice at 8 weeks old were firstly treated with 2% DSS for 1 week, then were i.p. injected with 40 μg/mouse PGE_2_ or PBS every other day for 4 weeks.

### Single-cell RNA-seq library construction and sequencing

After colonic polyp-infiltrating myeloid-derived cells were harvested, cell count and viability was estimated using fluorescence Cell Analyzer (Countstar® Rigel S2) with AO/PI reagent. Fresh cells were resuspended at 1 × 10^6^ cells/ml in PBS containing 0.04% bovine serum albumin. Single-cell RNA-Seq libraries were prepared using SeekOne® MM Single Cell 3’ library preparation kit (SeekGene, Cat# SO01V3.1). Briefly, appropriate number of cells were loaded onto the flow channel of SeekOne® MM chip which had 170,000 microwells and allowed to settle in microwells by gravity. After removing the unsettled cells, sufficient Cell Barcoded Magnetic Beads (CBBs) were pipetted into flow channel and were also allowed to settle in microwells with the help of a magnetic field. Next, excess CBBs were rinsed out and cells in MM chip were lysed to release RNA, which was captured by the CBB in the same microwell. Then all CBBs were collected and reverse transcription were performed at 37 °C for 30 min to label cDNA with cell barcodes on the beads. Further Exonuclease I treatment was performed to remove unused primer on CBBs. Subsequently, barcoded cDNA on the CBBs was hybridized with random primer, which had read 2 SeqPrimer sequence on the 5’ end and could extend to form the second strand DNA with cell barcode on the 3’ end. The resulting second strand DNA were denatured off the CBBs, purified and amplified in PCR reaction. The amplified cDNA product was then cleaned to remove unwanted fragment and added to full length sequencing adapter and sample index by indexed PCR. The indexed sequencing libraries were cleanup with SPRI beads, quantified by quantitative PCR (KAPA Biosystems KK4824) and then sequenced on illumina NovaSeq 6000 with PE150 read length.

### Preprocessing of single-cell RNA-seq data analysis

Single-cell sequencing data obtained from the present study or pre-processed data of AOM-3DSS-treated C57BL/6 mice (GSE196054) and CRC patients (GSE178318^45^ and GSE146771^70^) from NCBI GEO database were converted into a Seurat object by the R package (version 4.1.3) using the software Rstudio Desktop v2022.02.3 (Posit Software, PBC) and then were filtered to remove cells with a number of unique gene counts over 4000 or less than 200. Cells with more than 5% of mitochondrial gene counts were also filtered. After unwanted cells were removed from the dataset, a global-scaling normalization method “LogNormalize” was carried out to normalize the feature expression measurements for each cell by the total expression, multiply this by a scale factor of 10,000, and log-transform the result. Over 95% of high-quality cells with total more than 25,000 protein-coding genes were remained after the filtering and normalization for the downstream processing.

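Over 5% mitochondrial UMIs were found in 729 of the WT barcodes (21.0%) and 1057 of the *Clec7a*-/- barcodes (34.3%), with medians of 3.20% and 4.00%. More than 4000 genes were detected in 54 WT and 30 *Clec7a*-/- barcodes and fewer than 200 in 53 and 67. The limits of 200 to 4000 genes and 5% together kept 77.8% of the WT barcodes and 64.9% of the *Clec7a*-/- barcodes. Raising the mitochondrial limit to 10% kept 90.8% and 87.7%, and the limits on genes alone, a setting chosen after the data were seen, kept 96.9% of each library.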

### Identification of cell types and gene expression by dimensional reduction

After the normalization, subsets of feature genes were calculated that exhibit high cell-to-cell variation in the dataset. Next, a linear transformation (scaling data) and following linear dimensional reduction were performed. Then, cells were clustered by feature gene profiles. The annotation of each cell cluster was confirmed by the expression of canonical marker genes such as: T cells (*CD3D*, *TRAC*), B cells (*CD19*, *MS4A1*), plasma cells (*JCHAIN*, *IGHA1*, *CD79A*), macrophages (*CD68*, *APOE*, *MERTK*), MDSCs (*S100A8*, *S100A9*, *CLEC4E*, *CD33*), DCs (*FCER1A*, *CST3*, *HLA-DQB1*), mast cells (*TPSAB1*, *MS4A2*), fibroblasts (*COL1A1*, *COL3A1*), epithelial cell (*EPCAM*, *KRT8*, *KRT18*) and tumor cells (*TK1*, *STMN1*, *TUBB*).

### Analysis for pseudo-temporal trajectory of MDSC differentiation

Tumor-infiltrating myeloid cells, in which *PTPRC*^lo^ non-leukocytes, *CD3D*^+^*TRAC*^+^ T cells and *CST3*^hi^*HLA-DRA*^hi^ DCs were excluded by Seurat in R, were extracted from scRNA-seq dataset of CRC (GSE196054). Pseudotime/ trajectory analysis for MDSC differentiation was then performed by using the R package Monocle and Monocle3. Simulation of MDSC differentiation that orders myeloid cells along a pseudotemporal trajectory was output through unsupervised Monocle processing. Expression of *S100A9* and *CLEC4E* was used as the differentiation marker for MDSCs and that of *CD68* and *APOE* was used for macrophages.

### Histopathological analysis

Colon and rectum with polyps were removed and fixed with 10% neutral buffered formalin and embedded in paraffin. After being cut into 5 μm slices, tissue sections were stained with haematoxylin and eosin. Histopathological score was evaluated according to a previous report^71^: for number of lesions (*L*), 1 = 0–2, 2 = 3–5, 3 = 6–8, 4 = 9~; for crypts (C): 0 = normal, 1 = goblet cell depletion, 2 = branching, 3 = complex budding; for Epithelium (E): 0 = normal, 1 = hyperplasia, 2 = low-grade dysplasia, 3 = high-grade dysplasia; for Submucosal invasion (S): 0 = absent, 1 = present. The total histological score was calculated as *L* + *C* + *E* + *S*.

### Immunohistochemistry (IHC)

For immunohistochemistry, tumor and non-tumor tissues from CRC patients after surgery were rinsed with PBS and fixed with 10% formalin. After fixation, tissues were dehydrated in ethanol overnight for paraffin embedding. After paraffin embedding, the paraffin block was cut into 5 μm slices. After deparaffinization, the tissue slices were rehydrated in 3,3′-diaminobenzidine solution and were treated with H_2_O_2_ to close the endogenous peroxidase. Then the slices were incubated in retrieval solution at 60 °C overnight for heat-induced epitope retrieval, followed by treatment with 1% BSA for 2 h to block non-specific antibody binding. Then, the slices were incubated with 1 μg/ml of primary antibody against human Dectin-1 (Cat# ab140039, Rabbit polyclonal to human and Rat Dectin-1, Abcam Inc, Cambridge, UK) overnight at 4°C, followed by HRP-conjugated anti-rabbit IgG (Cat# GB23303, Servicebio co. Wuhan, China) for 15 min at room temperature. Tissue slices were then treated with DAB substrate solution for 1-3 min, and with hematoxylin counterstain for additional 10 seconds at room temperature. Photos of IHC were taken by Leica DM6FS with imaging scanning system (Leica Camera AG, Wetzlar, Germany).

### Western blot analysis

For the detection of IL-22BP protein levels in mouse intestinal polyps tissues, a piece of tissue (200 mg) was firstly lysed with 0.1 ml RIPA buffer (25 mM Tris-HCl, pH 7.5, 50 mM NaCl, 0.5% NP-40, 0.1% SDS, 0.5% DOC, 1 mM DTT, 20 mM NEM supplied with fresh Protease inhibitors). A syringe with sonicator was used to mechanically crush the tisuses. For the detection of IL-22BP, PTGES3, COX1 and COX2, in CD11b^+^ and CD11c^+^ cells (1–3 × 10^5^) isolated from mouse intestinal polyps, after PGE_2_ or curdlan stimulation for 20 h, cells were washed with 1 ml PBS and were directly lysed in 100 μl RAPI buffer. Lysate was centrifuged at 12,000 rpm for 30 min at 4 °C. The supernatant was transferred to a new tube and the protein concentration was measured with BCA protein assay kit (Bioteke, Cat# PP1001). The cell lysate was denatured for 10 min at 99 °C in a loading buffer (NuPAGE 4×, Reducing Agent 10×, Beyotime, Cat# P0015L) and was loaded on a ExpressPuls^TM^ 4–20% PAGE Gel (Genscript, Cat# M42012C). After electrophoresis, proteins in the gel were transferred to a PVDF membrane (Millipore, Cat# IPVH00010) for 60 min with 200 mA. PowerPa^TM^ Basic power supply and Mini-PROTEAN Tetra Cell 4-Gel System (Bio-Rad) were used for both electrophoresis and membrane transfer. The membrane was then sunk in a TBST solution (50 mM Tris-Cl, 150 mM NaCl, 0.1% Tween-20) with 5% of non-fat milk (Biofroxx, Cat# 1172gr100), and was then incubated with specific primary antibodies (listed below) overnight at 4°C. In the next morning, the membrane was washed and was incubated with a horseradish peroxidase-conjugated secondary antibody for 1 h. The membrane was then washed, and protein bands on the membrane were visualized by the Pierce^TM^ ECL Western Blotting Substtrate (Thermo, Cat# XA338096) and were detected by Amersham^TM^ Imager 600. Chemiluminescence intensity of each band was calculated by the imaging analysis software ImageJ version 1.53t.

Antibodies used:

Mouse IL-22BP Antibody (Bio-techne, Cat# AF2376, 0.1 μg/ml)

Human/Mouse p23/PTGES3 Antibody (Bio-techne, Cat# MAB100391, 2 μg/ml)

Human/Mouse COX-2 Antibody (Bio-techne, Cat# AF4198-SP, 1 μg/ml)

Human/Mouse COX-1 Antibody (Bio-techne, Cat# MAB37401, 2 μg/ml)

THETM beta-Actin mouse Antibody (GenScript, Cat# A00702-100, 1:3000)

HRP-conjugated Affinipure Donkey Anti-Goat IgG (H + L) (Proteintech, Cat# SA00001-3, 1:1000)

HRP-conjugated Affinipure Rabbit Anti-Sheep IgG (H + L) (Proteintech, Cat# SA00001-16, 1:1000)

Goat Anti-Mouse IgG Antibody (H&L) [HRP], pAb (GenScript, Cat# A00160, 1:3000).

### Statistical analysis

Differences in parametric data were evaluated by the unpaired two-tailed Student’s *t*-test. For experiments containing more than two relative groups, one-way ANOVA followed by Tukey’s multiple-comparisons test was performed. Statistical significance of survival rate between groups was assessed by the log-rank test. Statistics were computed with the PRISM v8 & v9.0 software (GraphPad Software). For CRC patient study, categorical variables were compared by the Fisher tests, correlation was analyzed by the Spearman’s correlation test and statistical analysis was performed using the R software (version 4.0.3, R Foundation). Difference of *P*-value < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source data are provided with this paper. Barcodes, features and matrix files for scRNA-seq analysis and raw sequencing files for bulk RNA-seq analysis have been deposited in GEO with the accession number GSE221206. The publicly available data of single-cell RNA sequencing used in this study are also available in the GEO database under accession code GSE196054, GSE178318, and GSE146771. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Blocking Dectin-1 prevents colorectal tumorigenesis by suppressing prostaglandin E2 production in myeloid-derived suppressor cells and enhancing IL-22 binding protein expression
**Source:** Nat Commun. 2023 Mar 17;14:1493. doi: 10.1038/s41467-023-37229-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Figures, Figure legends and Tables**

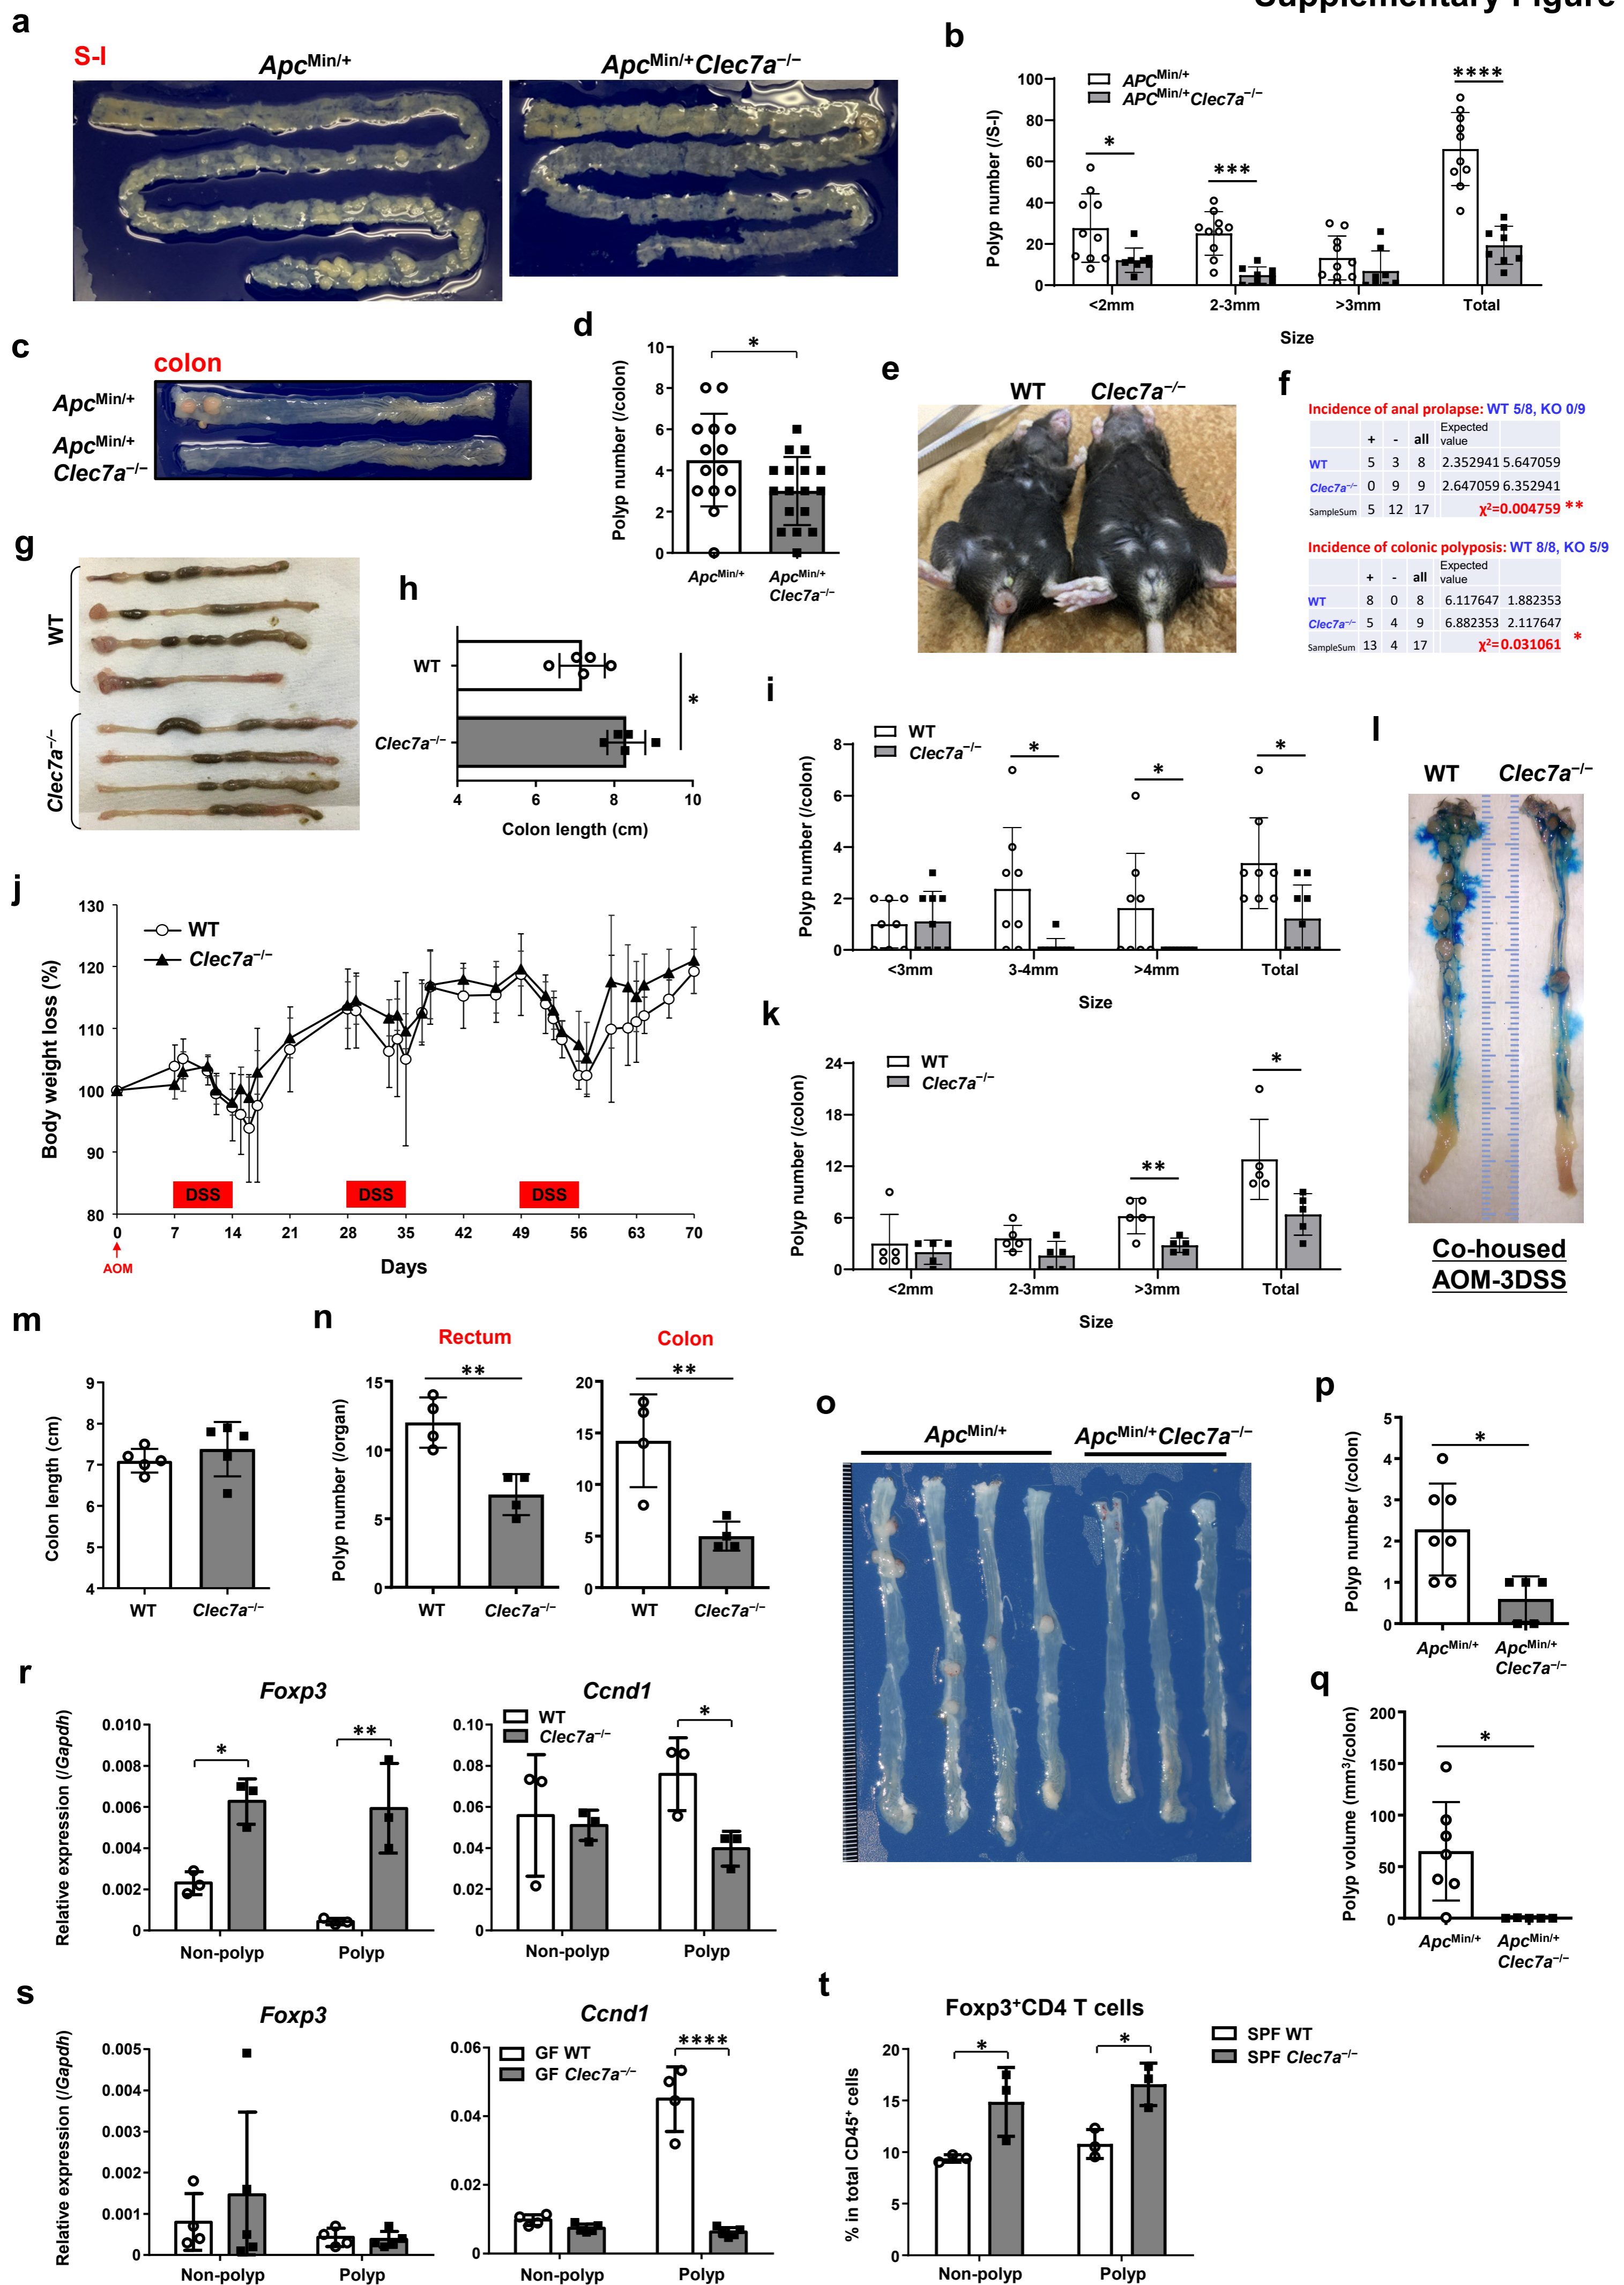

**Supplementary Figure 1. Dectin-1-deficiency suppresses colorectal tumor, and this suppression is independent of commensal microbiota.**

(a, b) *Apc*<sup>Min/+</sup> and *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> mice were sacrificed at 20-23 weeks old. Gross observation of tumors in small intestine from indicated mice (a) and polyp numbers of indicated sizes (b; \*P=0.023, \*\*\*P=0.0001, \*\*\*\*P<0.0001) are shown (n=10/*Apc*<sup>Min/+</sup> group, n=8/*Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> group).

(c, d) *Apc*<sup>Min/+</sup> and *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> mice were sacrificed at 20-23 weeks old. Gross pathology of the colon (c) and number of colorectal polyps (d; \*P=0.041) were examined (n=14/*Apc*<sup>Min/+</sup> group, n=17/*Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> group).

(e-i) WT and *Clec7a*<sup>-/-</sup> mice were administrated with AOM, and 7 days later, they were treated with 1% DSS for only 7 days, and normally housed for another 10 weeks before sacrifice (WT n=8, *Clec7a*<sup>-/-</sup> n=9). Anal prolapse are shown in WT mouse (e) and the incidence of prolapse and colorectal tumor were statistically evaluated (f). Colon length were measured (g, h; \*P=0.0101), and the numbers of the rectal tumor of indicated sizes are shown (i; 3-4mm, \*P=0.0128; >4mm, \*P=0.0366; Total, \*P=0.0114).

(j-n) WT and *Clec7a*<sup>-/-</sup> mice were co-housed after weaning at 4 weeks old, and 4 weeks later, they were treated with AOM-3DSS. Body weight loss of indicated mice was measured chronologically from the beginning of first DSS treatment as shown the x-axis (j). Mice were sacrificed at week 16 after AOM administration. Polyp numbers of indicated size (k; \*\*P=0.0089, \*P=0.0213) and in the colon and rectum (n; Rectum, \*\*P=0.0044; Colon, \*\*P=0.0078) were counted. Gross pathology of the colon was observed (l) and the colon length was also measured (m) after mice were sacrificed (j-m, n=5/group; n, n=4/group).

(o-q) *Apc*<sup>Min/+</sup> and *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> mice were pre-treated with ABX cocktail VANM for 3 weeks. Then. they were administrated with 1.5% DSS + ABX for 1 week, followed by continuous treatment with ABX for another 4 weeks. Gross pathology of the colon (o), number of colorectal polyps (p, *Apc*<sup>Min/+</sup> n=7, *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> n=5; \*P=0.0113) and total polyp volume (q, *Apc*<sup>Min/+</sup> n=7, *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> n=5; \*P=0.0135) were examined.

(r) WT or *Clec7a*<sup>-/-</sup> mice were treated with AOM-3DSS and were sacrificed on week 16 after the first AOM-administration, and expression of indicated genes in colonic polyps and non-polyp tissues was determined by qPCR (n=3/group; *Foxp3*, \*P=0.0199, \*\*P=0.0030; *Ccnd1*, \*P=0.0328).

(s) WT or *Clec7a*<sup>-/-</sup> GF mice were treated with AOM-3DSS and were sacrificed on week 36 after the first AOM-administration, and mRNA expression of indicated genes in colonic polyps and non-polyp tissues were determined by qPCR (GF WT n=4; GF *Clec7a*<sup>-/-</sup> n=5; \*\*\*\*P<0.0001).

(t) In the experiments described in (r), proportions of Foxp3<sup>+</sup>CD4<sup>+</sup> T cells in total CD45<sup>+</sup> cells from colorectal polyp or non-polyp tissues of SPF mice were examined by FACS analysis (n=3/group; Non-polyp, \*P=0.0493; Polyp, \*P=0.0386).

Data in (j-n) are representatives of three, and in (o-t) are representatives of two independent experiments. Data in (a-d) are pooled from three independent experiments. Data in (b, d, h-k, m, n, p-t) are expressed as means  $\pm$  SD. Data in (b, d, h, i, k, n, p, q) are analyzed using unpaired two-tailed Student's *t*-test, in (f) using Chi-square test and in (r, s, t) using two-way ANOVA followed by Tukey's multiple-comparisons test. Source data are provided in the Source Data file.

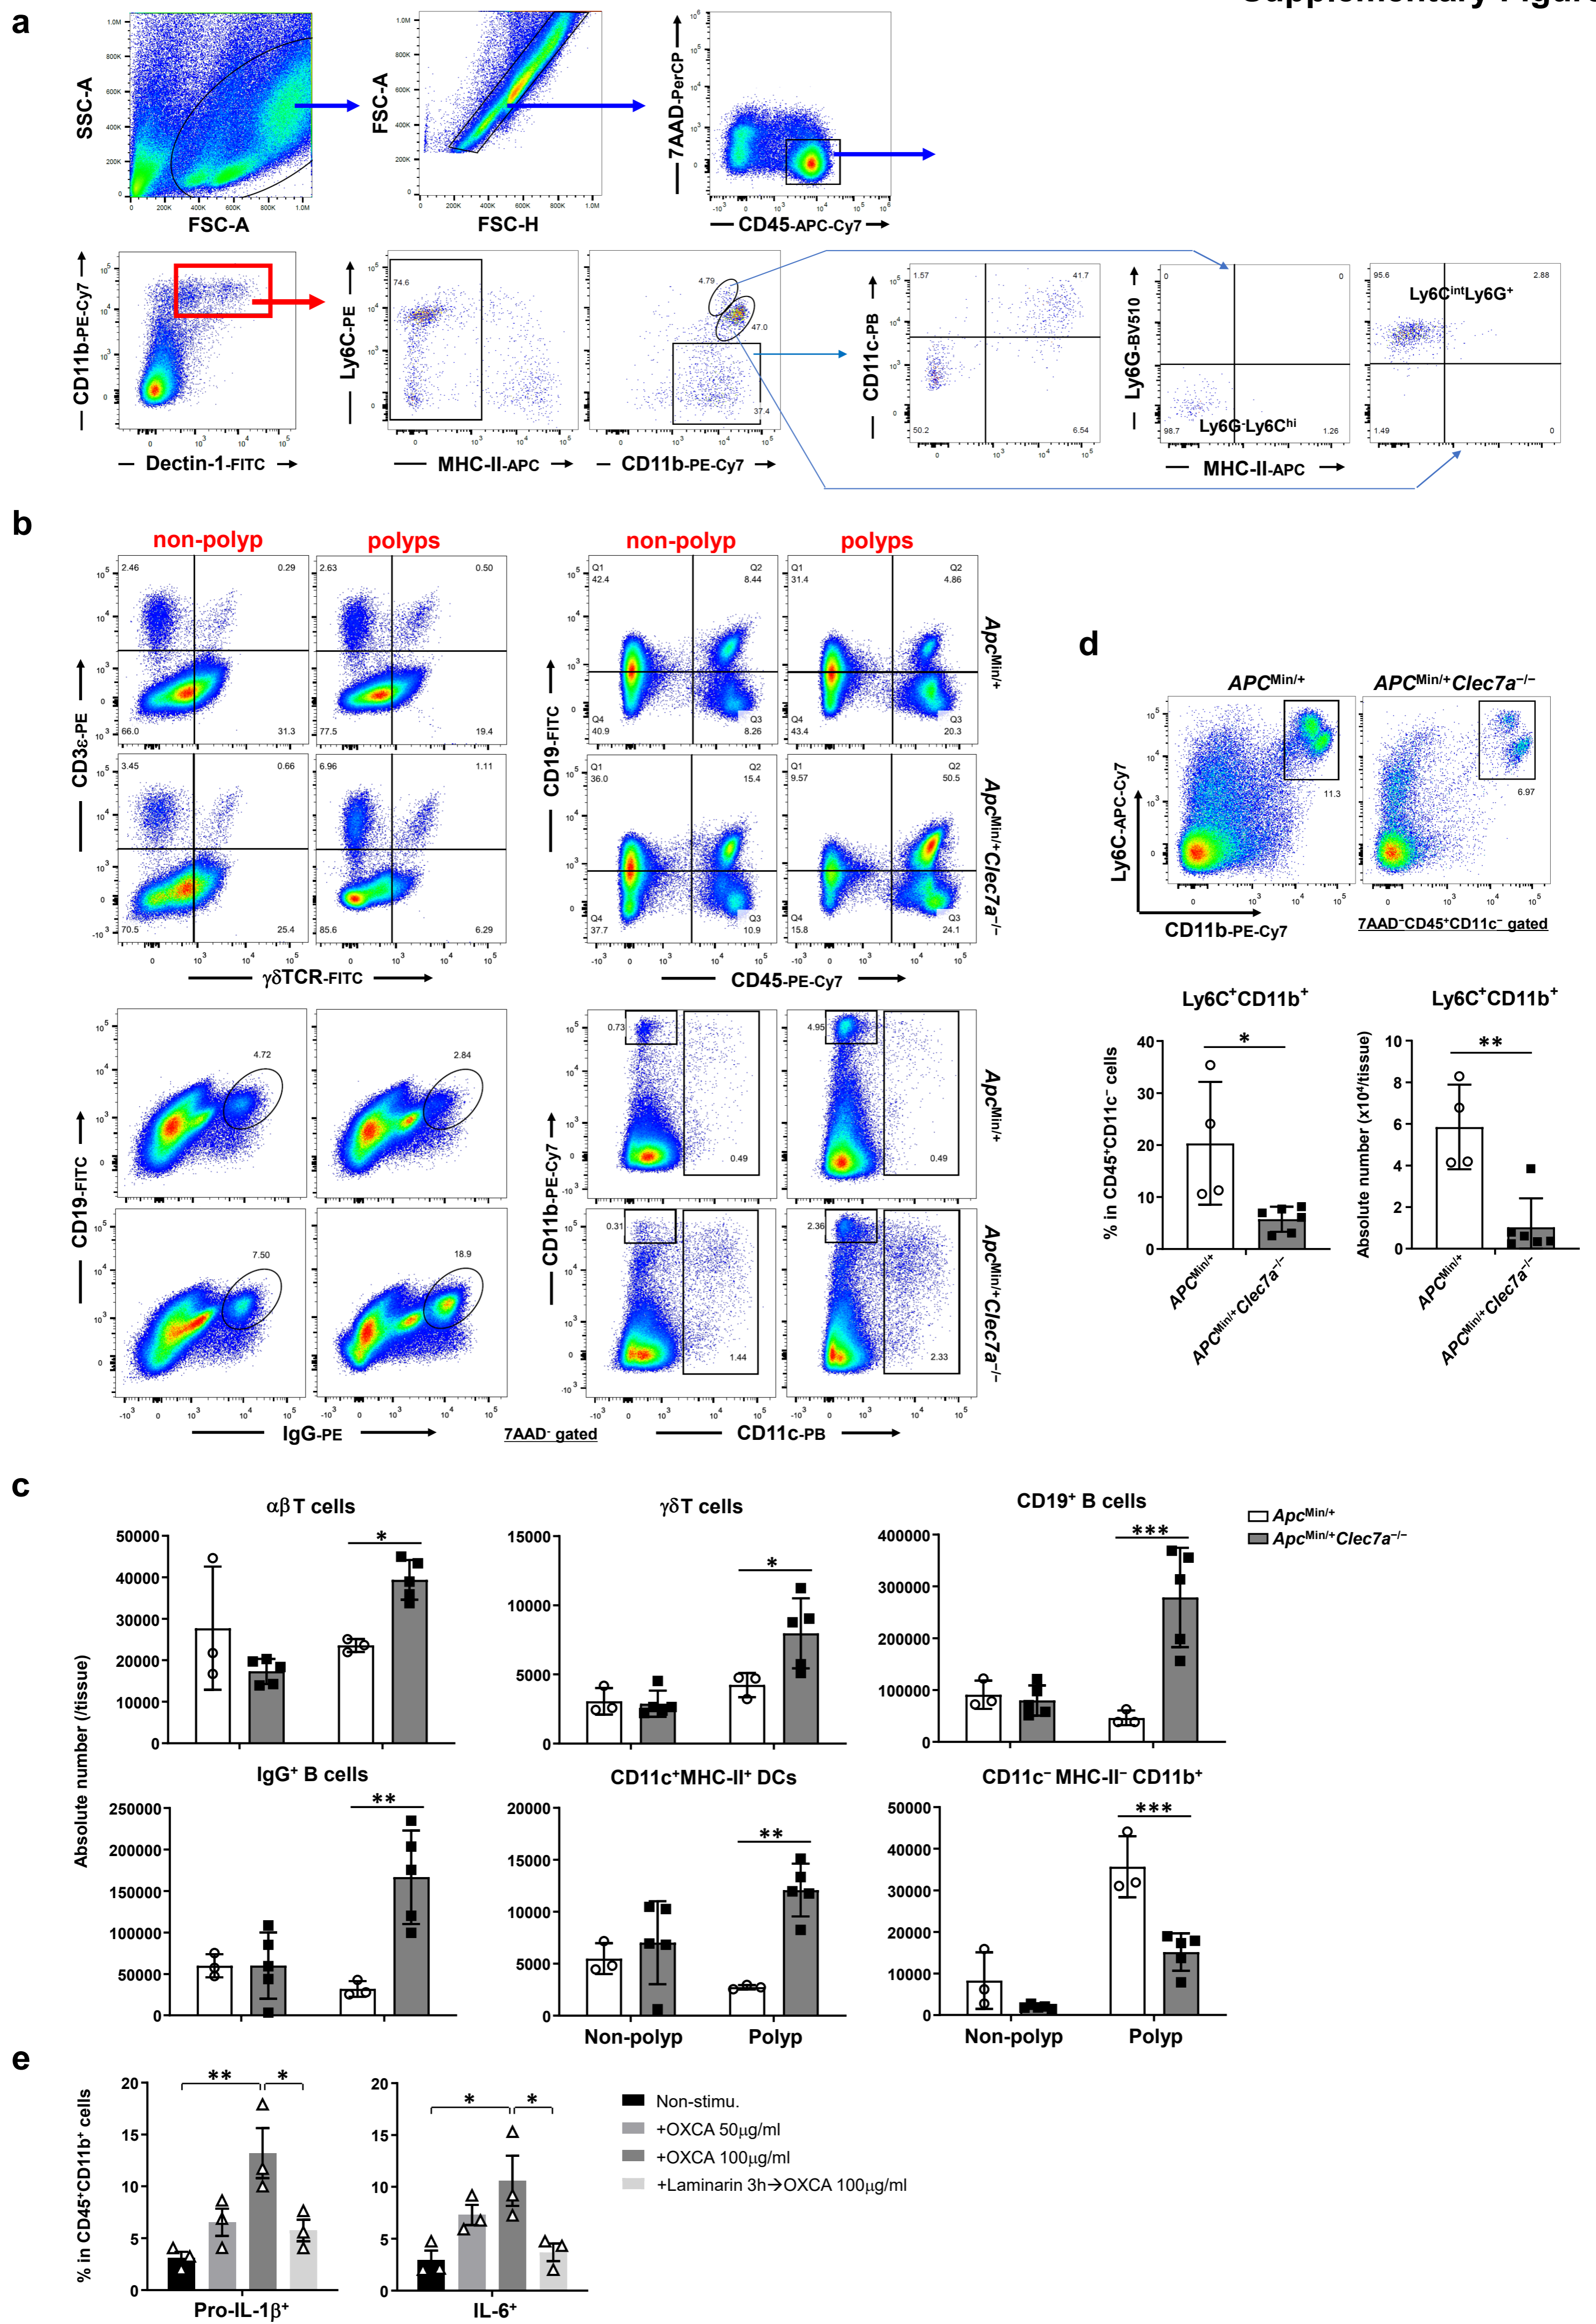

**Supplementary Figure 2. The majority of Dectin-1-expressing cells in colorectal tumors are MHC-II-myeloid cells.**

(a) In the experiment described in Fig. 2a, Dectin-1-expressing cell subsets infiltrating in colonic polyps were identified by flow cytometry (including gating strategy for usual analysis).

(b, c) In the experiment described in Fig. 2b, dot plot panels exhibiting the proportions (b) and numbers (c;  $\alpha\beta$ T cells, \*P=0.0374;  $\gamma\delta$ T cells, \*P=0.0393; CD19<sup>+</sup> B cells, \*\*\*P=0.0008; IgG<sup>+</sup> B cells, \*\*\*P=0.0032; MHC-II<sup>+</sup>CD11c<sup>+</sup> DCs, \*\*P=0.0031; CD11c<sup>-</sup>MHC-II<sup>-</sup>CD11b<sup>+</sup>, \*\*\*P=0.0004) of T cells, B cells and DCs in tumor infiltrating cells were examined by flow cytometry.

(d) The same experiment described in Fig. 2b was carried out, and dot plot panels of the FACA analysis and histograms exhibiting the proportions and numbers of Ly6C<sup>+</sup>CD11b<sup>+</sup> cells in tumors from indicated mice are shown (*Apc*<sup>Min/+</sup> n=4, *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> n=6; \*P=0.0163, \*\*P=0.0020).

(e) In the experiment described in Fig. 2e, CD11b<sup>+</sup> and CD11c<sup>+</sup> cells were stimulated with OXCA or OXCA + laminarin for 6 h, then intracellular IL-6<sup>+</sup> and pro-IL-1 $\beta$ <sup>+</sup> cells were detected by flow cytometry (n=3 biologically independent samples/group; Pro-IL-1 $\beta$ <sup>+</sup> \*\*P=0.0061, \*P=0.0322; IL-6<sup>+</sup>, 1<sup>st</sup> \*P=0.0240, 2<sup>nd</sup> \*P=0.0394).

Data in (a-e) are representatives of two independent experiments. Data in (c-e) are expressed as means  $\pm$  SD. Data in (c) are analyzed using two-way ANOVA followed by Tukey's multiple-comparisons test, in (d) using unpaired two-tailed Student's *t*-test and in (e) using one-way ANOVA followed by Tukey's multiple-comparisons test. Source data are provided in the Source Data file.

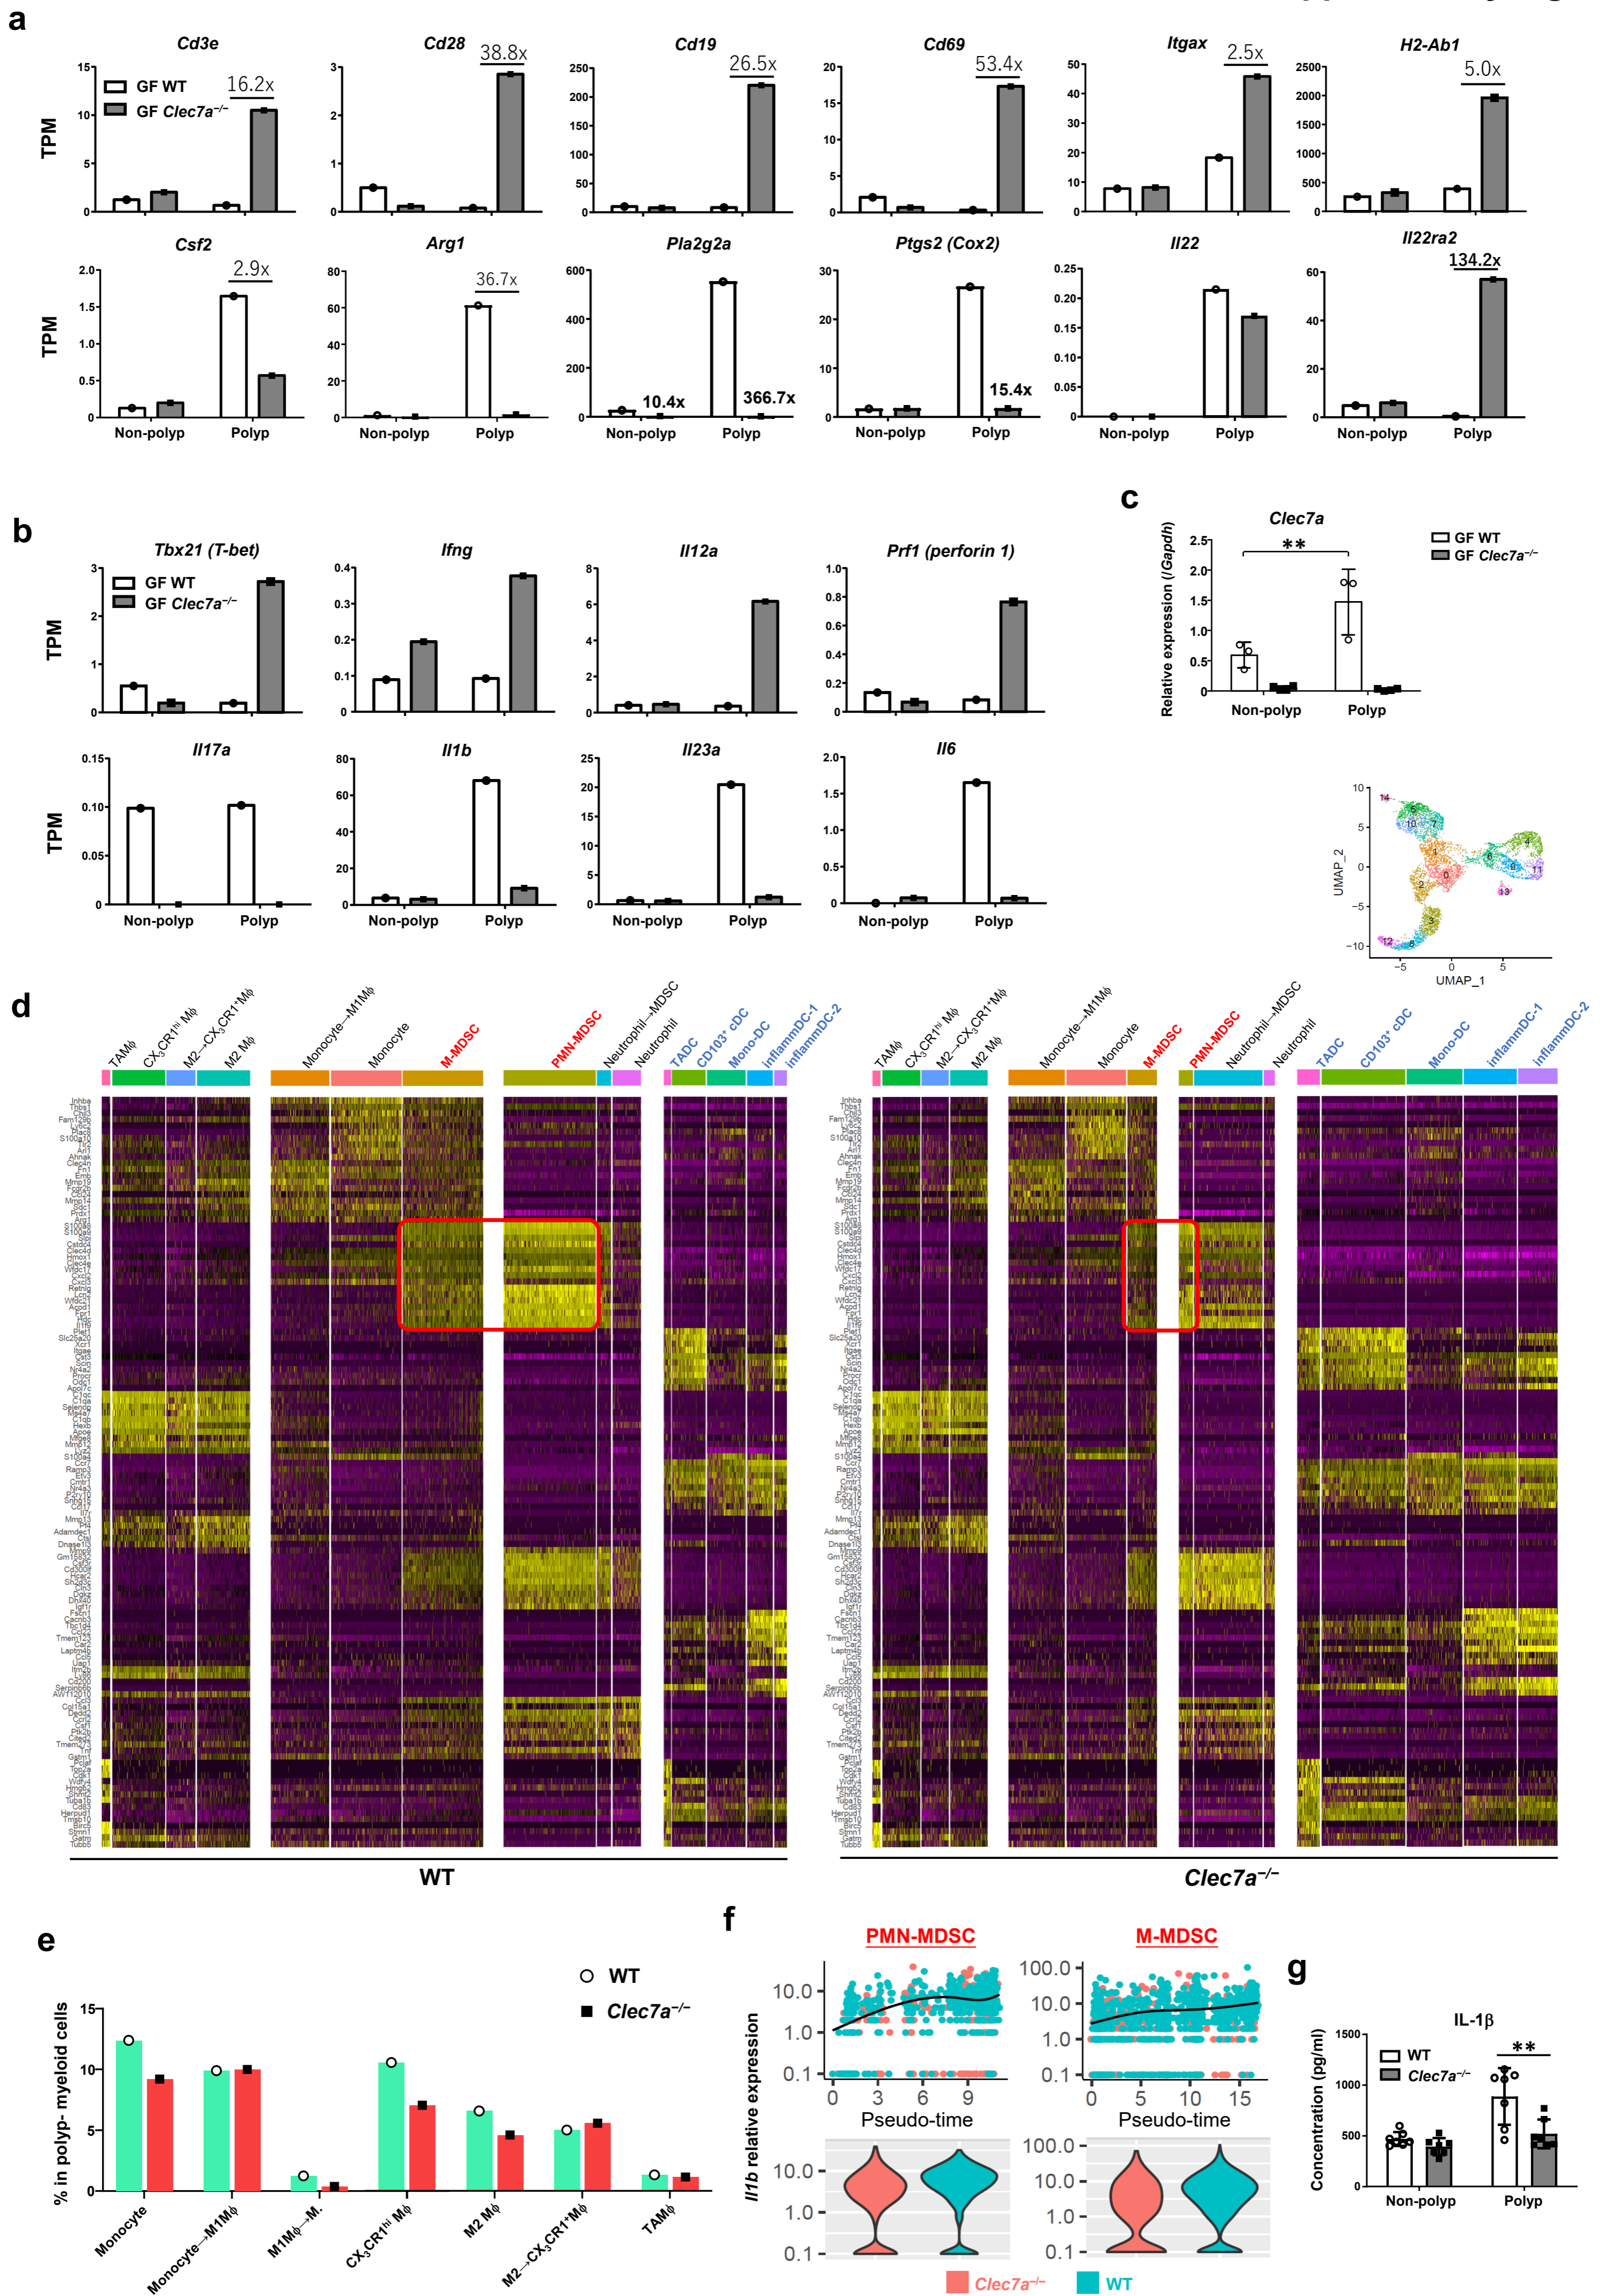

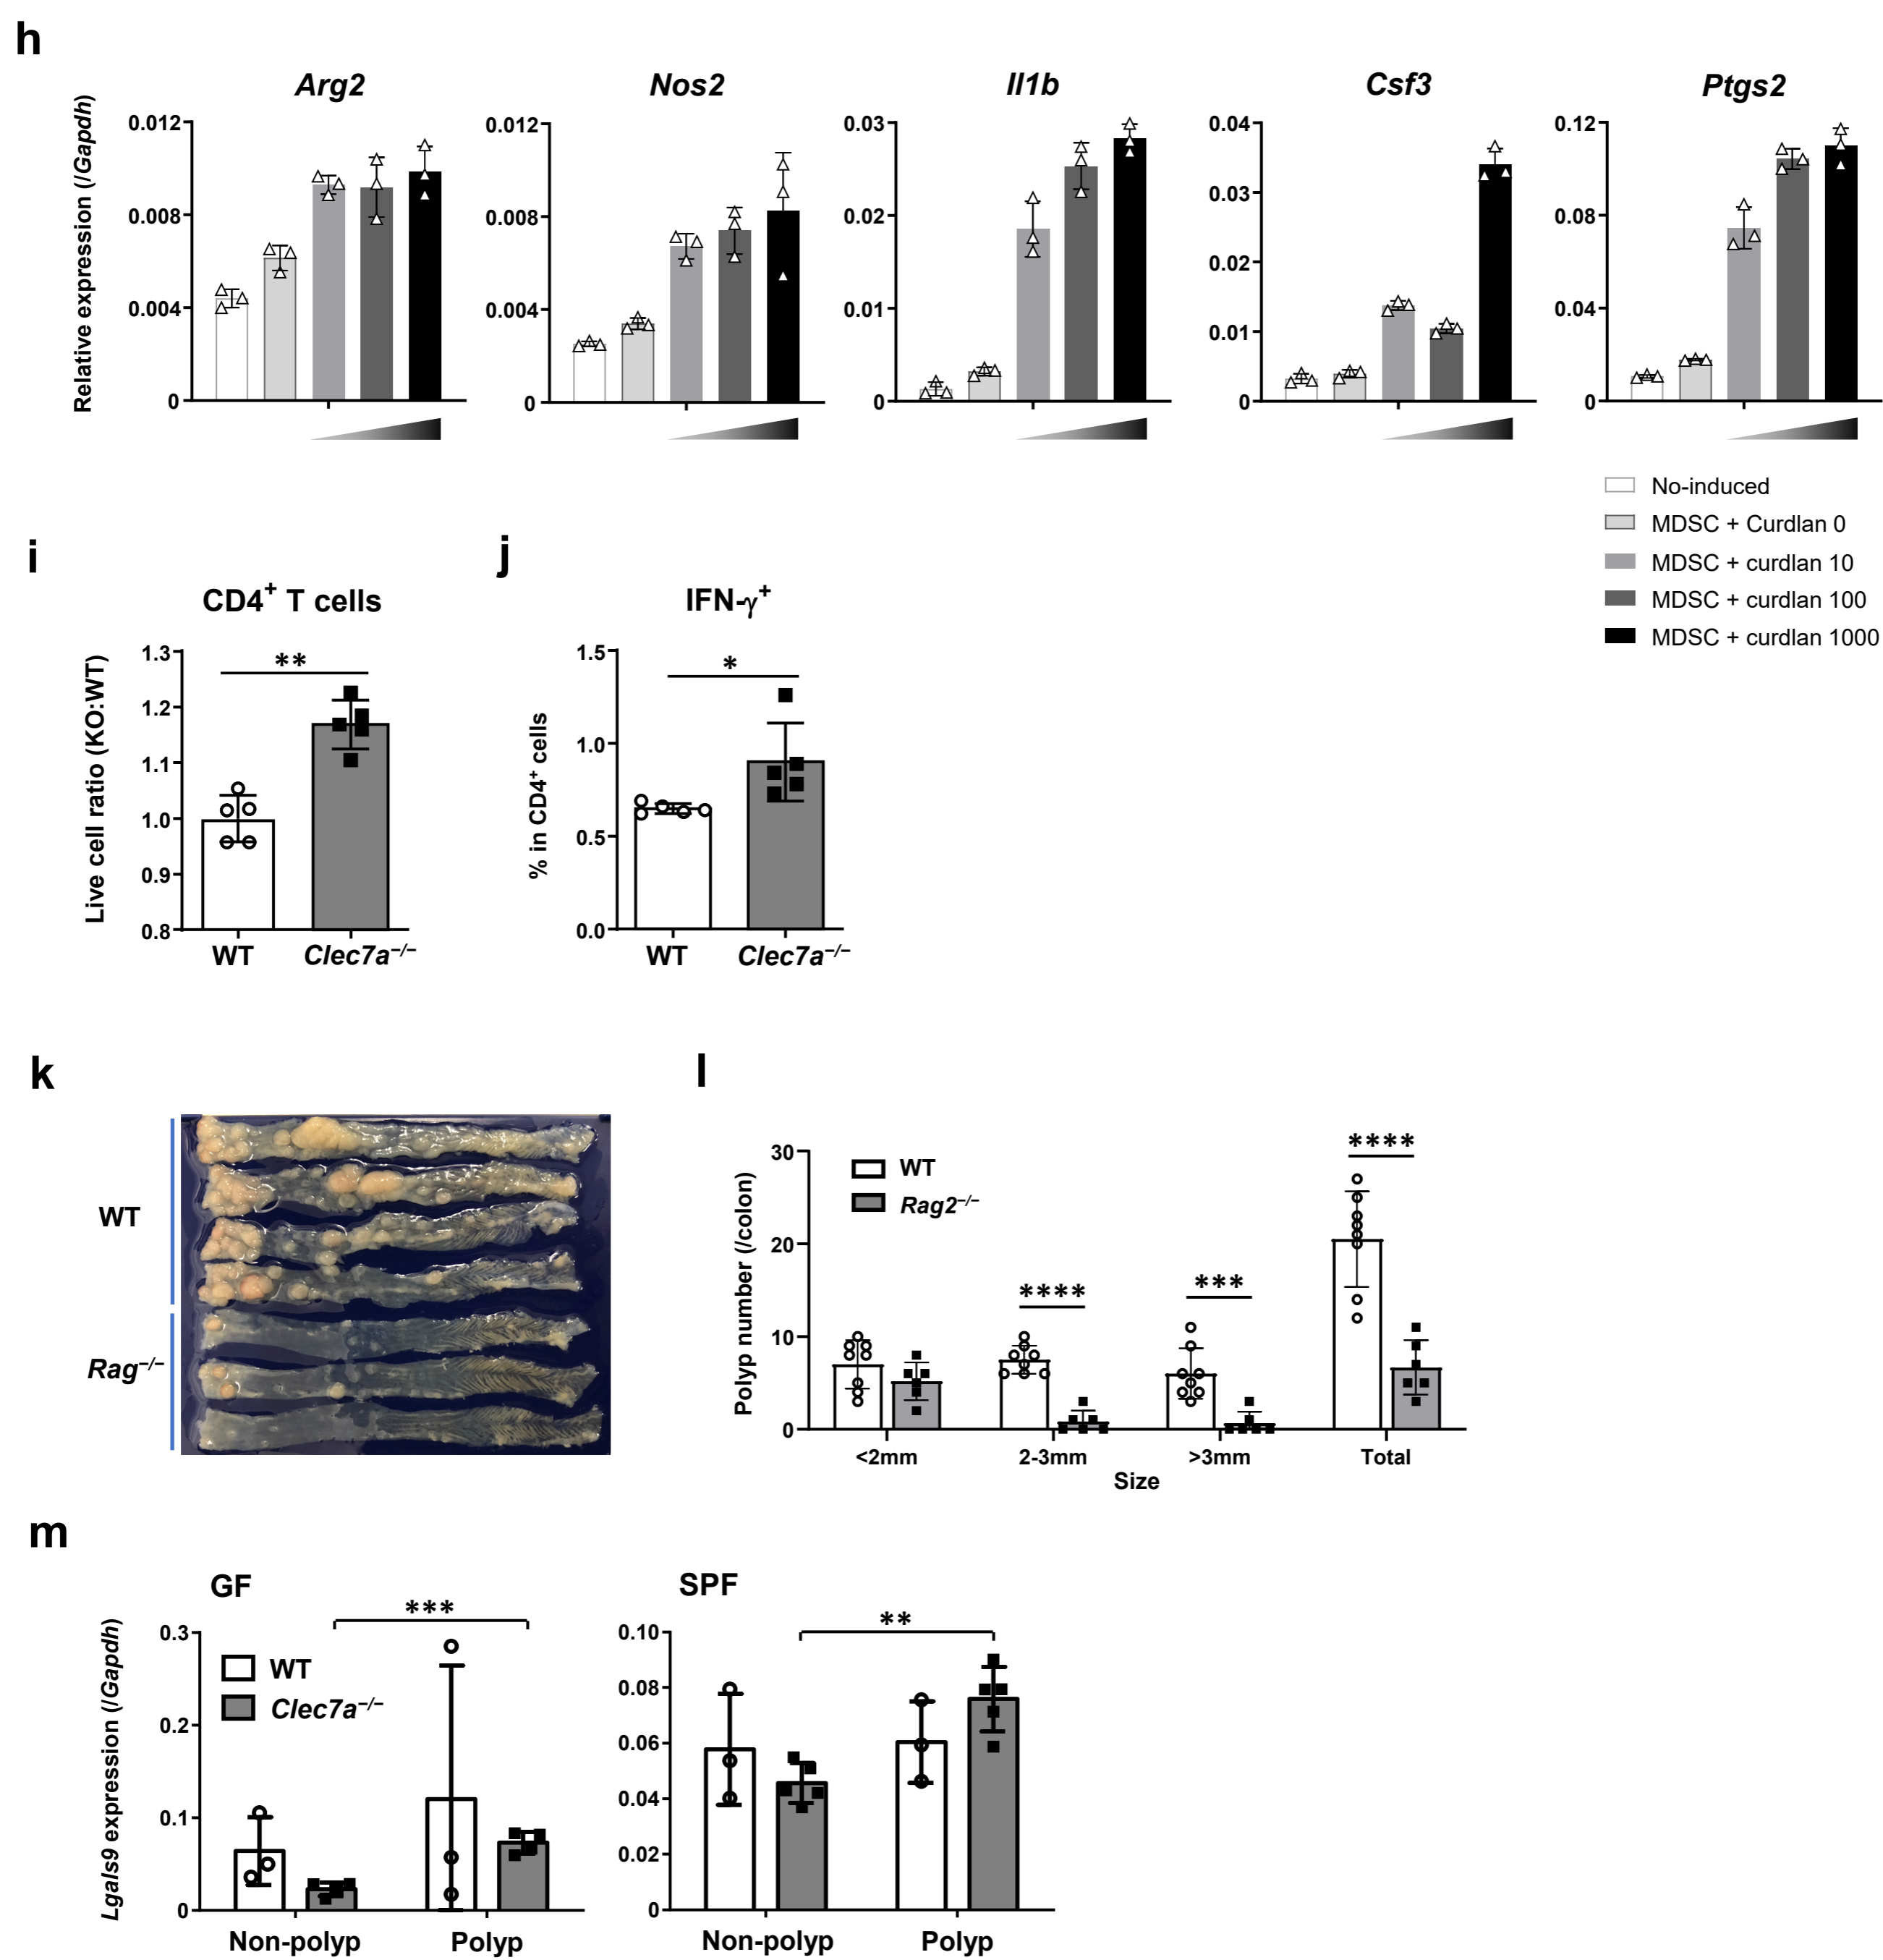

**Supplementary Figure 3. Expression of most genes associated with anti-tumor immunity and MDSC population are changed in Dectin-1 deficient hosts.**

(a, b) In the experiment described in Fig. 3a-d, the expression of selected genes encoding immune cell markers and tumor-associated factors (a) and of genes associated with Th1 or Th17 cells (b) in colonic polyps and non-polyp tissues was determined by RNA-seq analysis (4 WT and 5 *Clec7a*<sup>-/-</sup> GF mice pooled).

(c) The expression of *Clec7a* in colonic polyp and non-polyp tissues from GF WT and *Clec7a*<sup>-/-</sup> mice was examined by RT-qPCR (e, WT n=3, *Clec7a*<sup>-/-</sup> n=4; \*\*P=0.0093).

(d-f) In the experiments described in Fig. 3e-h, scRNA-seq was carried out. The heatmap for top typical gene expression of each tumor-infiltrating myeloid cells and the UMAP (d), the proportions of monocyte and macrophage subsets in WT and *Clec7a*<sup>-/-</sup> mice (e) and *Il1b* expression changes during MDSC development (f) are shown (5 WT and 4 *Clec7a*<sup>-/-</sup> mice pooled).

(g) WT and *Clec7a*<sup>-/-</sup> mice were treated with AOM-3DSS for 16 weeks, and IL-1β concentration in colorectal polyps and non-polyp tissues was determined by ELISA (n=7/group, \*\*P=0.0018).

(h) In the experiment described in Fig. 3i, after *in vitro* culture for 5 days, the expression of typical MDSC-specific and MDSC-promoting genes was examined by qPCR (n=3 biologically independent samples/group).

(i, j) In the experiment described in Fig. 3k, splenic Gr1<sup>+</sup> cells from AOM-3DD-treated mice were isolated and were co-cultured with WT splenic T cells for 72 h. Numbers of live CD4<sup>+</sup> T cell cultured with WT and *Clec7a*<sup>-/-</sup> Gr1<sup>+</sup> cells was measured and the ratio of *Clec7a*<sup>-/-</sup> vs WT is shown (i; \*\*P=0.0020). Cells were further restimulated with PMA + Ionomycin for 4 h, and the proportion of IFN-γ-producing cells in whole CD4<sup>+</sup> T cells was determined by flow cytometry (j; \*P=0.0289) (n=5 biologically independent samples/group).

(k, l) WT and *Rag2*<sup>-/-</sup> mice were i.p. administrated with AOM, and 7 days later, they were treated with 1% DSS for 3 cycles described in Methods. After 12 weeks of colonic tumor induction, these mice were sacrificed, and gross observation of colorectal tumors (k) and polyp number counting (l; \*\*\*P=0.0008, \*\*\*\*P<0.0001) were carried out (WT n=8, *Rag2*<sup>-/-</sup> n=6).

(m) In the experiment described in Fig. 1m-o, the expression of *Lgals9* encoding potential endogenous Dectin-1 ligands was determined by qPCR (GF WT n=3, *Clec7a*<sup>-/-</sup> n=4, left panel). After indicated SPF mice were administrated with AOM-3DSS for 16 weeks, the expression of *Lgals9* was examined by qPCR (WT n=3, *Clec7a*<sup>-/-</sup> n=5, right panel; \*\*\*P=0.0003, \*\*P=0.0011).

Data in (c, g-m) are representatives of two independent experiments and are expressed as means ± SD. Data in (c, g) are analyzed using two-way ANOVA followed by Tukey's multiple-comparisons test and in (i, j, l, m) using unpaired two-tailed Student's *t*-test. Source data are provided in the Source Data file.

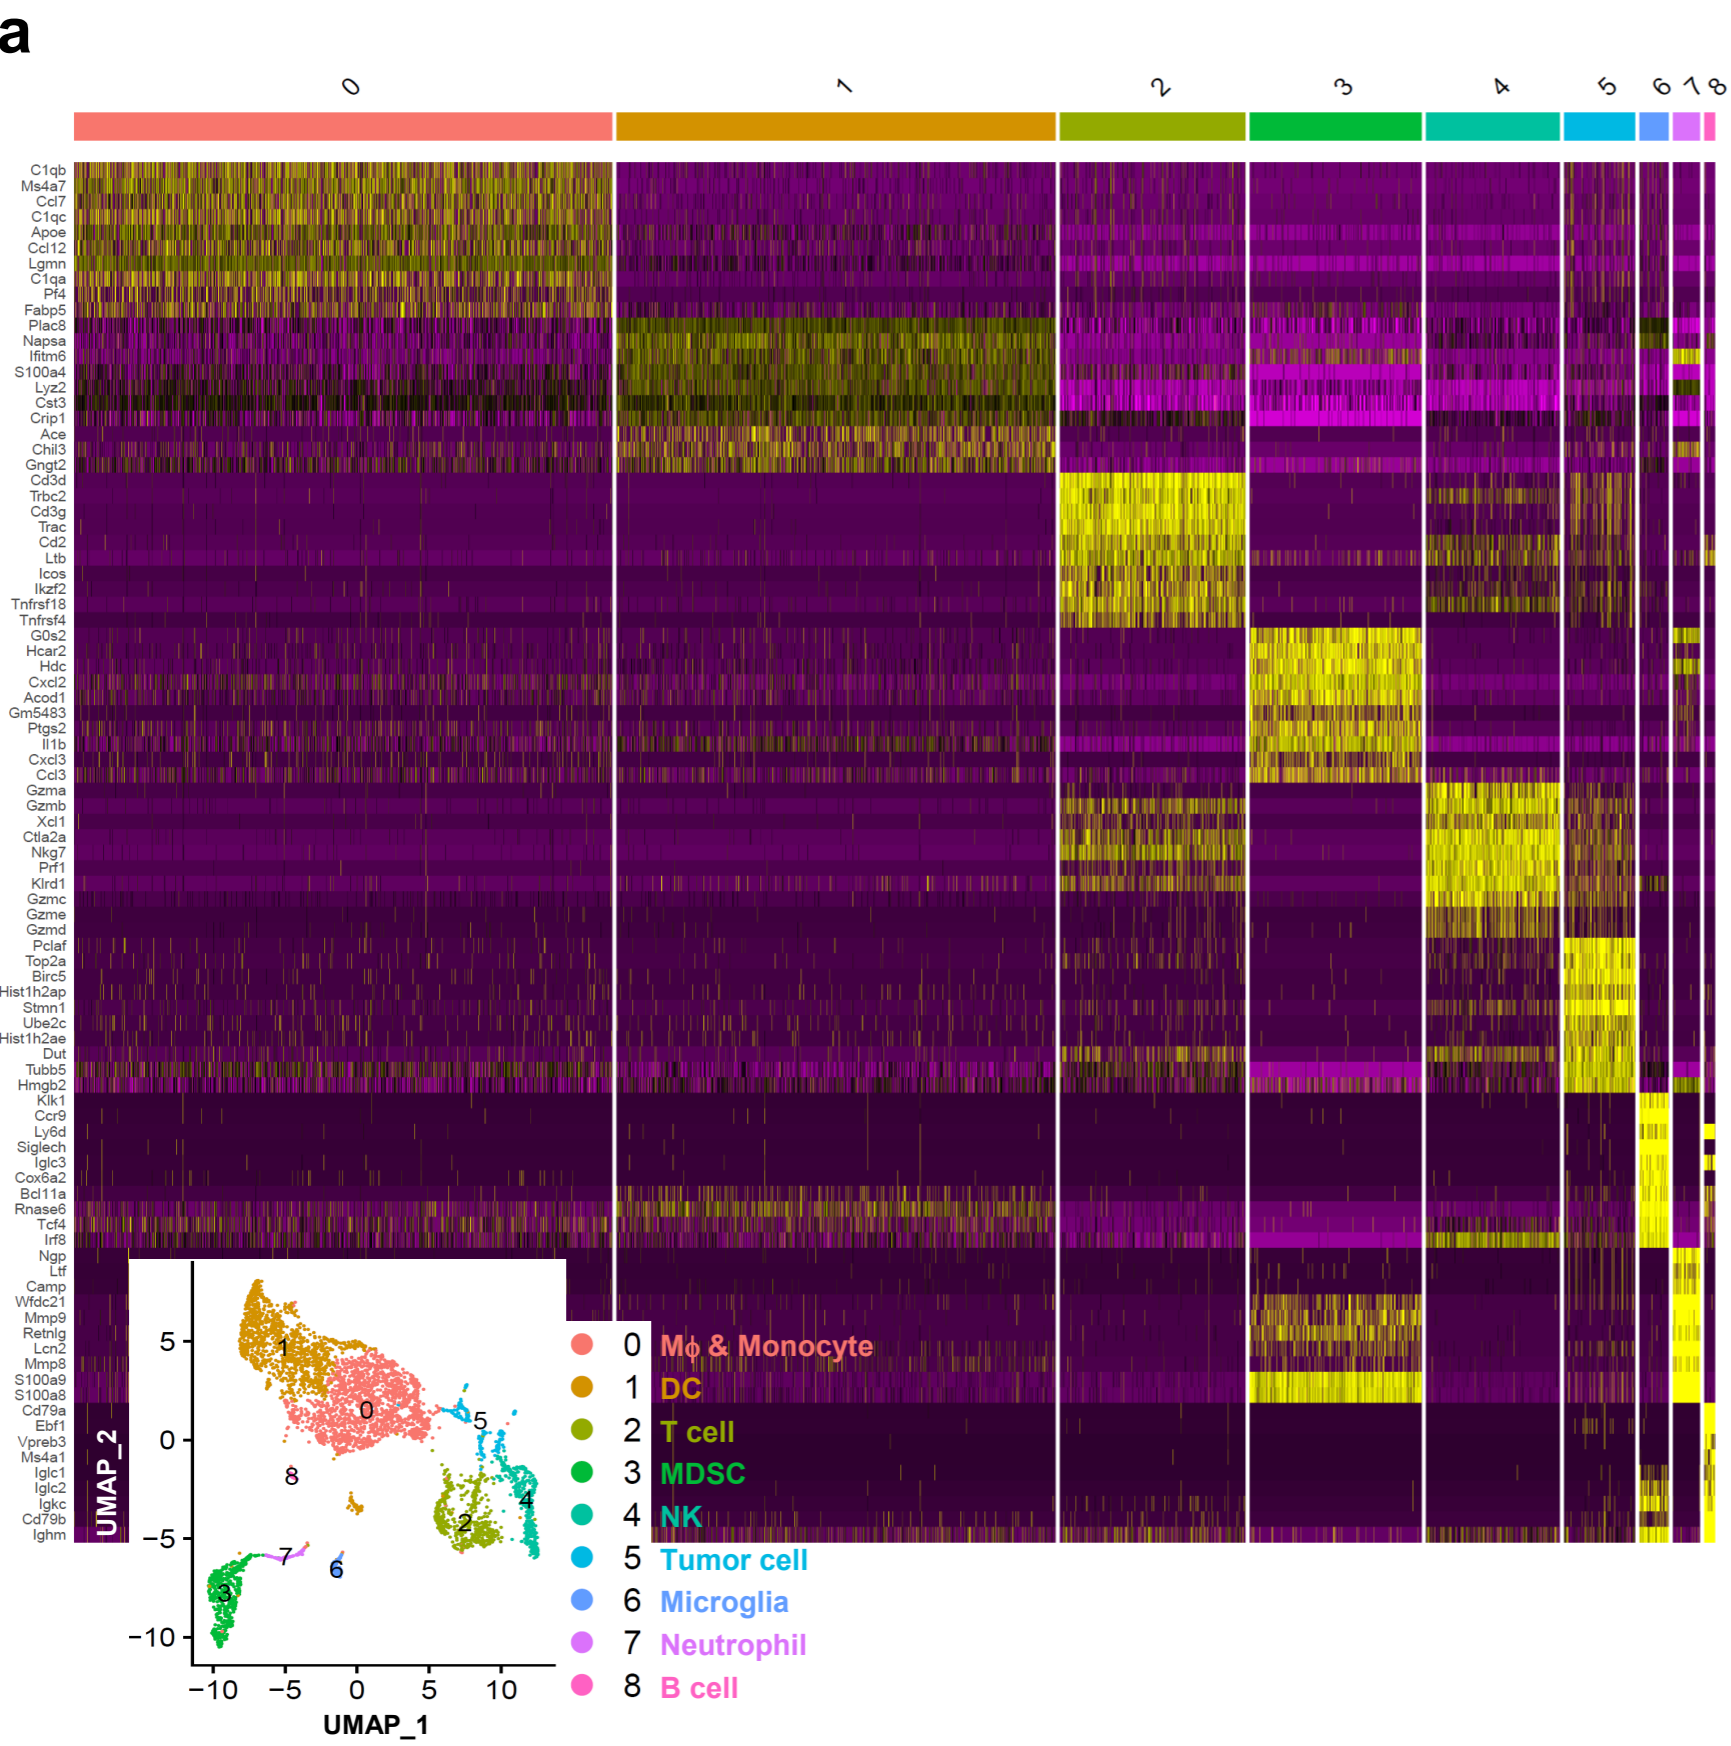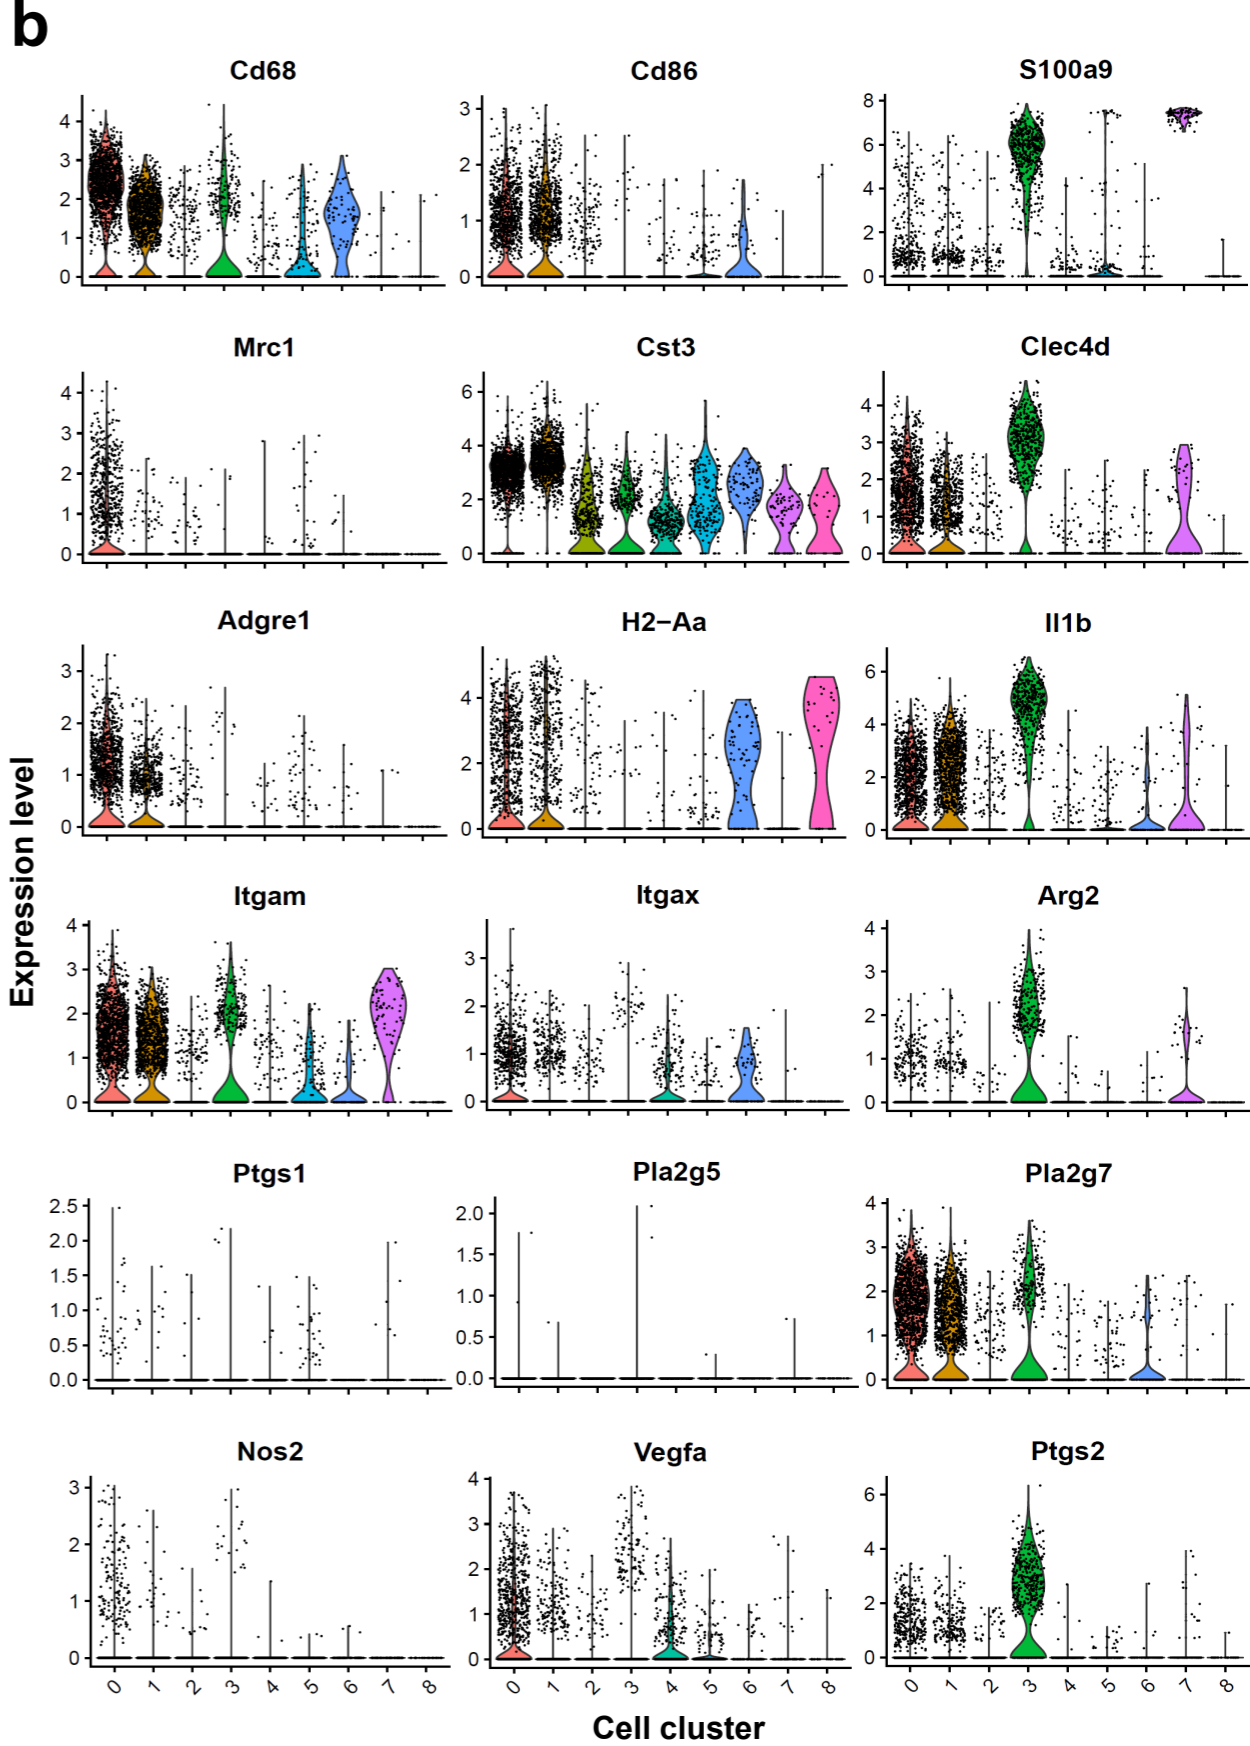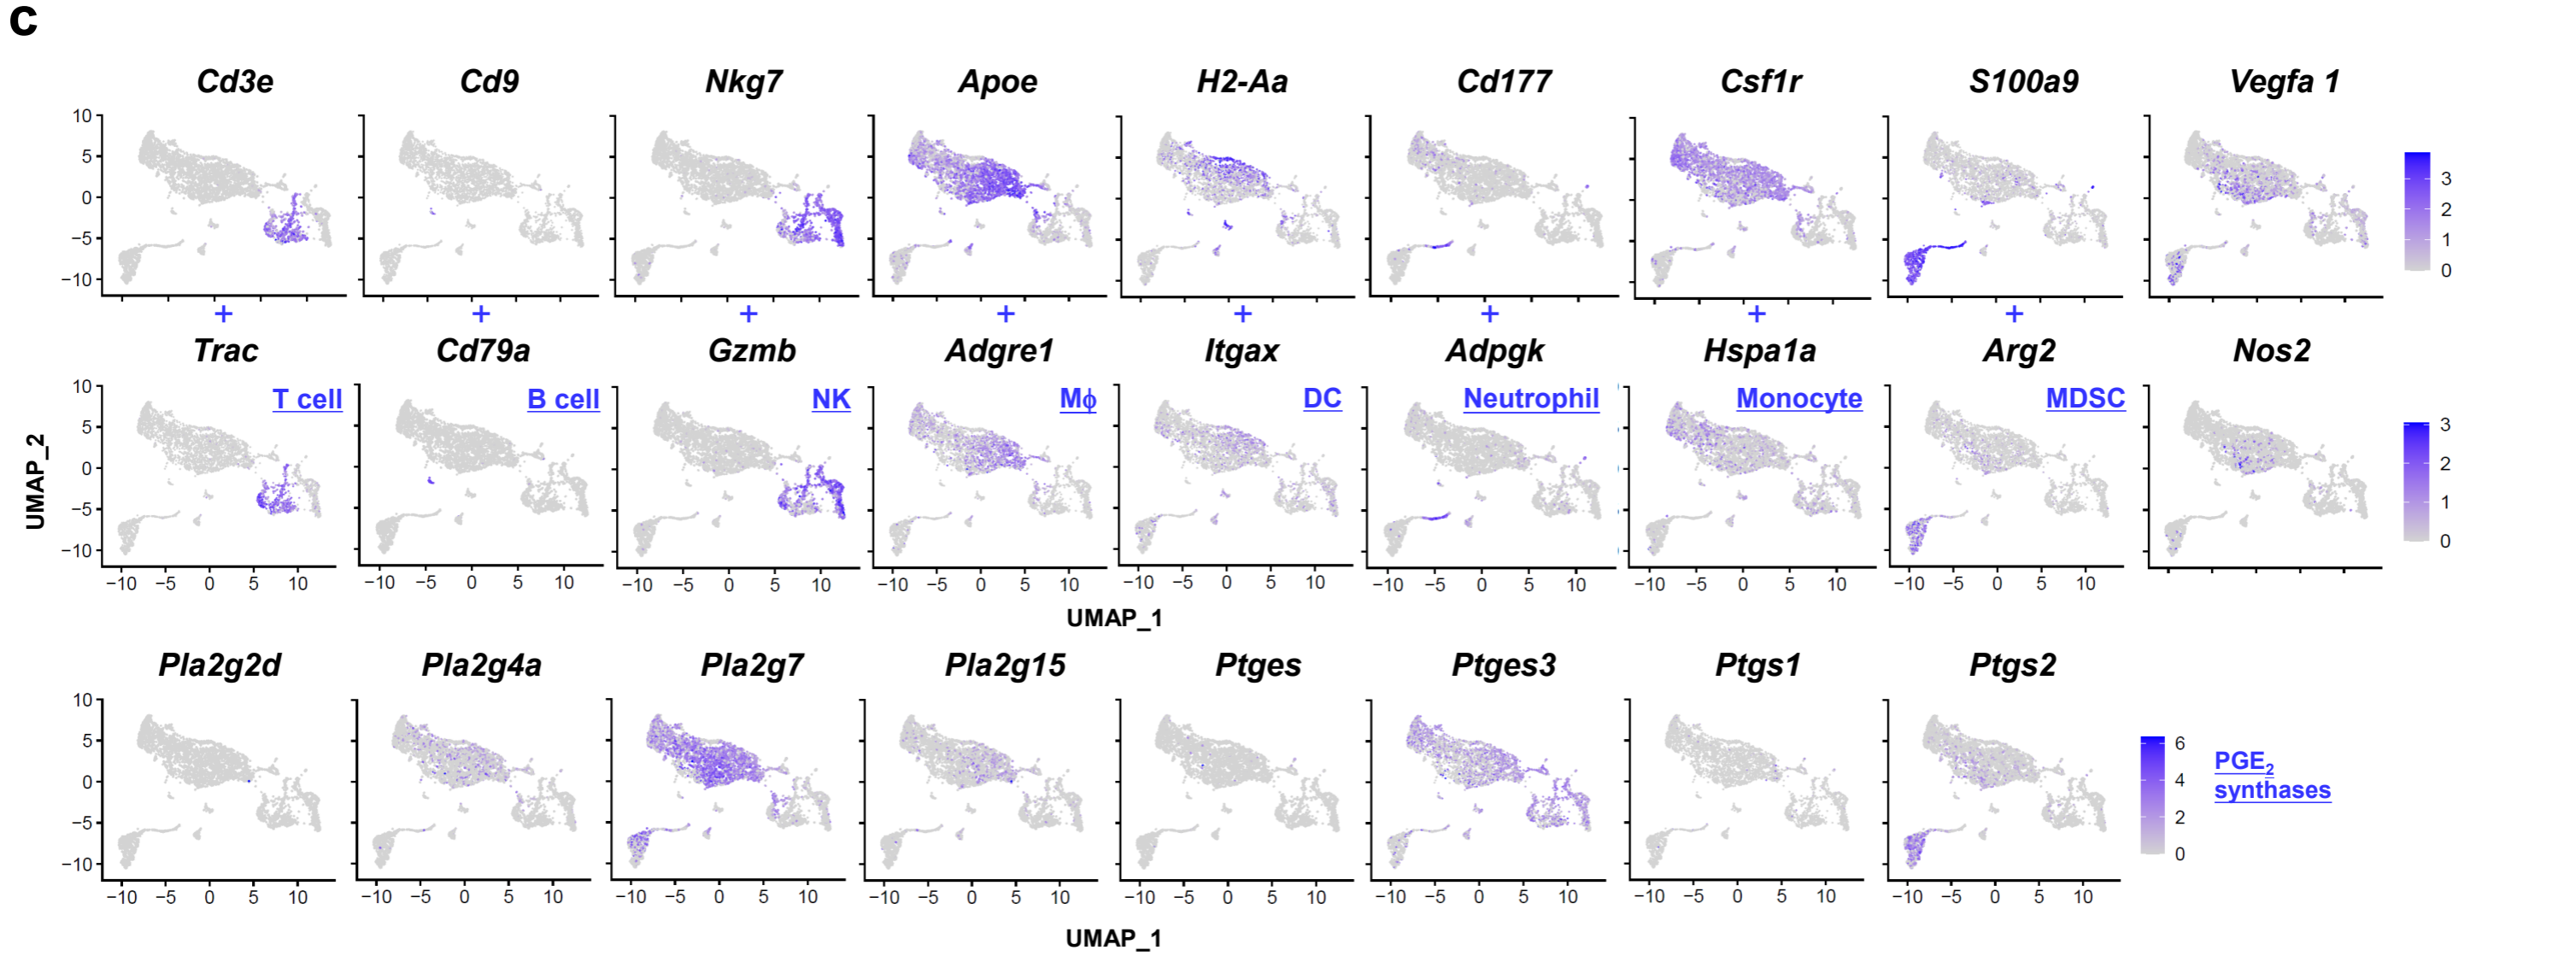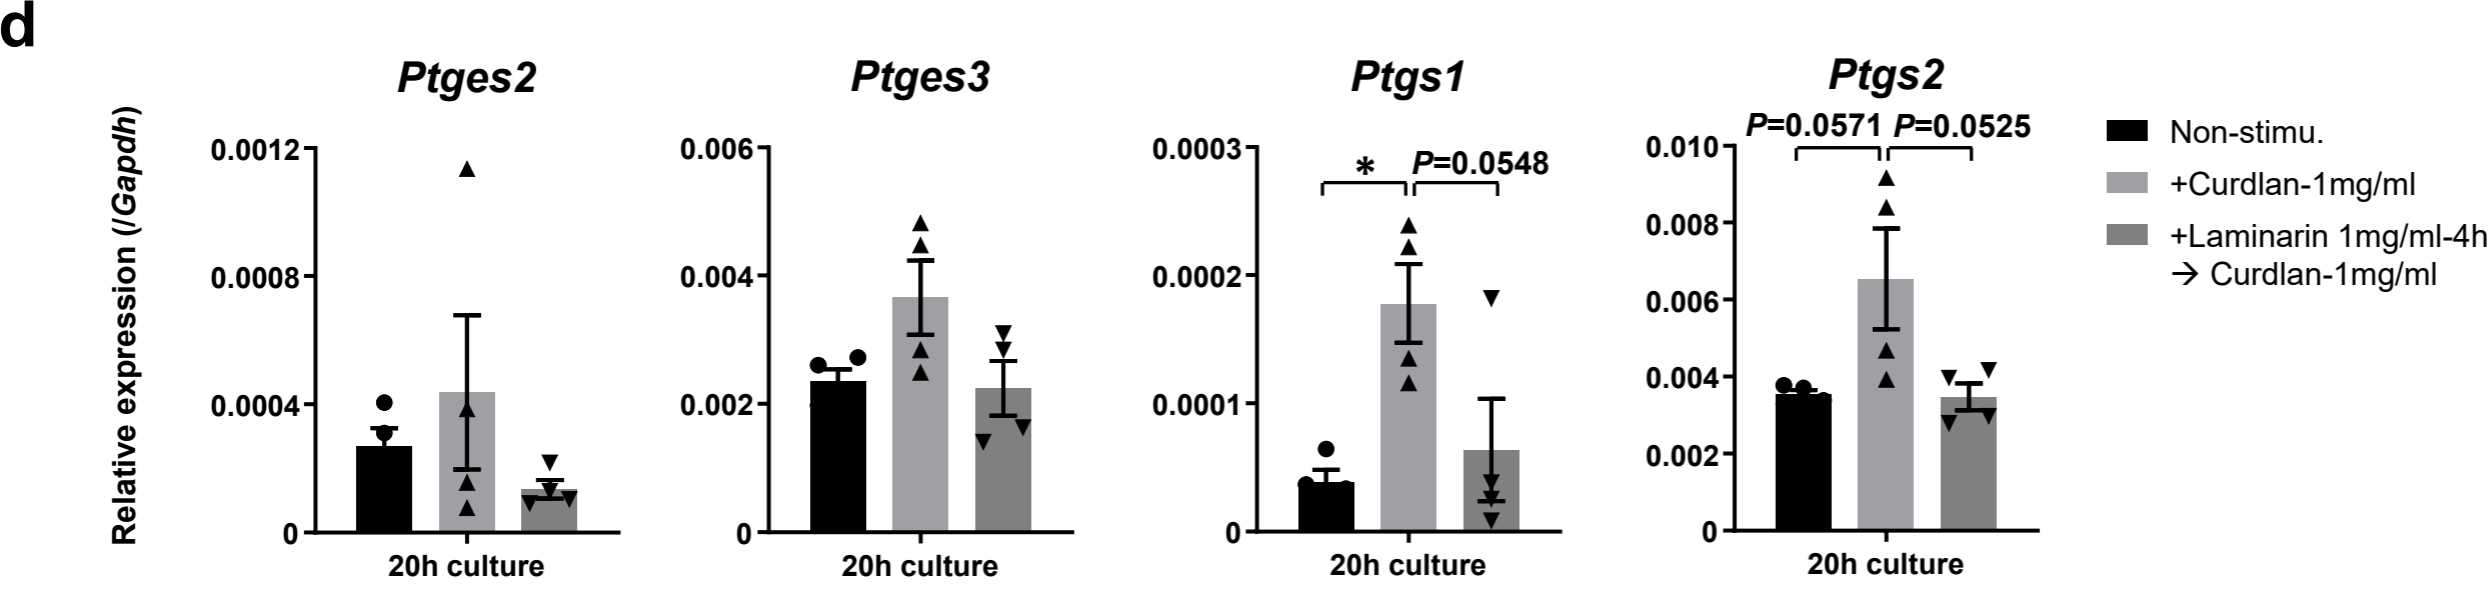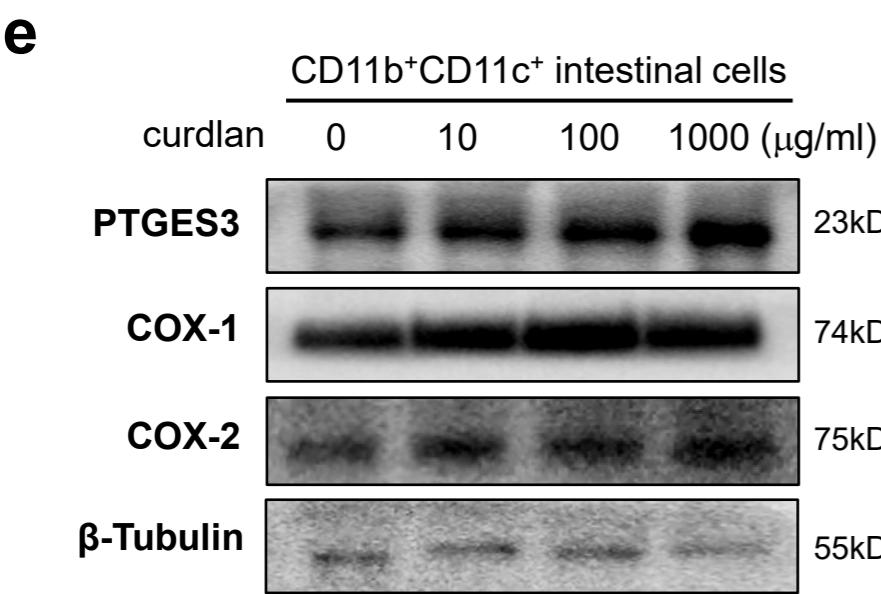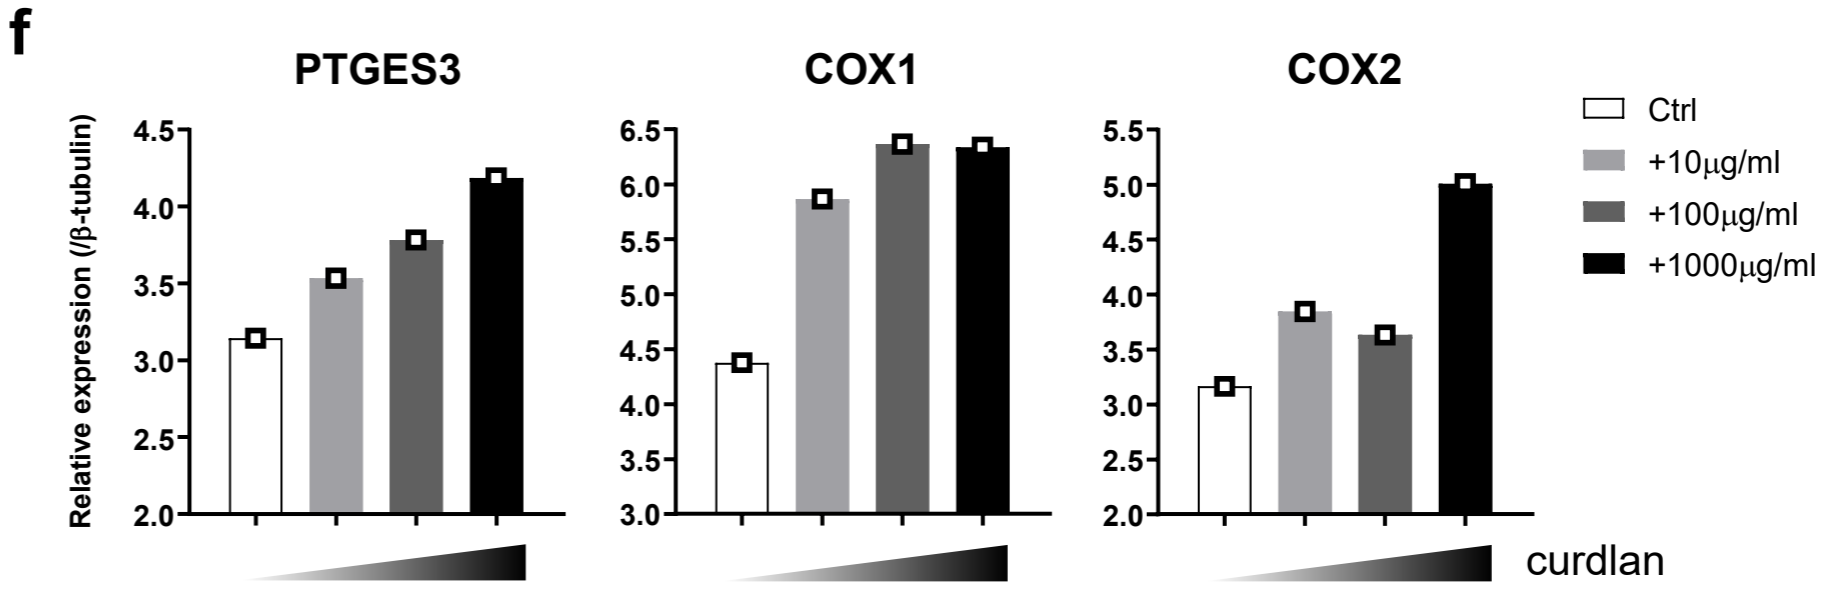

g

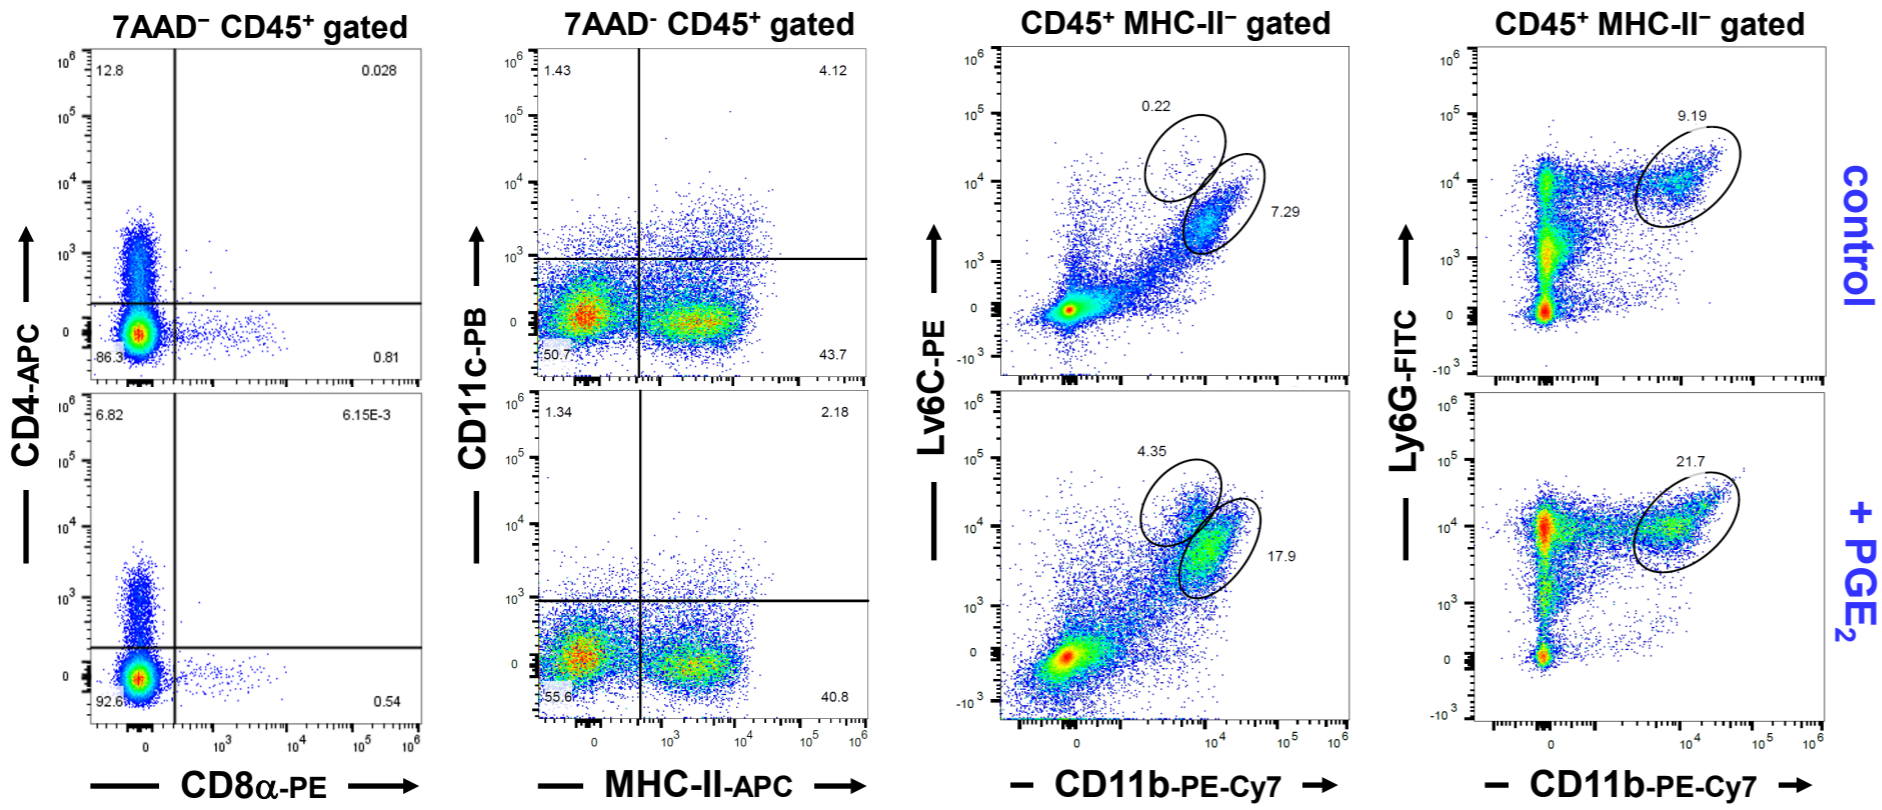

h

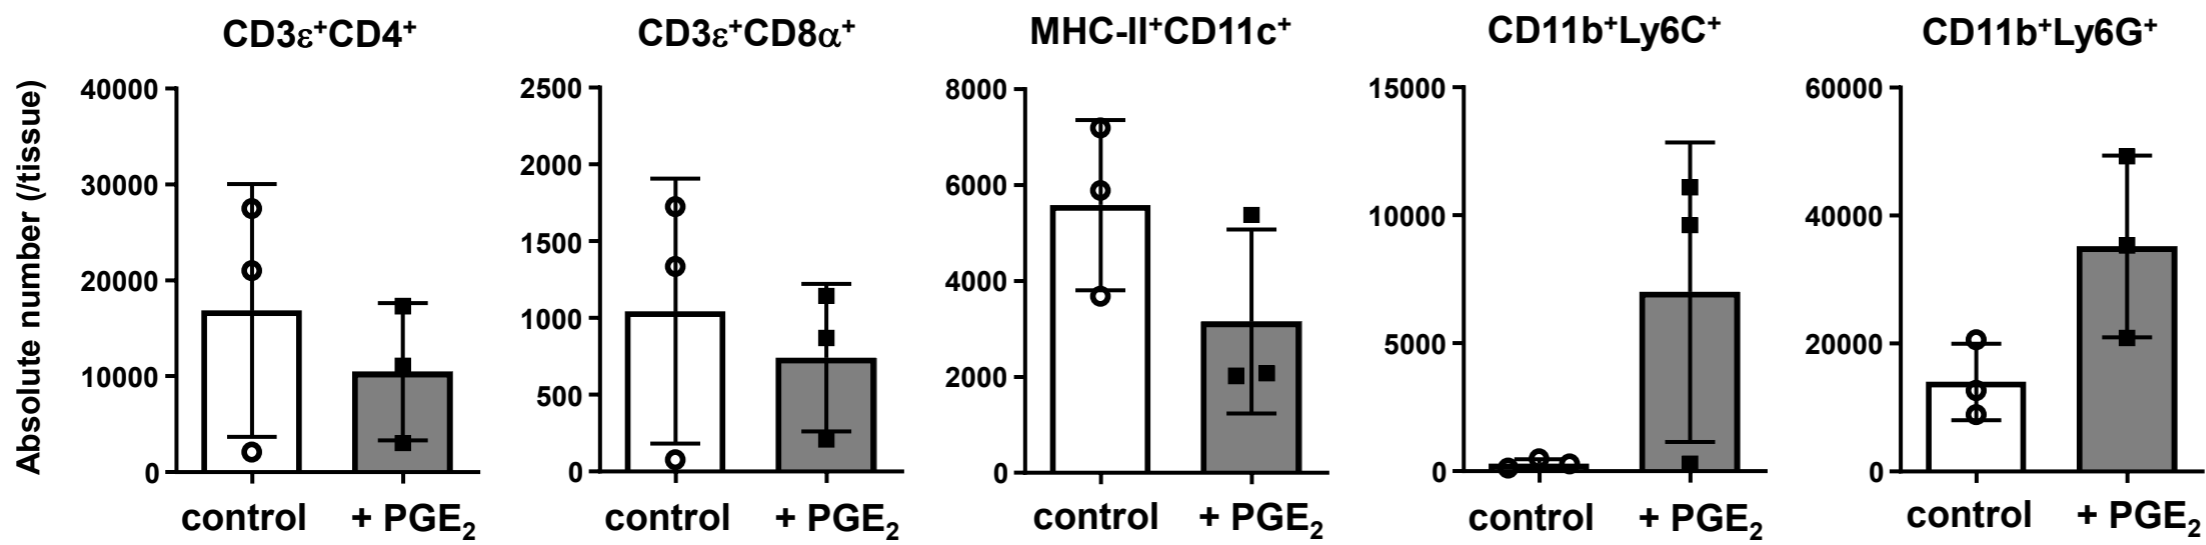

**Supplementary Figure 4. PGE<sub>2</sub> synthases, especially COX1/2, are regulated by Dectin-1 signaling.**

(a-c) To confirm the results obtained in Fig. 3e-h, another scRNA-seq analysis was performed by using a public data set (GSE196054), in which purified tumor-infiltrating CD45<sup>+</sup> cells from AOM-DSS treated C57BL/6 mice were analyzed. Heatmap (a), violin plots (b), and UMAPs (c) in which the top typical genes of each identified cell clusters, expression levels and distribution of cell-type-specific signature genes and of PGE<sub>2</sub> synthases in each cluster are exhibited respectively.

(d) Total polyp-infiltrating cells from *Apc*<sup>Min/+</sup> mice were harvested and were stimulated with curdlan for 20 h. Then, the expression of genes involved in PGE<sub>2</sub> synthesis was determined by RT-qPCR. Laminarin treatment was carried out for 4 h before treatment with curdlan (n=4 biologically independent samples/group; *Ptgs1*, \*P=0.0218).

(e-f) CD11b<sup>+</sup> and CD11c<sup>+</sup> myeloid cells from colonic polyps of AOM-3DSS-treated WT mice were purified and were stimulated with curdlan. After 20h of culture, cells were harvested and PGE<sub>2</sub> synthase proteins were detected by Western-blot analysis.

(g) Dot plot panels of the flow cytometric analysis shown in Figure 5c.

(h) Absolute numbers of indicated cell subsets shown in Figure 5c (n=3 biologically independent samples/group).

Data in (d-h) are representatives of two independent experiments and in (d, h) are expressed as means  $\pm$  SD. Data in (d) are analyzed using one-way ANOVA followed by Tukey's multiple-comparisons test. Source data are provided in the Source Data file.

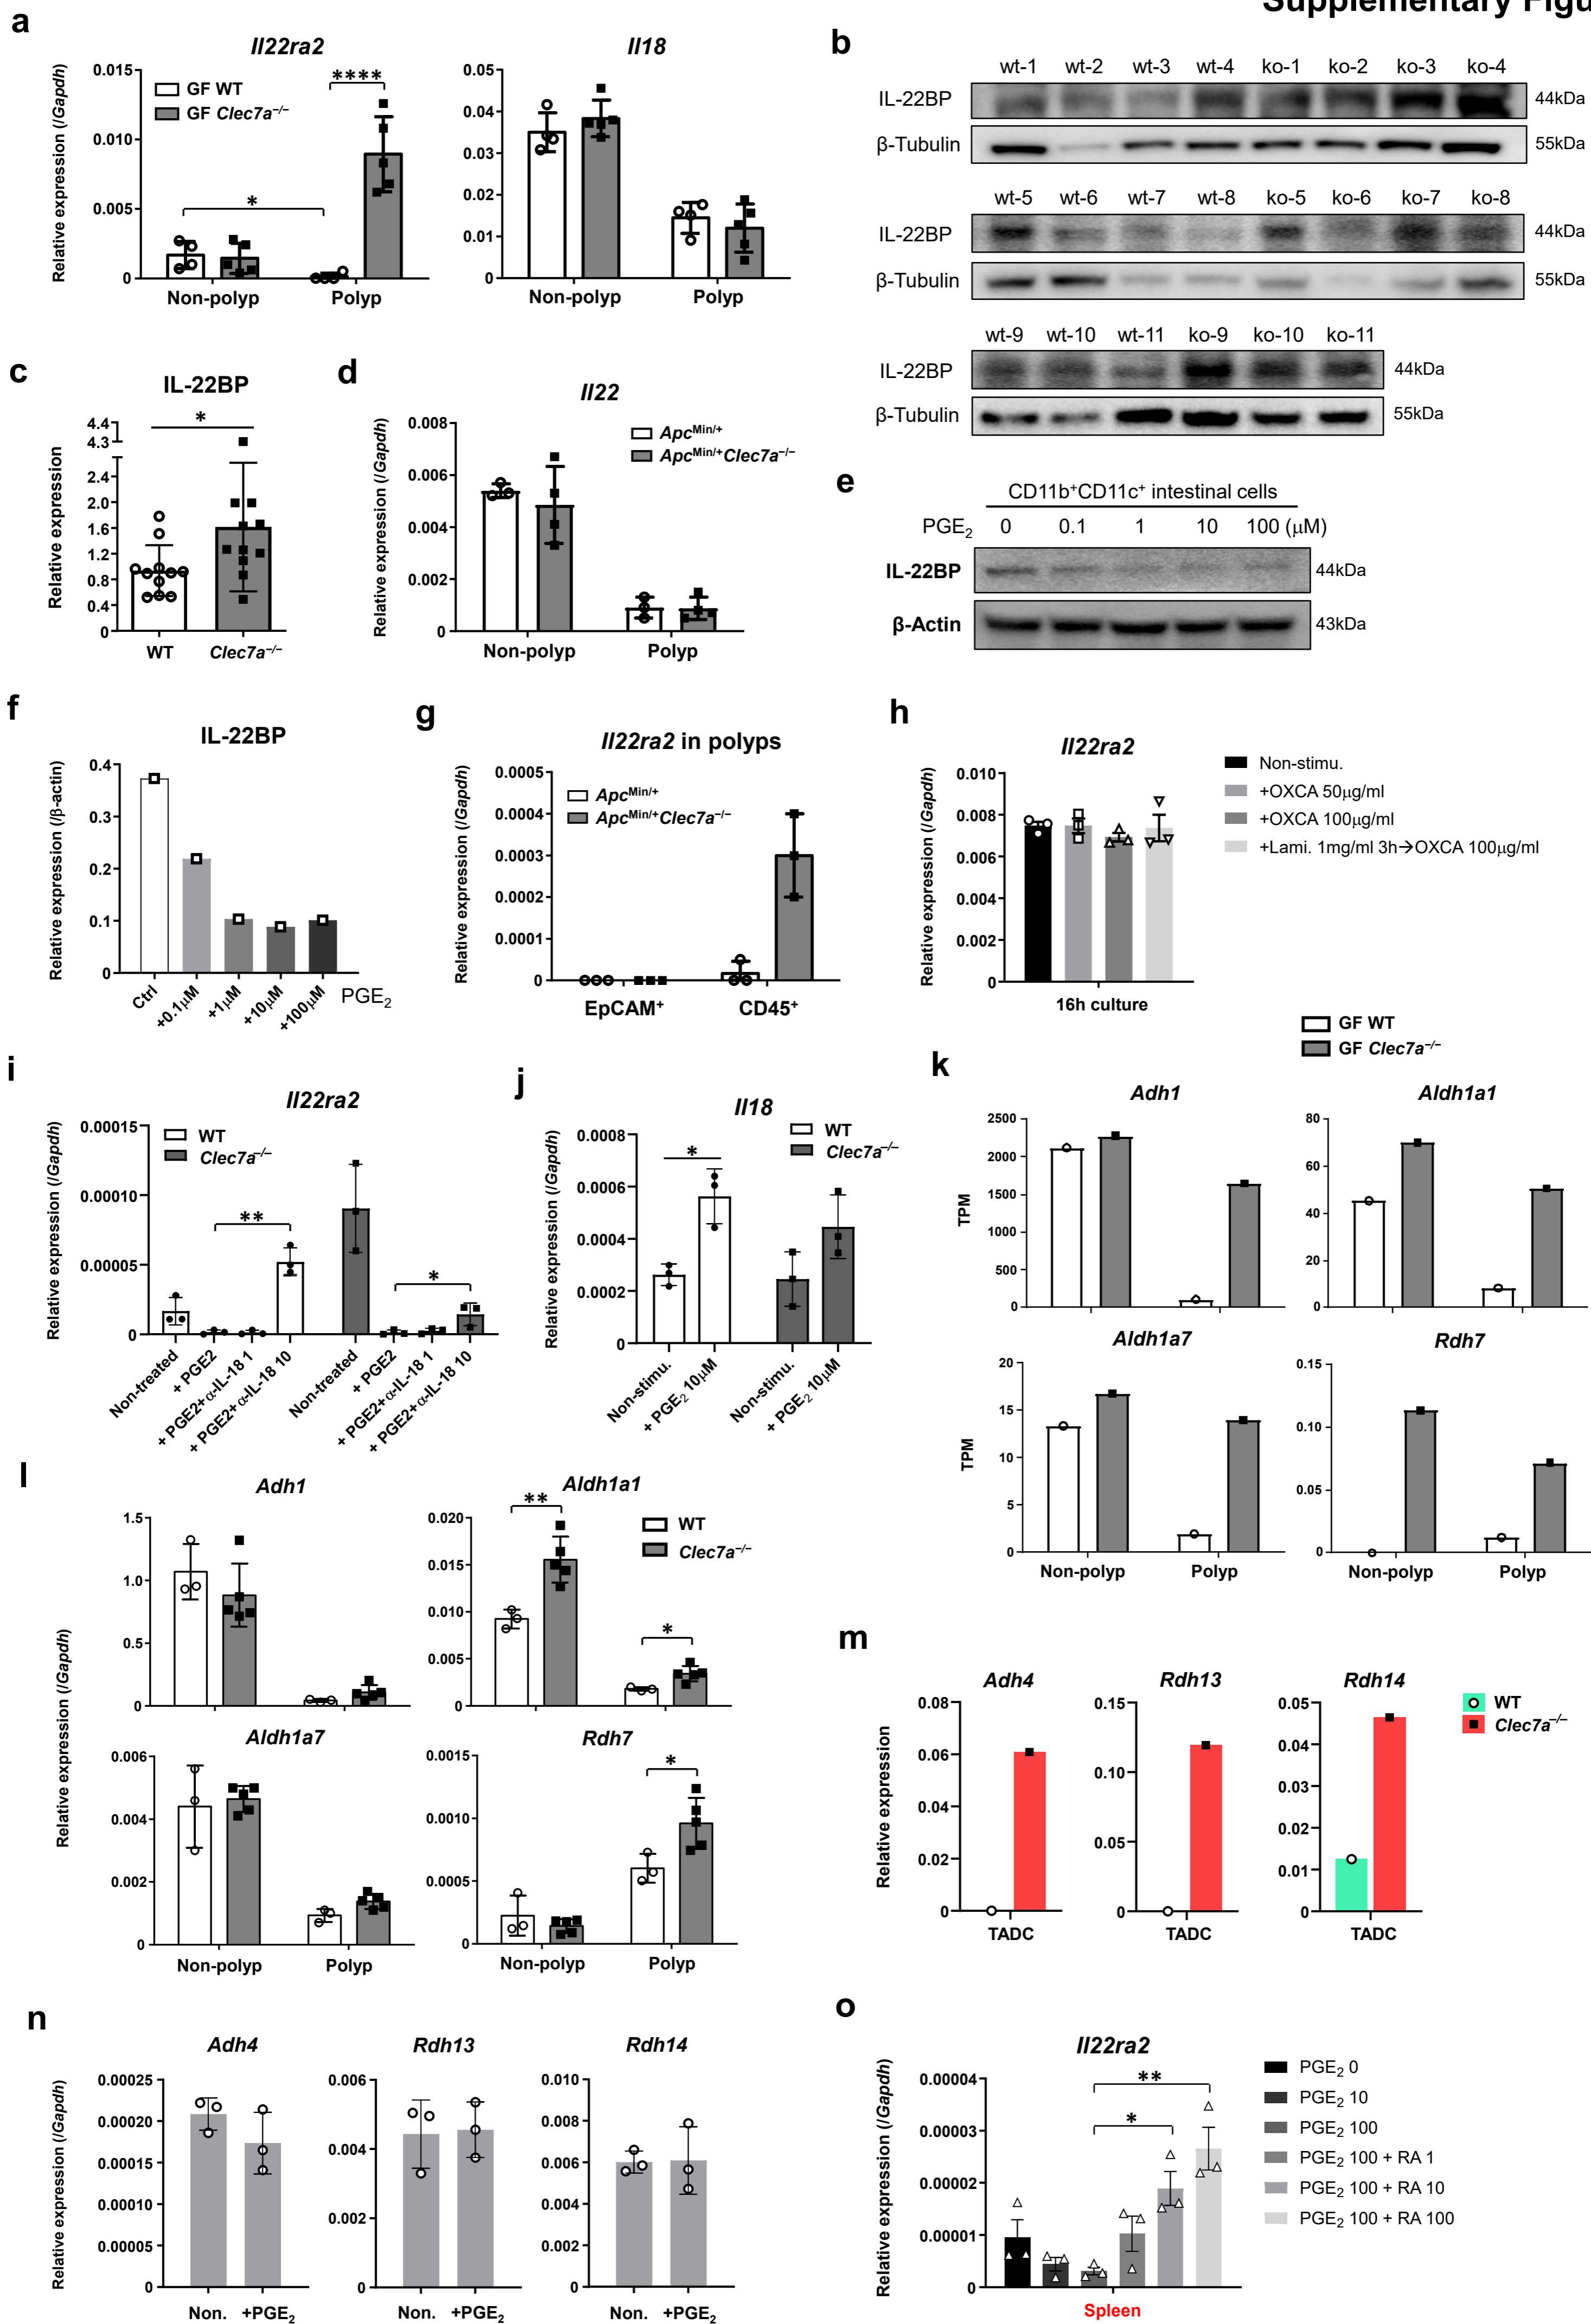

**Supplementary Figure 5. Retinoic acid (RA) synthases are indirectly regulated by Dectin-1 signaling through PGE<sub>2</sub>.**

- (a) WT or *Clec7a*<sup>-/-</sup> GF mice were treated with AOM-3DSS and were sacrificed on week 36 after the first AOM-administration. Messenger RNA expression of *Il22ra2* and *Il18* was determined by qPCR (a) (WT n=4, *Clec7a*<sup>-/-</sup> n=5; \*P=0.022, \*\*\*\*P<0.0001).
- (b, c) WT and *Clec7a*<sup>-/-</sup> mice were treated with AOM-3DSS, and 16 weeks later, colorectal polyps were harvested and IL-22BP was detected by Western blot analysis (n=11/group; \*P=0.0497).
- (d) In the experiment described in Fig. 6a, mRNA expression of *Il22* gene in colonic polyps and non-polyp tissues was determined by qPCR.
- (e, f) CD11b<sup>+</sup> and CD11c<sup>+</sup> cells isolated from intestinal polyps of *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> mice at 21 weeks old were cultured *in vitro* and were treated with indicated doses of PGE<sub>2</sub> for 20h, and IL-22BP expression was determined by Western blot analysis.
- (g) Cells in intestinal polyps were harvested from *Apc*<sup>Min/+</sup> and *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> mice at 23 weeks old, and *Il22ra2* expression was examined by RT-qPCR after separation of epithelial cells and leukocytes with autoMACS (n=3 biologically independent samples/group).
- (h) C57BL/6J mice were treated with AOM-3DSS. After 11 weeks of AOM administration, these mice were sacrificed and CD11b<sup>+</sup> and CD11c<sup>+</sup> mixed cells were purified from colorectal polyps. Then, these cells were stimulated with OXCA, and *Il22ra2* expression was determined by RT-qPCR. In the last experimental group, laminarin treatment was carried out for 3 h before OXCA treatment (n=3 biologically independent samples/group).
- (i) CD11b<sup>+</sup> and CD11c<sup>+</sup> cells isolated from the colon of *Apc*<sup>Min/+</sup> and *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> mice were treated with 10μM PGE<sub>2</sub> for 20h in the present of anti-IL-18 antibody (1 or 10 μg/ml), and *Il22ra2* expression was determined by qPCR (n=3 biologically independent samples/group; \*\*P=0.0031, \*P=0.0264).
- (j) CD11b<sup>+</sup> and CD11c<sup>+</sup> cells isolated from colon of *Apc*<sup>Min/+</sup> and *Apc*<sup>Min/+</sup>*Clec7a*<sup>-/-</sup> mice were treated with 10μM PGE<sub>2</sub> for 20h, and *Il18* expression was determined by qPCR (n=3 biologically independent samples/group; \*P=0.0232).
- (k) WT or *Clec7a*<sup>-/-</sup> GF mice were treated with AOM-3DSS and were sacrificed on week 36 after the first AOM-administration. Messenger RNA expression of genes encoding RA-synthesizing enzymes was determined by RNA-seq.
- (l) Total RNA of polyps or non-polyp intestinal tissues from SPF WT and *Clec7a*<sup>-/-</sup> mice administrated with AOM followed by 3 cycles of DSS for total 16 weeks were harvested and the expression of indicated genes was examined by qPCR (WT n=3, *Clec7a*<sup>-/-</sup> n=5; *Aldh1a1*, \*\*P=0.0059, \*P=0.0169; *Rdh7*, \*P=0.0248).
- (m) In the experiment described in Fig. 6m, mRNA expression of genes encoding other RA synthases was determined by scRNA-seq.
- (n) In the experiment described in Fig. 6n, mRNA expression of genes encoding other RA synthases was determined by qPCR (n=3 biologically independent samples/group).
- (o) CD11b<sup>+</sup> and CD11c<sup>+</sup> cells isolated from WT mouse spleen were co-treated with indicated doses of PGE<sub>2</sub> and RA for 20h, and expression level of *Il22ra2* was examined by qPCR (n=3 biologically independent samples/group; \*P=0.0243, \*\*P=0.0012).

Data in (a, d, e, g, h, i, j, l, n, o) are representatives of two independent experiments and in (a, c, d, g-j, l, n, o) are expressed as means ± SD. Data in (a, i, l) are analyzed using two-way ANOVA followed by Tukey's multiple-comparisons test, in (c) using unpaired two-tailed Student's *t*-test and in (o) using one-way ANOVA followed by Tukey's multiple-comparisons test. Source data are provided in the Source Data file.

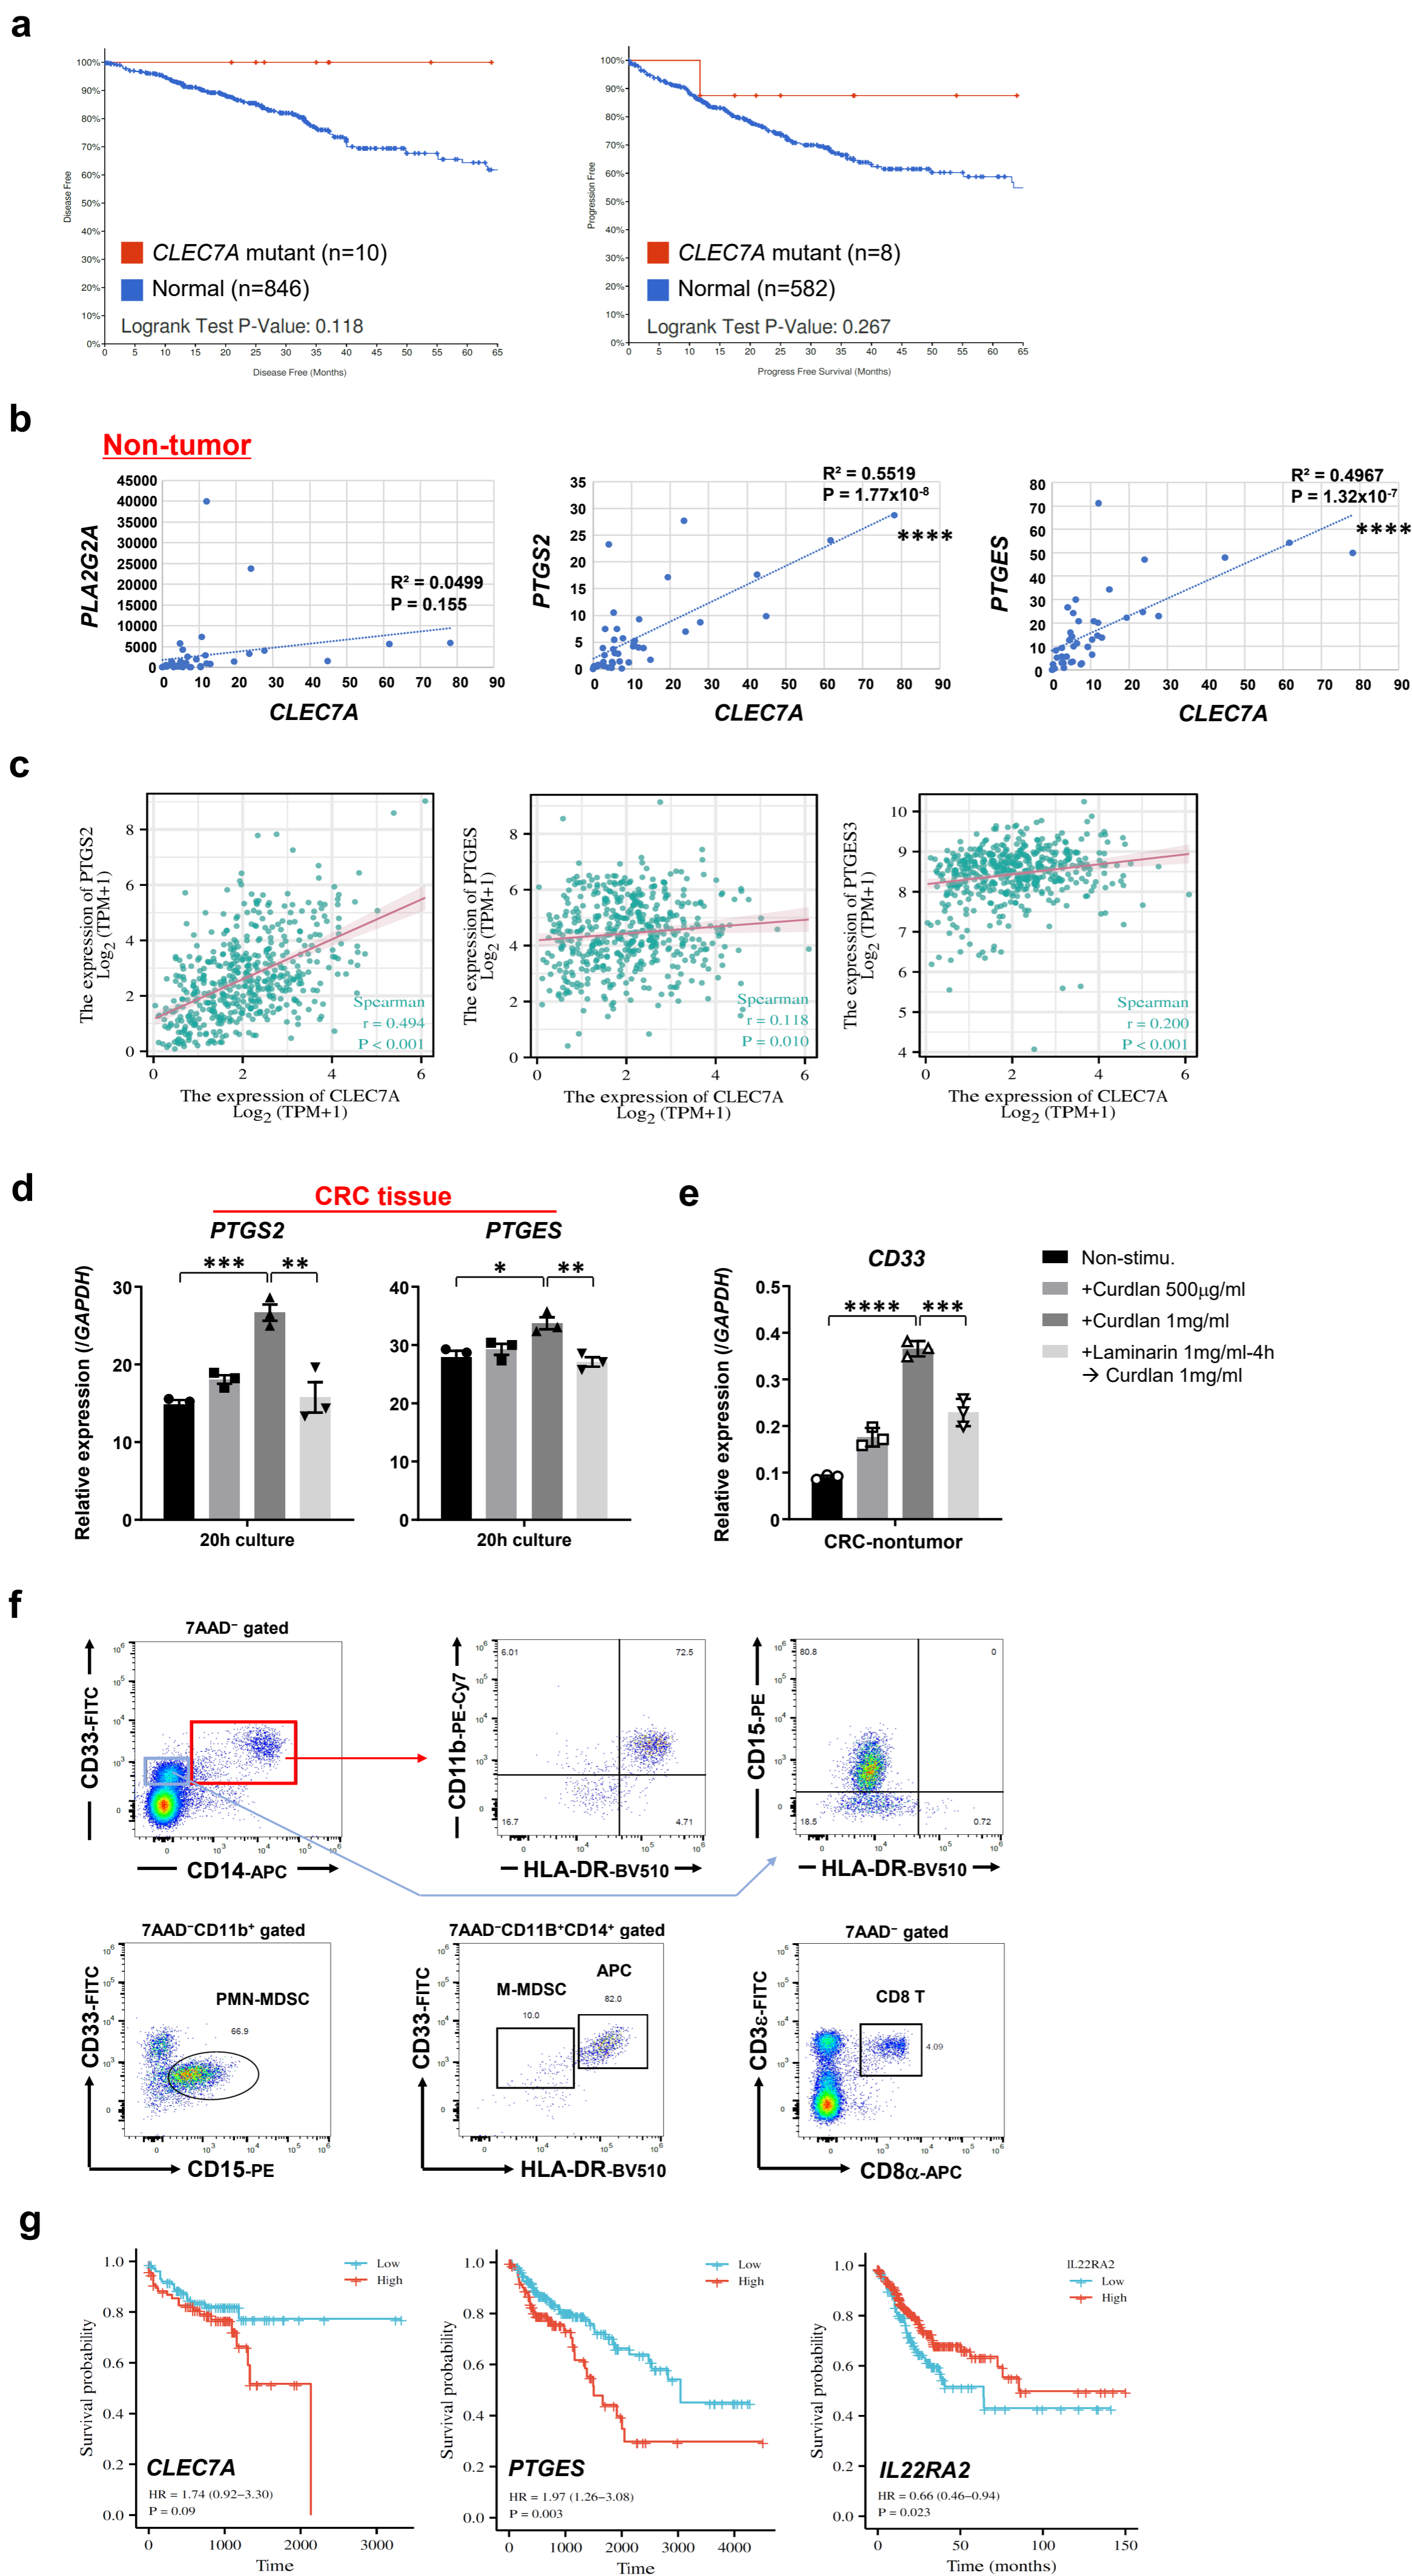

**Supplementary Figure 6. The expression of PGE<sub>2</sub>-synthesizing enzymes is induced by DECTIN-1 signaling in CRC patients.**

(a) Survival rates of disease free (left panel) and progression free (right panel) in CRC patients with *CLEC7A* gene mutant or normal control were compared by analyzing public data in TCGA database.

(b) Non-tumor specimens of total 44 CRC patients were collected and correlations of the expressions between PGE<sub>2</sub>-synthesizing enzyme and DECTIN-1 are shown.

(c) The correlations between expression levels of *CLEC7A* and indicated genes encoding PGE<sub>2</sub> synthases were examined by using the public data in TCGA database.

(d) Fresh CRC specimens were collected after surgery, and small pieces of the tumor tissue were cultured and stimulated with curdlan for 20 h. In the case of laminarin treatment, tissues were first treated with laminarin for 4 h, then curdlan was added to the culture. The expression of PGE<sub>2</sub>-synthesizing enzymes was determined by qPCR. Data are the means  $\pm$  SD of 3 wells (*PTGS2*, \*\*\*P=0.0005, \*\*P=0.0037; *PTGES*, \*P=0.0122, \*\*P=0.0056).

(e) In the experiment described in Figure 7j, the expression of *CD33* in non-tumor tissue from CRC patients was examined by qPCR. Data are the means  $\pm$  SD of 3 wells (\*\*\*P=0.0001, \*\*\*\*P<0.0001).

(f) Gating strategy of the flow cytometry analysis in the experiment described in Figure 7l and m.

(g) According to the expression levels of *CLEC7A*, *PTGES* and *IL22RA2* in tumors, CRC patients were classified into high and low groups using public database TCGA, and the survival rates of these CRC patients were compared (n=173 in *CLEC7A* panel, n=326 in *PTGES* panel, n=120 in *IL22RA2* panel).

Data in (d, e, f) are representatives of two independent experiments. Data in (a, g) are analyzed using Mantel-Cox log-rank test, in (b) using Pearson's correlation coefficient (r) test, in (c) using Spearman rank correlation test and in (d) using one-way ANOVA followed by Tukey's multiple-comparisons test. Source data are provided in the Source Data file.

Supplementary Figure 7

a

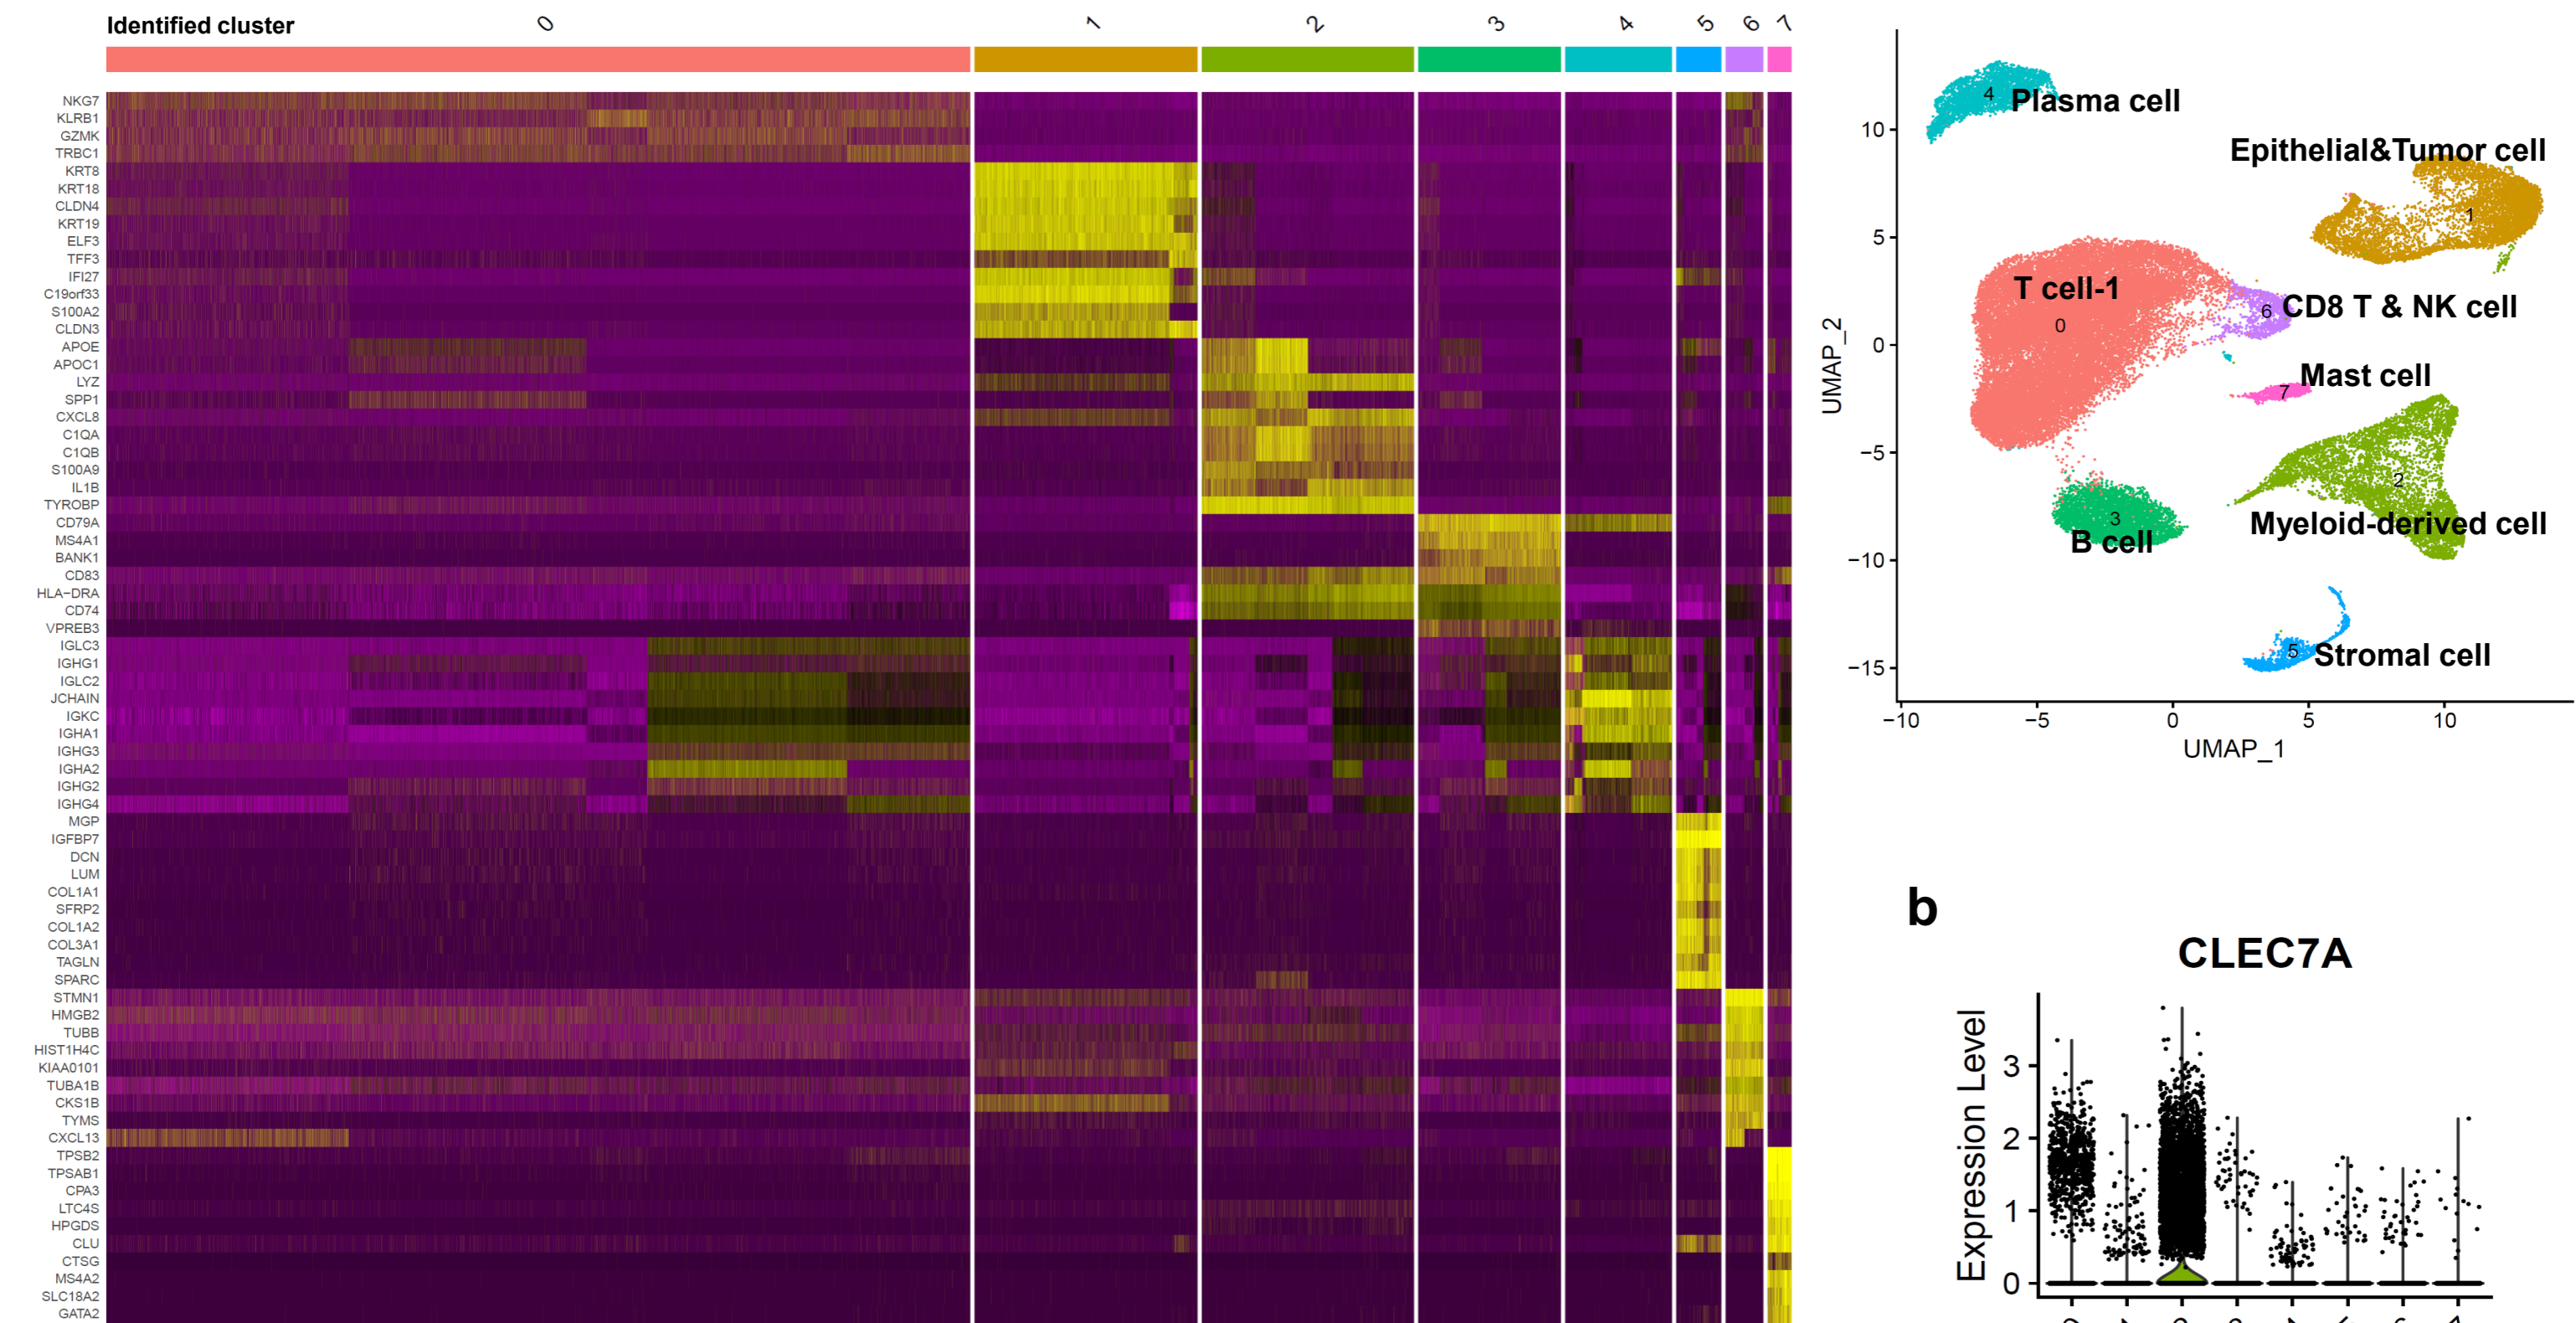

b

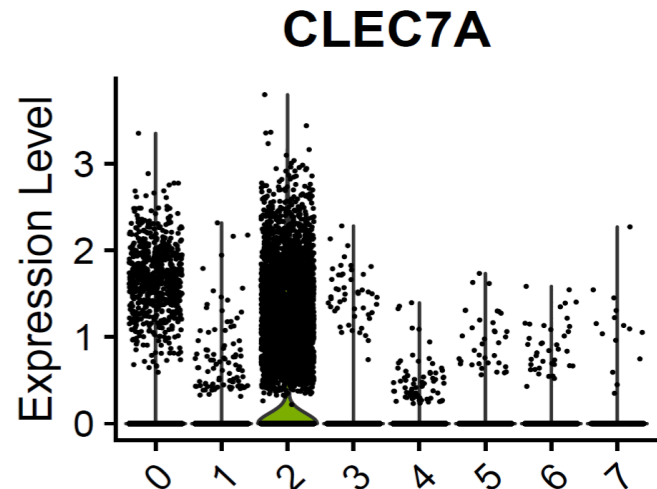

c

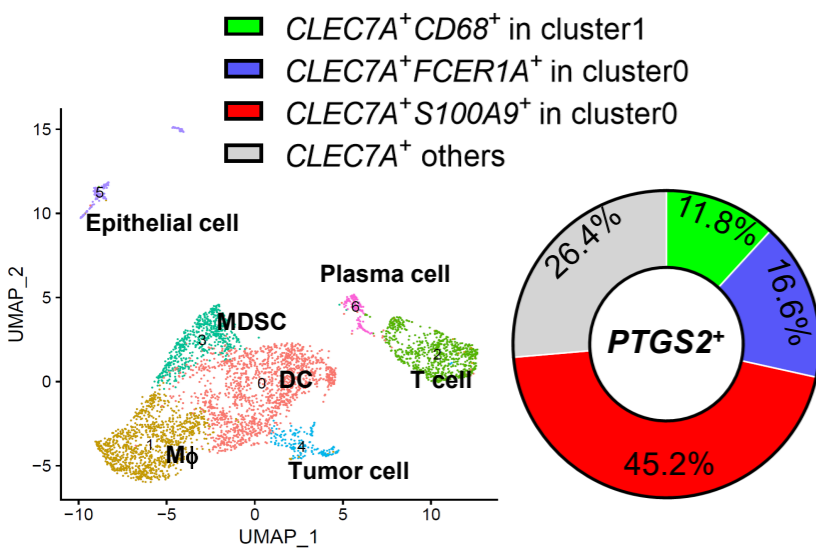

d

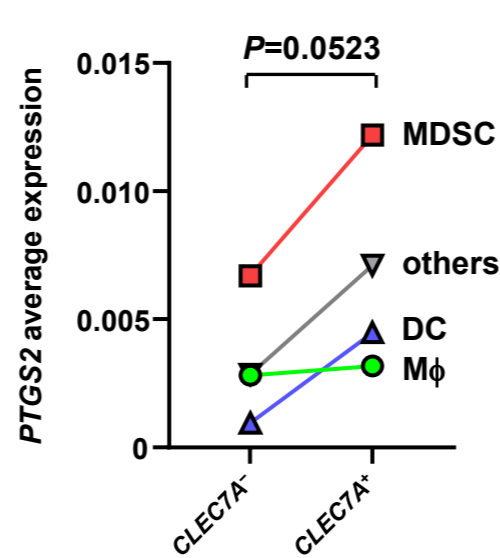

e

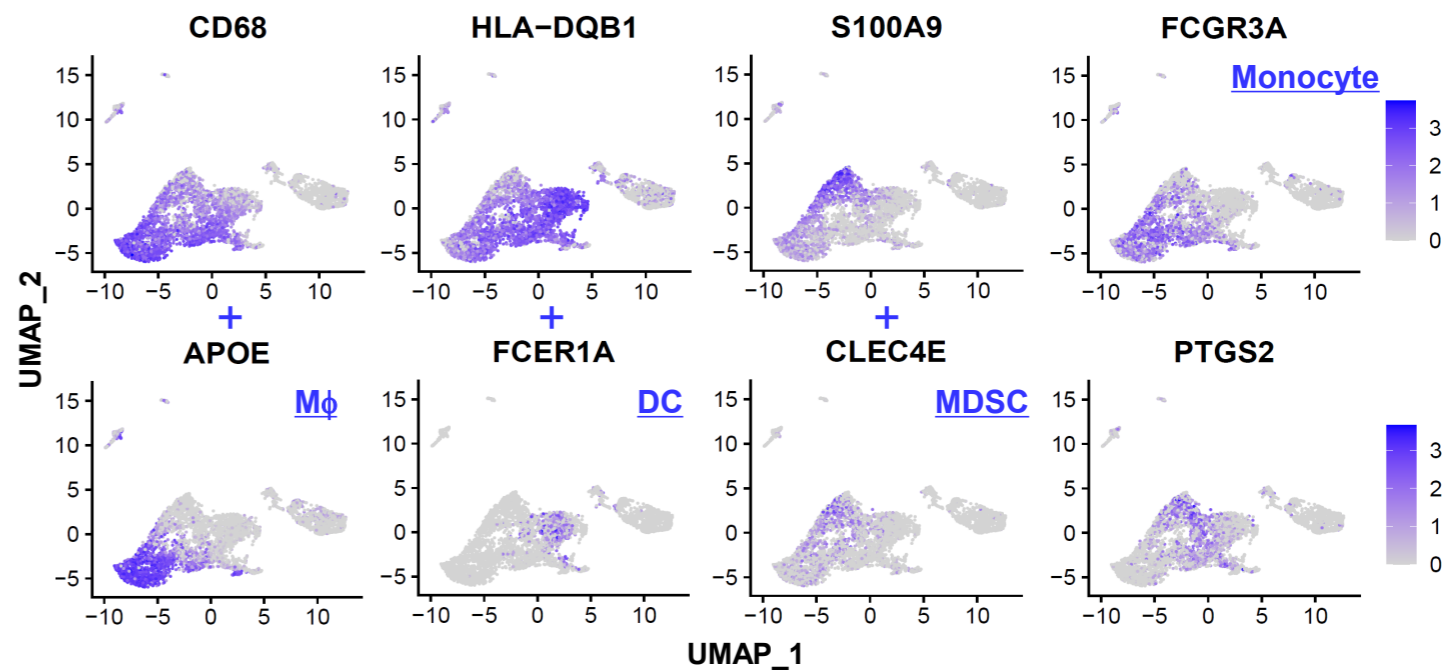

f

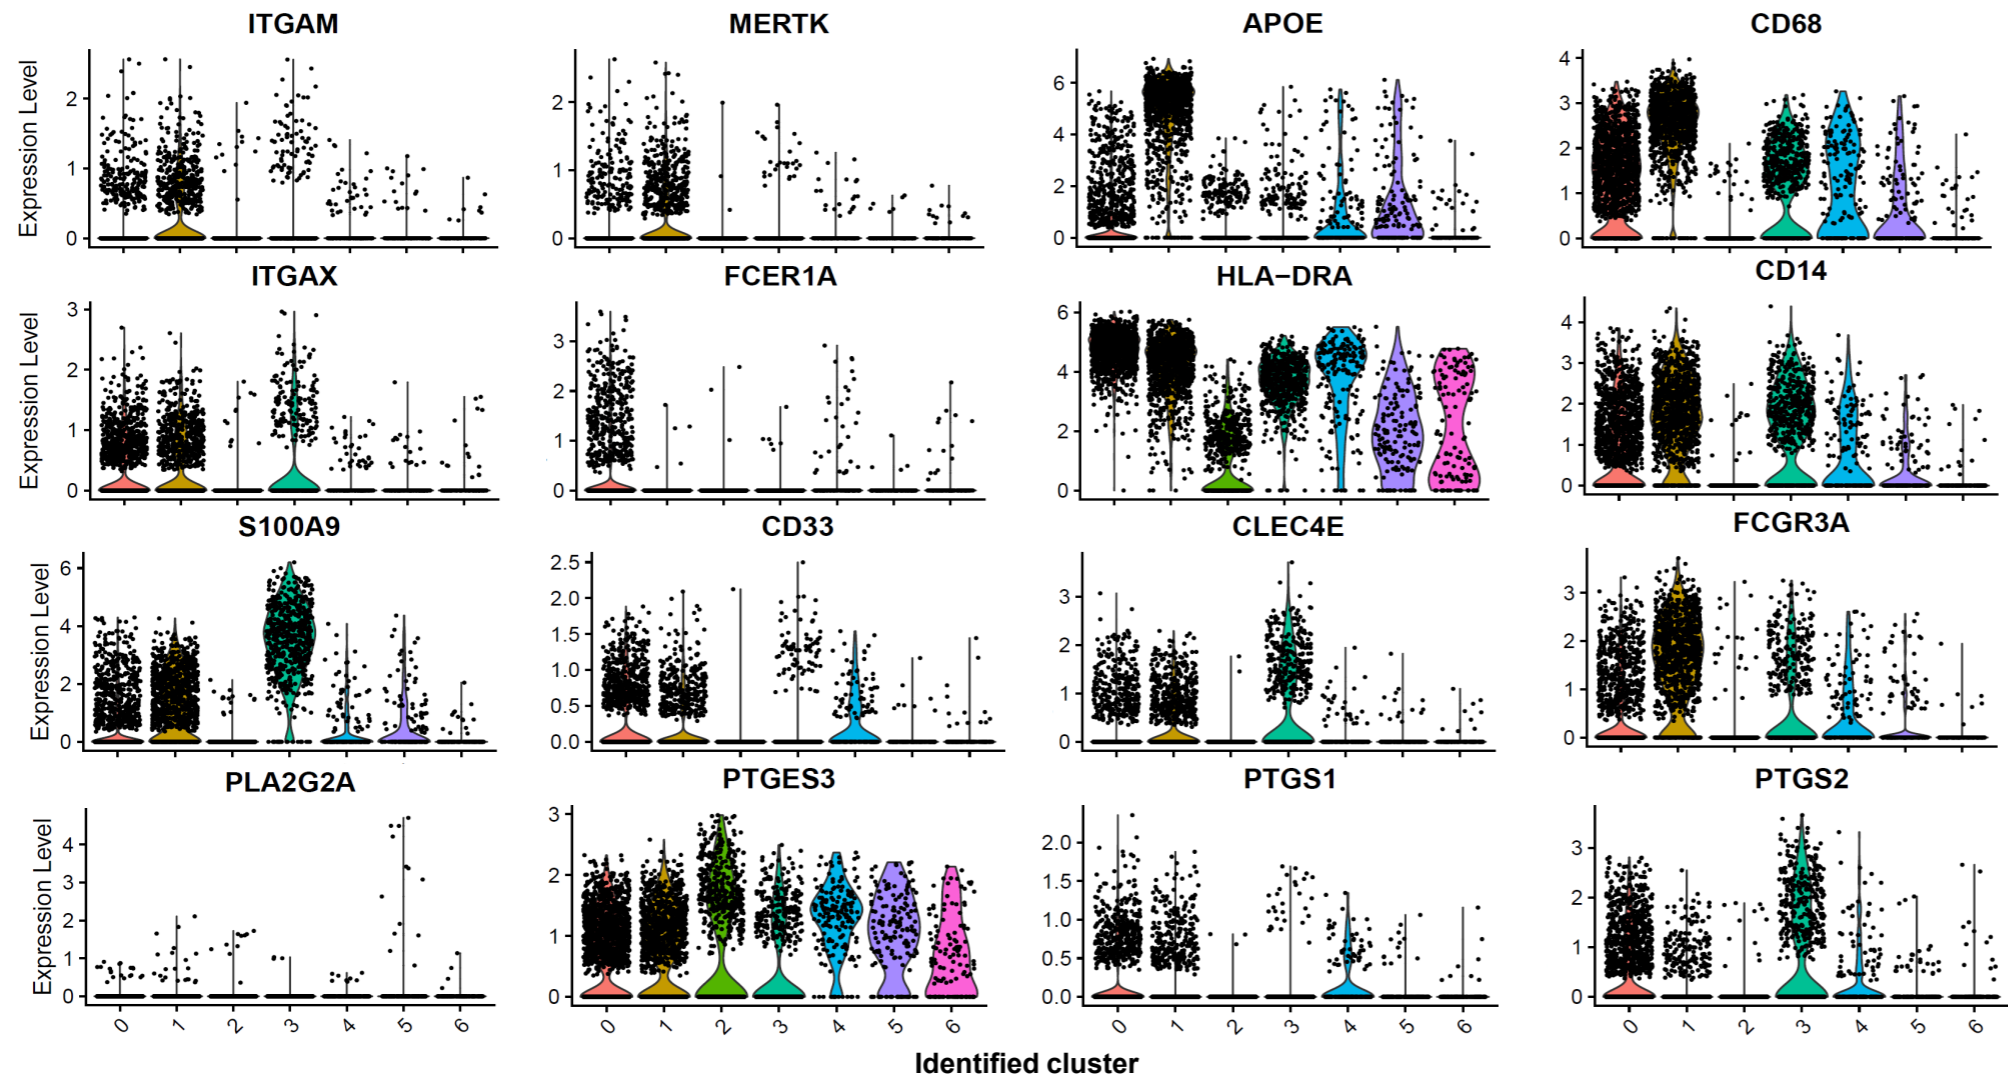

g

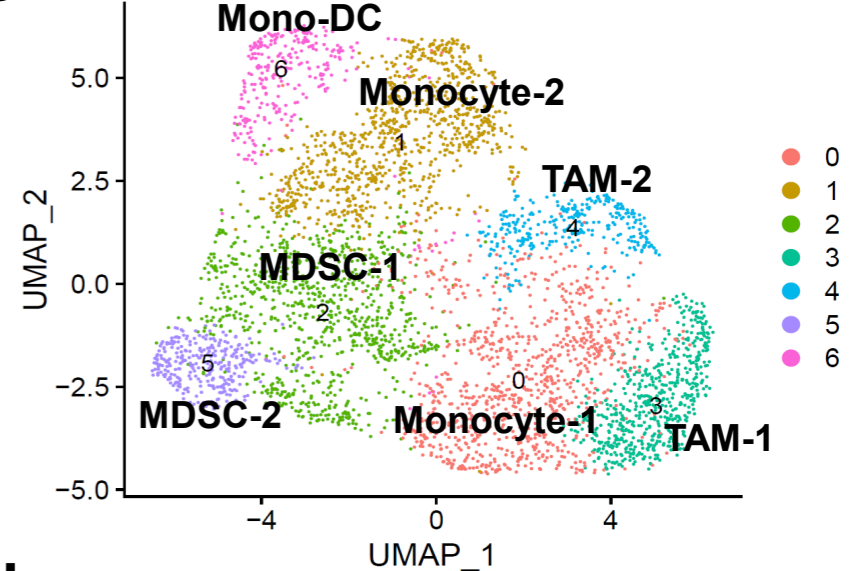

h

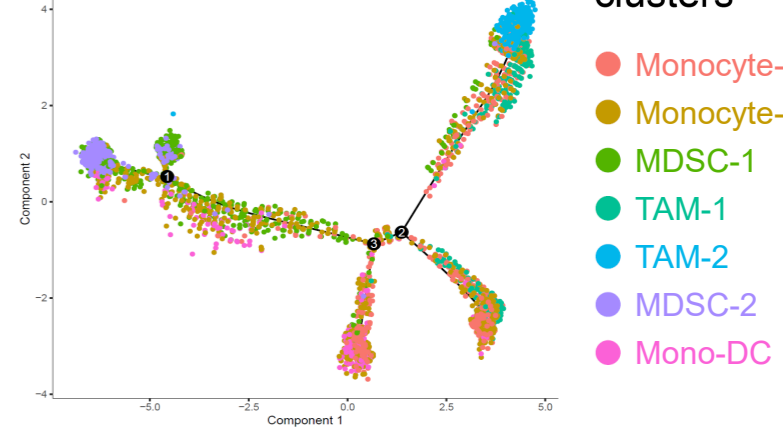

i

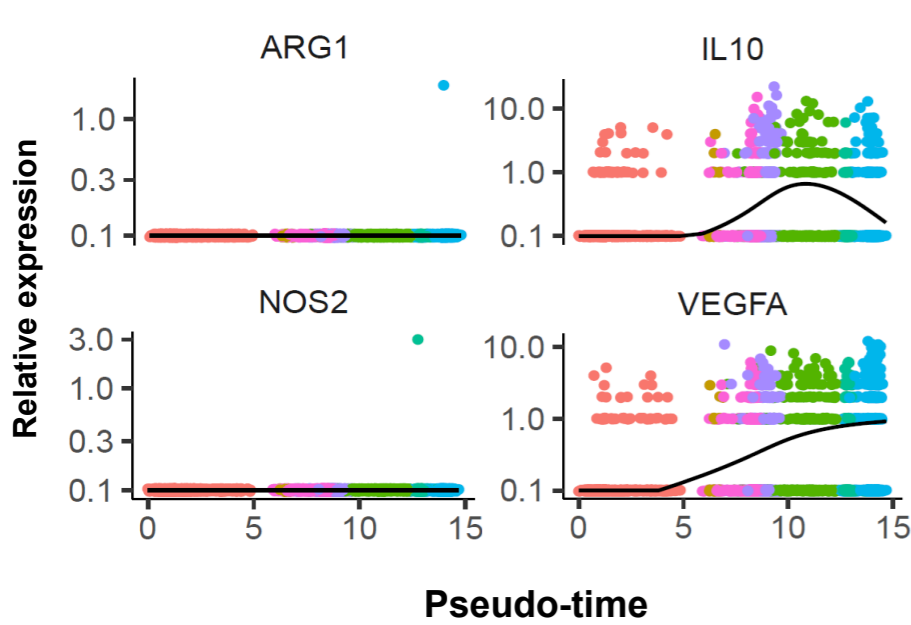

j

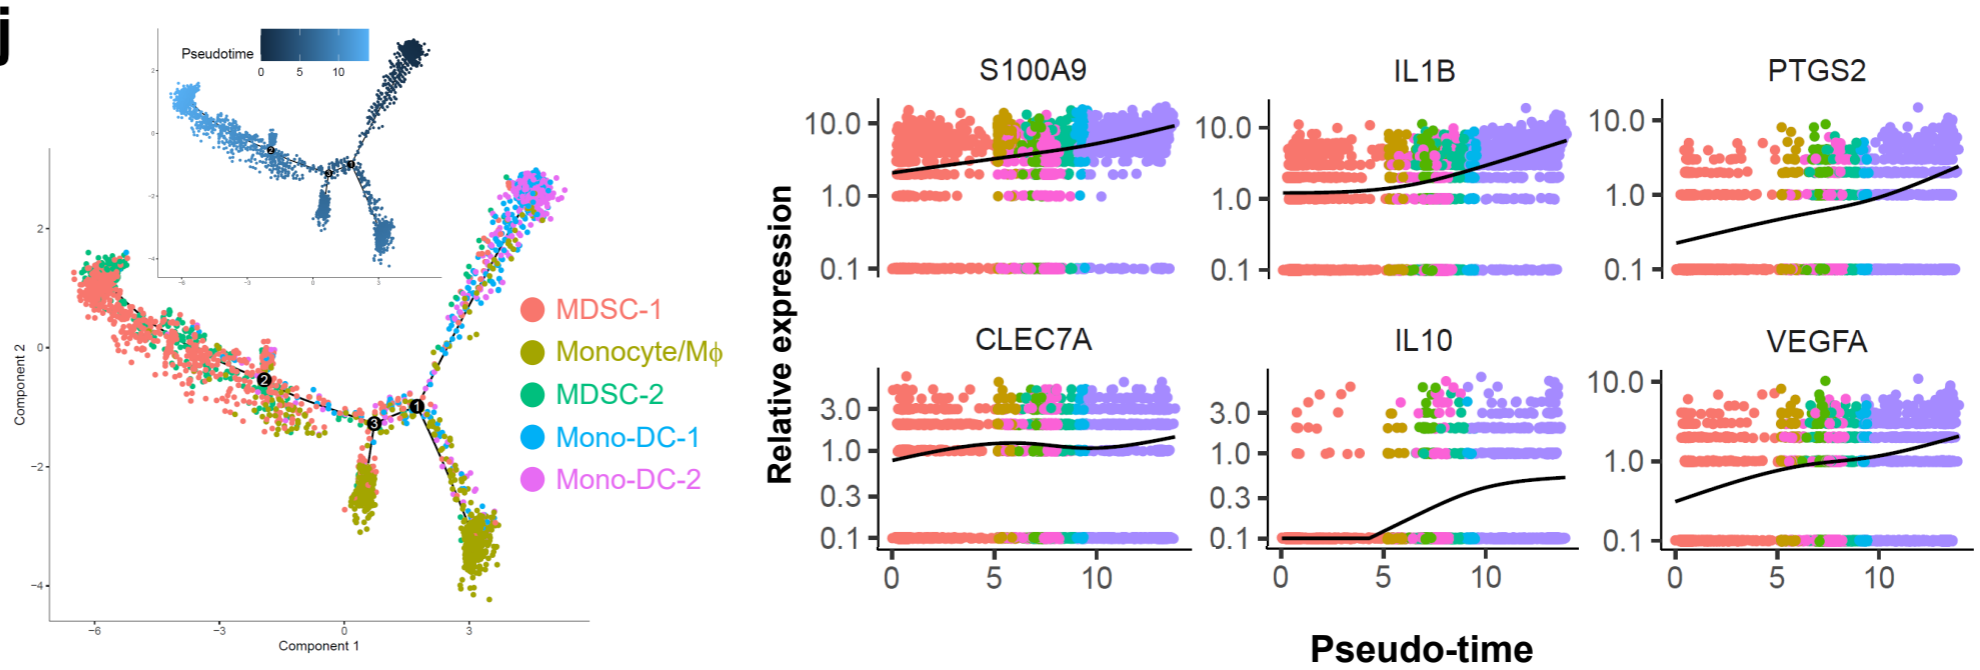

**Supplementary Figure 7. *CLEC7A* is highly expressed on MDSCs in human CRC.**

(a, b) Heatmap (a) and violin plot (b) obtained from single cell RNA-seq analysis by using pooled cell sequence datasets from six CRC patients (GSE178318) showing the expression level of top typical genes and *CLEC7A* in each identified cell cluster of CRC.

(c) The proportions of *CLEC7A*<sup>+</sup>*PTGS2*<sup>+</sup> subpopulations in human CRC-associated cells obtained by scRNA-seq analysis are shown as a pie chart.

(d) Average expression levels of *PTGS2* in indicated cell types of *CLEC7A*<sup>+</sup> or *CLEC7A*<sup>-</sup> populations were examined by scRNA-seq analysis.

(e) UMAPs showing the distribution of indicated gene markers of MDSC (*CLEC4E*, *S100A9*), macrophage (*APOE*, *CD68*), DC (*FCER1A*, *HLA-DQB1*), monocyte (*FCGR3A*) and *PTGS2* in each *CLEC7A*<sup>+</sup> cell cluster in CRCs.

(f) Violin plots showing the expression levels of indicated genes representing macrophages (*ITGAM*, *MERTK*, *MRC1*, *CD68*, *APOE*), DCs (*ITGAX*, *FCER1A*, *HLA-DRA*), monocytes (*CD14*, *FCGR3A*), MDSCs (*S100A9*, *CD33*, *CLEC4E*) and PGE<sub>2</sub>-synthases in each cluster from CRC-associated *CLEC7A*-expressing cells.

(g-i) After the extraction of myeloid cell cluster #2 from the whole population described in (a), *PTPRC*<sup>lo</sup> non-leukocytes, *CD3D*<sup>+</sup>*TRAC*<sup>+</sup> T cells and *CST3*<sup>hi</sup>*HLA-DRA*<sup>hi</sup> DCs were excluded from this cluster and rest of the cells were applied to pseudotime/ trajectory analysis. UMAP and violin plots show the annotation of each cell cluster applied for the analysis and the expression levels of myeloid cell-associated genes in each cluster, respectively (g). Pseudotime/ trajectory analysis was carried out by Monocle package under the Seurat condition in R, and cell cluster distribution in each cell state (described in Fig. 7h) along the pseudo-time trajectory of these CRC-infiltrating myeloid cells is shown (h). Kinetics of relative expression levels of indicated genes along the MDSC ‘transition’ pseudo-time are shown (i). TAM: tumor-associated macrophage; Mono-DC: monocyte-derived DC.

(j) Similar pseudotime/ trajectory analysis was carried out by using another human CRC scRNA-seq data (GSE146771) and kinetics of expression levels of indicated genes along the reverse MDSC ‘transition’ pseudo-time are shown.

Data in (d) are expressed as means and are analyzed using paired two-tailed Student’s *t*-test. Source data are provided in the Source Data file.

Supplementary Table 1. Clinical information of colorectal cancer patients in the study

Supplementary Table 2. Primers used in Real-time PCR in the study

|       | Gene name | Forward                   | Reverse                  |
|-------|-----------|---------------------------|--------------------------|
| mouse | Clec7a    | GACTTCAGCACTCAAGACATCC    | TTGTGTCGCCAAAATGCTAGG    |
|       | Il1b      | CAACCAACAAGTGATATTCTCCATG | GATCCACACTCTCCAGCTGCA    |
|       | Il6       | GAGGATACCACTCCCAACAGACC   | AAGTGCATCATCGTTGTTCATACA |
|       | Il18      | ACTGTACAACCGCAGTAATACGC   | AGTGAACATTACAGATTTATCCC  |
|       | Il18bp    | CCTACTTCAGCATCCTCTACTGG   | AGGGTTTCTTGAGAAGGGGAC    |
|       | Il22ra2   | CATTGCCTTCTAGGTCTCCTCA    | CCTGCTTGCCAGTGCAAAAT     |
|       | Ptgs1     | ATGAGTCGAAGGAGTCTCTCG     | GCACGGATAGTAACAACAGGGA   |
|       | Ptgs2     | TTCAACACACTCTATCACTGGC    | AGAAGCGTTTGCGGTACTCAT    |
|       | Ptges2    | CCTCGACTTCCACTCCCTG       | TGAGGGCACTAATGATGACAGAG  |
|       | Ptges3    | TGTTTGCGAAAAGGAGAATCCG    | CCATGTGATCCATCATCTCAGAG  |
|       | Adh1      | GCAAAGCTGCGGTGCTATG       | TCACACAAGTCACCCCTTCTC    |
|       | Aldh1a1   | ATACTTGTCGGATTTAGGAGGCT   | GGGCCTATCTTCCAAATGAACA   |
|       | Aldh1a7   | ACTTGGAAGTTAGGCCCTGC      | TGTGAAGGACACTTTGTGCGATG  |
|       | Rdh7      | TGGGTCGAGTGTCTTTGTGTG     | AACCCGCCAGGCTCTATGATA    |
|       | Eef1a1    | CAACATCGTCGTAATCGGACA     | GTCTAAGACCCAGGCGTACTT    |
|       | Eef2      | TGTCAGTCATCGCCCATGTG      | CATCCTTGCGAGTGTGAGTGA    |
|       | Pabpc1    | CAAGCCAGTACGCATCATGTG     | TGCTTCCTGTGTTTCAAAGTGT   |
|       | Lgals9    | ATGCCCTTTGAGCTTTGCTTC     | AACTGGACTGGCTGAGAGAAC    |
|       | H2-Ab1    | AGCCCCATCACTGTGGAGT       | GATGCCGCTCAACATCTTGC     |
|       | Ki67      | TATCATTGACCGCTCCTTTAGGT   | GCTCGCCTTGATGGTTCCT      |
|       | Vegfa     | GCACATAGAGAGAATGAGCTTCC   | CTCCGCTCTGAACAAGGCT      |
|       | Ccnd1     | GCGTACCCTGACACCAATCTC     | CTCCTCTTCGCACTTCTGCTC    |
|       | Myc       | ATGCCCCTCAACGTGAACTTC     | CGCAACATAGGATGGAGAGCA    |
|       | Arg1      | CTCCAAGCCAAAGTCCTTAGAG    | AGGAGCTGTCATTAGGGACATC   |
|       | Nos2      | GTTCTCAGCCCAACAATACAAGA   | GTTCTCAGCCCAACAATACAAGA  |
|       | Itgam     | ATGGACGCTGATGGCAATACC     | TCCCCATTACGTCTCCCA       |
|       | Foxp3     | CCCATCCCCAGGAGTCTTG       | ACCATGACTAGGGGGCACTGTA   |
|       | Gapdh     | TTCACCACCATGGAGAAGGC      | GGCATGGACTGTGGTCATGA     |
| human | CD33      | GGTGTGACTACGGAGAGAACC     | GGTAGGGTGGGTGTCATTCC     |
|       | HLA-DRA   | ATACTCCGATCACCAATGTACCT   | GACTGTCTCTGACACTCCTGT    |
|       | ITGAM     | GCCTTGACCTTATGTCATGGG     | CCTGTGCTGTAGTCGCACT      |
|       | CLEC7A    | GGAAGCAACACATTGGAGAATGG   | CTTTGGTAGGAGTCACACTGTC   |
|       | IL22RA2   | TGTTGGGGTACTCAAGAACTCT    | CCCTCCCGTAATAAGGTTCTG    |
|       | PLA2G2A   | GAAAGGAAGCCGCACTCAGTT     | CAGACGTTTGTAGCAACAGTCA   |
|       | PTGS2     | CTGGCGCTCAGCCATACAG       | CGCACTTATACTGGTCAAATCCC  |
|       | PTGES     | TCCTAACCCTTTTGTGCGCTG     | CGCTTCCCAGAGGATCTGC      |
|       | GAPDH     | TGTGGGCATCAATGGATTTGG     | ACACCATGTATTCCGGGTCAAT   |

# Supplementary material for: Blocking Dectin-1 prevents colorectal tumorigenesis by suppressing prostaglandin E2 production in myeloid-derived suppressor cells and enhancing IL-22 binding protein expression
**Source:** Nat Commun. 2023 Mar 17;14:1493. doi: 10.1038/s41467-023-37229-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | CellQuest Pro 5.1 and FACSDiva 8.0 software (BD Biosciences) were used to collect data by flow cytometry. CFX Manager 2.1 Software (Bio-Rad) was used to collect data of real-time qPCR.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | We used GraphPad Prism v8 & 9.0 for log rank (Mantel-Cox) test and one/two-way ANOVA followed by multiple-comparisons test, and Microsoft 365 Excel or SPSS 24.0 for Student's $t$ test and Mann-Whitney U test. For CRC patient study, correlation was analyzed by the Spearman's correlation test and statistical analysis was performed using the R software v4.0.3. FlowJo v10.0 & v10.1. FACS software (BD) were used to analyze data obtained from Flow Cytometer. CFX Manager 2.1 (Bio-Rad) and Microsoft 365 Excel were used to analyze the real-time qPCR data. We used R 4.1.3 and Rstudio Desktop v2022.02.3 for the single cell RNA-seq analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Barcodes, features and matrix files for scRNA-seq analysis and raw sequencing files for bulk RNA-seq analysis have been deposited in GEO (<http://www.ncbi.nlm.nih.gov/geo/>) with the accession number GSE221206. The publicly available data of single cell RNA sequencing used in this study are also available in the GEO database under accession code GSE196054, GSE178318 and GSE146771. All other relevant data supporting the findings of this study are available within the Article, in the Supplementary Information and in Source data. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

We conventionally collected intestinal tumor samples from CRC patients after the tumorectomy. Human biospecimens from both male and female patients were collected.

### Population characteristics

We conventionally collected intestinal tumor samples from CRC patients after the tumorectomy, ignoring these patients' age or genders. All CRC patients were Chinese yellow race and the detailed informations of their current diagnosis and treatment categories were provided in Supplementary Information. Two healthy volunteers who provided PBMCs are between 29-32 years old, male, Chinese yellow race and have no past medical history.

### Recruitment

Human biospecimens were collected after the conventional surgical operation from CRC patients autonomously came to the hospital. Before the collection of human samples from CRC patients, written informed consent was obtained from each patient. Healthy volunteers were recruited by announcing the recruitment information in the institute of Precision Medicine in the affiliated hospital of Sun Yat-sen University, and after the written informed consent was obtained from each volunteers, PBMCs were harvested by medical doctors.

### Ethics oversight

All experiments by using human biospecimens were carried out following the institutional ethical regulations and guidelines under the protocols approved by the Committee for Clinical Investigation of the First Affiliated Hospital, Sun Yat-sen University (approval number: IIT-2021-654)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

We referred prior experiment of our laboratory to predetermine sample size that proper to identify differences between groups, statistical analyses and reproducibility. For mouse in vivo experiments and cell in vitro experiments, sample sizes were chosen based on the basis of our previous publications and the literature in the field, without prior power analysis. We usually used more than 4 mice/group or more than 3 wells/group, and in this case, we should have 80% power to detect a difference in means between two or among several groups at a significance level of 0.05 to ensure the statistically significant difference to be obtained from two-tailed Student's t-test or from one/two-way ANOVA followed by multiple-comparisons test. We usually collected more than 8 samples/group to obtain the statistically significant difference by Pearson's or Spearman's correlation (r) test. We usually collected samples as many as possible (usually more than 10) to obtain the significant difference by Mantel-Cox log-rank test. Each sample was prepared from biologically independent mouse or human and all in vivo or in vitro experiments were replicated at least two times. However, we also tried to minimize the animal number to conform to the 3R guidelines for the animal experiments. Exact numbers of animals used in individual experiments are indicated in figure legends. Sample size were referenced previously published article (<https://www.nature.com/articles/s41590-018-0134-y>, <https://doi.org/10.1016/j.chom.2015.07.003>)

### Data exclusions

There were no excluded samples or data from the analysis in this study.

### Replication

All in vivo or in vitro experiments were replicated at least two times. For each experiment, all attempts at replication were successful. The exact number of replication were described in each figure legend.

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | All mice were grouped by their genotype or treatment condition, and inside the each aimed or control group, mice were randomly chose from the same or different littermates with same sex and similar date of birth. For in vitro experiment, samples were organized into groups according to genotype, and before treatment, samples were randomly allocated to each group. We conventionally collected intestinal tumor samples from CRC patients after the tumorectomy, ignoring these patients' age or genders.                                                                                                                                                                                                       |
| Blinding      | As the Dectin-1 gene-deficient mice we generated were preliminarily analyzed in other studies, and to definitely identify/distinguish the differences of immune functions among these genes, it was not necessary for us to be blinded to group allocation because this method is usually appropriate for the first investigation of a function-totally-unknown gene. But for the survival observation of ApcMin, ApcMin-Clec7a and ApcMin-Clec7a-Il22ra2KO mice, survival time of each mouse was determined by the moribund condition which was assessed and announced by staffs works in the animal facility, who didn't know the information of groups assigned. Therefore the survival experiment was single-blinded. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies against mouse CD4 (GK1.5, Cat# 100411), CD8a(53-6.7, Cat# 100707), TCRgd (GL3, Cat# 118105), CD45 (30-F11, Cat# 103115, 103113), CD19 (6D5, Cat# 115505), CD3e (KT3.1.1, Cat# 155607), Ly6C (HK1.4, Cat# 128007, 128025), Ly6G (1A8, Cat# 127605, 127633), CD11b (M1/70, Cat# 101215), CD11c (N418, Cat# 117321), I-A/I-E (M5/114.15.2, Cat# 107613, 107627), CD103 (2E7, Cat# 121405), IgG1 (RMG1-1, Cat# 406607), NOS2 (W16030C, Cat# 696805), IFN-g (XMG1.2, Cat# 505805), IL-17 (TC11-18H10.1, Cat# 506917), Foxp3 (MF-14, Cat# 126403), CD326 (G8.8, Cat# 118203), Thy1.2 (30-H12, Cat# 105304) and anti-human CD33 (HIM3-4, Cat# 303303), CD14 (M5E2, Cat# 301807), CD15 (W6D3, Cat# 323005), HLA-DR (L243, Cat# 307645), CD3e (HIT3a, Cat# 300305) and CD8a (SK1, Cat# 344721) were purchased from Biolegend (San Diego, U.S.A.). Antibody against mouse Dectin-1 (2A11, Cat# ab21646) was purchased from Abcam (Cambridge, UK). Anti-mouse IL-22BP polyclonal antibody was purchased from R&D systems (Cat# IC2376A, Biotechne, Minnesota, U.S.A.). 7-AAD (7-amino-actinomycin D) staining solution were obtained from eBioscience (Cat# 00-6993-50, San Diego, U.S.A.). The anti-mouse CD16/CD32 (2.4G2, anti-FcγRII/III) mAb was obtained from Tonbo Biosciences (Cat# 70-0161-U500, San Diego, CA, U.S.A.). Anti-mouse IL-18 antibody (Cat# 210-401-323, Rockland Immunochemicals, Inc, Philadelphia, PA, USA) was used for in vitro culture. Mouse IL-22BP Antibody (Bio-technne, cat# AF2376), Human/Mouse p23/PTGES3 Antibody (Bio-technne, cat# MAB100391). Antibody against human Dectin-1 (Cat# ab140039, Rabbit polyclonal to human and Rat Dectin-1, Abcam Inc, Cambridge, UK) and HRP-conjugated anti-rabbit IgG (Cat# GB23303, Servicebio co. Wuhan, China) were used for CRC tumor tissue IHC staining. Human/Mouse COX-2 Antibody (Bio-technne, cat# AF4198-SP), Human/Mouse COX-1 Antibody (596002, Bio-technne, cat# MAB37401), THETM beta-Actin mouse Antibody (2D1D10, GenScript, cat# A00702-100), HRP-conjugated Affinipure Donkey Anti-Goat IgG (H+L) (Proteintech, cat# SA00001-3), HRP-conjugated Affinipure Rabbit Anti-Sheep IgG (H+L) (Proteintech, cat# SA00001-16), Goat Anti-Mouse IgG Antibody (H&L) [HRP] pAb (GenScript, cat# A00160) were used for Western blot analysis.

### Validation

All antibodies used in this manuscript have been confirmed by the authors for their species, cross-reaction and application on manufacturers' websites. All antibody were confirmed by the authors for their applicability in the present study. Specific validation information for each commercial antibody is described in the related website:

APC anti-mouse CD4 Antibody (GK1.5) <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd4-antibody-245>  
 PE anti-mouse CD8a Antibody (53-6.7) <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd8a-antibody-155>  
 FITC anti-mouse TCR γ/δ Antibody (GL3) <https://www.biolegend.com/en-us/products/fits-anti-mouse-tcr-gamma-delta-antibody-2420>  
 APC/Cyanine7 anti-mouse CD45 Antibody (30-F11) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd45-antibody-2530>  
 PE/Cyanine7 anti-mouse CD45 Antibody (30-F11) <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd45-antibody-1903>  
 FITC anti-mouse CD19 Antibody (6D5) <https://www.biolegend.com/en-us/products/fits-anti-mouse-cd19-antibody-1528>  
 PE anti-mouse CD3e Antibody (KT3.1.1) <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd3e-antibody-16474>  
 PE anti-mouse Ly-6C Antibody (HK1.4) <https://www.biolegend.com/en-us/products/pe-anti-mouse-ly-6c-antibody-4904>  
 APC/Cyanine7 anti-mouse Ly-6C Antibody (HK1.4) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-ly-6c-antibody-6758>  
 FITC anti-mouse Ly-6G Antibody (1A8) <https://www.biolegend.com/en-us/products/fits-anti-mouse-ly-6g-antibody-4775>

Brilliant Violet 510™ anti-mouse Ly-6G Antibody (1A8) <https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-ly-6g-antibody-9121>  
 PE/Cyanine7 anti-mouse/human CD11b Antibody (M1/70) <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-human-cd11b-antibody-1921>  
 Pacific Blue™ anti-mouse CD11c Antibody (N418) <https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-cd11c-antibody-3864>  
 APC anti-mouse I-A/I-E Antibody (M5/114.15.2) <https://www.biolegend.com/en-us/products/apc-anti-mouse-i-a-i-e-antibody-2488>  
 APC/Cyanine7 anti-mouse I-A/I-E Antibody (M5/114.15.2) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-i-a-i-e-antibody-5966>  
 PE anti-mouse CD103 Antibody (2E7) <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd103-antibody-3574>  
 PE anti-mouse IgG1 Antibody (RMG1-1) <https://www.biolegend.com/en-us/products/pe-anti-mouse-igg1-6494>  
 PE anti-Nos2 (iNOS) Antibody (W16030C) <https://www.biolegend.com/en-us/products/pe-anti-nos2-inos-antibody-19910>  
 FITC anti-mouse IFN-γ Antibody (XMG1.2) <https://www.biolegend.com/en-us/products/fitc-anti-mouse-ifn-gamma-antibody-995>  
 Pacific Blue™ anti-mouse IL-17A Antibody (TC11-18H10.1) <https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-il-17a-antibody-4145>  
 PE anti-mouse FOXP3 Antibody (MF-14) <https://www.biolegend.com/en-us/products/pe-anti-mouse-foxp3-antibody-4660>  
 Biotin anti-mouse CD326 (Ep-CAM) Antibody (G8.8) <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd326-ep-cam-antibody-4725>  
 Biotin anti-mouse CD90.2 (Thy1.2) Antibody (30-H12) <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd90-2-thy1-2-antibody-103>  
 FITC anti-human CD33 Antibody (HIM3-4) <https://www.biolegend.com/en-us/products/fitc-anti-human-cd33-antibody-726>  
 APC anti-human CD14 Antibody (M5E2) <https://www.biolegend.com/en-us/products/apc-anti-human-cd14-antibody-793>  
 PE anti-human CD15 (SSEA-1) Antibody (W6D3) <https://www.biolegend.com/en-us/products/pe-anti-human-cd15-ssea-1-antibody-3701>  
 Brilliant Violet 510™ anti-human HLA-DR Antibody (L243) <https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-human-hla-dr-antibody-8008>  
 FITC anti-human CD3 Antibody (HIT3a) <https://www.biolegend.com/en-us/products/fitc-anti-human-cd3-antibody-751>  
 APC anti-human CD8 Antibody (SK1) <https://www.biolegend.com/en-us/products/apc-anti-human-cd8-antibody-6531>  
 FITC Anti-Dectin-1 antibody (2A11) <https://www.abcam.com/fitc-dectin-1-antibody-2a11-ab21646.html>  
 Mouse IL-22BP APC-conjugated Antibody (polyclonal) [https://www.rndsystems.com/cn/products/mouse-il-22bp-apc-conjugated-antibody\\_ic2376a](https://www.rndsystems.com/cn/products/mouse-il-22bp-apc-conjugated-antibody_ic2376a)  
 Anti-mouse CD16/CD32 (2.4G2) <https://www.biocompare.com/9776-Antibodies/9247042-Purified-Anti-Mouse-CD16-CD32-2-4G2/>  
 Mouse IL-18 Antibody (Polyclonal) <https://www.rockland.com/categories/primary-antibodies/mouse-il-18-antibody-210-401-323/>  
 Anti-Dectin-1 antibody (polyclonal) <https://securedrtest.abcam.com/dectin-1-antibody-ab140039.html>  
 Goat Anti-Rabbit IgG H&L (HRP) <https://www.servicebio.com/goodsdetail?id=266>  
 Human/Mouse COX-2 Antibody (Polyclonal) [https://www.rndsystems.com/cn/products/human-mouse-cox-2-antibody\\_af4198](https://www.rndsystems.com/cn/products/human-mouse-cox-2-antibody_af4198)  
 Human/Mouse COX-1 Antibody (596002) [https://www.rndsystems.com/cn/products/human-mouse-cox-1-antibody-596002\\_mab37401](https://www.rndsystems.com/cn/products/human-mouse-cox-1-antibody-596002_mab37401)  
 THE™ beta Actin Antibody, mAb, Mouse (2D1D10) [https://www.genscript.com/antibody/A00702-THE\\_beta\\_Actin\\_Antibody\\_mAb\\_Mouse.html](https://www.genscript.com/antibody/A00702-THE_beta_Actin_Antibody_mAb_Mouse.html)  
 HRP-conjugated Affinipure Donkey Anti-Goat IgG(H+L) <https://www.ptglab.com/products/Peroxidase-conjugated-Affinipure-Donkey-Anti-Goat-IgG-H-L.htm>  
 HRP-conjugated Affinipure Rabbit Anti-Sheep IgG(H+L) <https://www.ptglab.com/products/Peroxidase-conjugated-Affinipure-Rabbit-Anti-Sheep-IgG-H-L.htm>  
 Goat Anti-Mouse IgG Antibody (H&L) [HRP], pAb [https://www.genscript.com/antibody/A00160-Goat\\_Anti\\_Mouse\\_IgG\\_Antibody\\_H\\_L\\_HRP\\_pAb\\_.html](https://www.genscript.com/antibody/A00160-Goat_Anti_Mouse_IgG_Antibody_H_L_HRP_pAb_.html)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Clec7a<sup>-/-</sup> mice were used after backcrossing for 9 generations to C57BL/6J. ApcMin/+ mice, kindly provided by Dr. Ryo Abe, Tokyo University of Science, were crossed with Clec7a<sup>-/-</sup> mice to generate ApcMin/+Clec7a<sup>-/-</sup> mice. C57BL/6J mice which were originally purchased from Sankyo Lab Service (Saitama, Japan) for Clec7a<sup>-/-</sup> mouse backcrossing, and their offspring were maintained in the same animal room as that Clec7a<sup>-/-</sup> mice were housed and used as the control. GF WT mice were purchased from Sankyo Lab Service. GF Clec7a<sup>-/-</sup> mice were generated by taking out sterile babies from the uterus of a SPF full-term pregnant female by cesarean section and transferring these babies in the care of 2 to 3 GF WT mothers that were nursing their recently delivered litters in a GF isolator. Age- and sex-matched WT mice were separately housed or co-housed with Clec7a<sup>-/-</sup> mice after weaning at 4 weeks old. All mice were kept under specific pathogen-free conditions with gamma-ray sterilized normal diet, acidified (0.002 N HCl, pH 2.5) tap water, and autoclaved wooden chip bed in environmentally controlled clean rooms. Experimental animal facilities of the Center for Animal Disease Models, Research Institute for Biomedical Sciences, Tokyo University of Science, and of Zhongshan School of Medicine, Sun Yat-sen University usually provide 12h/12h light/dark cycle at 23-24 degrees Celsius and 40-50% of humidity range for mouse keeping. All mice used in the present study are on C57BL/6J background. Mice with 8-10 weeks old were used. Both male and female mice were used.

### Wild animals

This study did not involve wild animals.

### Reporting on sex

Both male and female mice were used in the present study, as mice with both sex exhibited same phenotypes and similar tendency of differences between WT and gene-deficient hosts.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

All animal experiments were carried out following the institutional ethical regulations and guidelines and with protocols approved by the Institutional Animal Care and Use Committee of the Tokyo University of Science, and by the Experimental Animal Manage and Use Committee of Sun Yat-sen University (approval number 2020000113, 2021001577).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Colonic tumor/ non-tumor tissue-infiltrating cells were prepared as follows. Briefly, tissue pieces were cut into 1 mm slices, then they were shaken for 40 min in Hanks' Balanced Salt Solution (HBSS) containing 3 mM EDTA at 37°C. Intra-epithelial lymphocytes and colonic epithelial cells in the culture supernatant were discarded, and the gut slices were washed twice with HBSS. Then, they were shaken at 37°C for 120 min in RPMI containing 10% FBS and 1% streptomycin+penicillin, 200 U/ml collagenase (C2139; Sigma-Aldrich), and 5 U/ml Dnase 1 (Sigma-Aldrich). After the incubation, the samples were vortexed for 10 sec, and single cell suspension was harvested after sterile gauze-filtration. To prepare lymphocytes, tissue-infiltrating cells were further purified on a 45%/66.6% discontinuous Percoll (Pharmacia, Uppsala, Sweden) gradient at 2200 rpm for 20 min.

Instrument

Flow cytometry was performed on an BD FACSCanto II (BD Biosciences) at Tokyo University of Science.

Software

CellQuest Pro 5.1 and FACSDiva 8.0 software (BD Biosciences) were used to collect the FACS data. FlowJo 10.0 & 10.1 FACS software (BD) were used to analyze data obtained from Flow Cytometer.

Cell population abundance

Flow cytometry analysis were performed on single cell isolation from intestinal tumor or non-tumor tissues, and data presented represent the percentages for each population in intestinal leukocytes, including myeloid-derived cells and lymphocytes.

Gating strategy

Usually, we firstly gated the cell cluster located on the left bottom of FSC-SSC dot panel (region from 30K~120K of FSC axis and 10K~100K of SSC axis) with the elliptic gate, and then gated cells on FSC-W x FSC-A to get the single cells. We then selected the live cells by gating on 7AAD-negative cells with rectangle gate. To analyze sub-populations within the leukocytes, we further gated on CD45+ population in histogram.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

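Single-cell RNA-seq was analysed for CD11b+ and CD11c+ cells that infiltrated the colonic polyps of AOM- and DSS-treated mice. Cells of 5 WT mice were pooled into 1 library and cells of 4 *Clec7a*-/- mice into the other, 16 weeks after AOM. The methods name the SeekOne MM kit, whereas the description in the sample labels names another platform. The labels give the mice's age as 26 weeks, and the paper gives 6 to 7 weeks at AOM. Bulk RNA-seq and the public data that the paper used were not analysed here, and neither was *Clec7a*.

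For each library the authors deposited UMI counts per gene and cell barcode, as whole numbers without normalization, with lists of 32285 genes and of the barcodes called as cells. The lowest total was 500 UMIs in the WT library and 501 in the *Clec7a*-/- library. The paper's text does not name the software, genome build or annotation behind the counts of these libraries. Of the identifiers, 32158 are in GENCODE M21 (GRCm38), 31436 of them with the same symbol, and positions were taken from there. *Xist* had 1 UMI in each library and *Ddx3y*, on the Y chromosome, had 1302 in the WT library and 935 in the *Clec7a*-/- library. The labels were checked against the source data of Fig. 4f. Of 48 readable *Ptgs2* values per group, 42 WT and 36 *Clec7a*-/- values were among the highest of the cells kept in the library with the same label, and 4 and 8 in the other library. Without a filter on cells these were 45 and 46, and 7 and 6.

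Cells with 200 to 4000 detected genes and at most 5% mitochondrial UMIs were kept, as in the methods. The cells kept held 12283285 UMIs in the WT library and 7559096 in the *Clec7a*-/- library. The methods state no doublet removal, and none was done. Clustering used R 4.3.3 and Seurat 5.3.0, with LogNormalize to 10000, 2000 variable features, 20 principal components and Louvain clustering at the smallest resolution that gave at least 15 clusters, the number in the paper. The genes whose levels were compared, genes of the Aldh, Adh and Rdh families and sex-linked genes were left out of the features. Clusters were named from marker lists, most of them read from Supplementary Fig. 3d. Pseudotime was computed with scanpy 1.11.5 under Python 3.11.15 from 15 neighbours on 20 components, in place of Monocle. Tables were made with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9.

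With 1 library per condition no test was run, no gene was called changed, and values were compared with exact 95% intervals for counting error. These leave out differences between mice and between library preparations. For ratios of shares they are too wide, since cell counts were treated as Poisson. A count of 0 was given the limit of 3 counts. Cells with a UMI of *Ptgs2* were counted after each cell was thinned to 1000 UMIs, with random seed 1. Genes named are those the paper names for these libraries, the cell type markers, the neighbours of *Clec7a* on chromosome 6, and the 5 with the largest log2 ratio in each direction among genes with at least 100 UMIs, in the whole libraries and in each of 4 classes, with a pseudocount of 0.5 UMI. On simulated data in which 200 of 8303 genes were changed, the ratio lay within 0.5 of the true log2 ratio for 97% of them. Both libraries were drawn there as Poisson counts from the WT means. The shift of the unchanged genes, which real data do not give, was subtracted. Spread between cells and between libraries was left out, so the accuracy in the real libraries is not shown by it.

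The settings above, and these alternatives, were chosen before the data were examined. They were a limit of 10% mitochondrial UMIs, 500 to 6000 detected genes, Scrublet's doublet calls removed, all variable features, a resolution lower by 0.2 or higher by 0.4, 10 or 30 components, integration by reciprocal PCA, clusters from the WT library alone, cells thinned to 2000 UMIs or not thinned, a mean over cells in place of summed UMIs, TMM scaling from edgeR 4.0.16, a minimum of 20 UMIs, a pseudocount of 5 UMIs, and pseudotime on 10 components. TMM scaling moved every log2 ratio down by 0.17 over all cells and by 0.13 in the neutrophil-like class. Alternatives added after the data were seen were no limit on mitochondrial UMIs, no filter on cells, and the 5% of cells with the highest Scrublet scores removed.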

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

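The test on RNA from lysed T cells was chosen only after the result was seen.

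A T-cell-like cluster was found among cells sorted for CD11b and CD11c, which the paper reports as myeloid. Cluster 8, with *Icos*, *Trbc2*, *Foxp3* and *Cd3d* among its leading genes, made up 2.45% (1.90 to 3.10) of the WT cells, 66 cells, and 6.05% (5.05 to 7.19) of the *Clec7a*-/- cells, 121 cells. A count of 0 would allow shares of 0.111% and 0.150%. The log2 ratio between the libraries was 1.31 (0.86 to 1.76), and it lay between 1.22 and 1.43 in the 12 alternatives tried. *Cd3d*, *Cd3e*, *Trac* and *Trbc2* together reached 3135 CPM in cluster 8 against 8.30 CPM in the macrophage-like cluster 0.

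RNA from lysed T cells in the barcodes of macrophages would leave the transcripts of macrophages in cluster 8 at their level in macrophages. The 10 macrophage markers together were 459 CPM in cluster 8 and 18505 CPM in cluster 0, or 2.48%, which argues against it for macrophages. Such RNA in the barcodes of other myeloid cells is not covered by these markers and stays open. What also stays open is whether the cells passed the sort without CD11b or CD11c, whether some T cells carry either protein, and whether the sort of the libraries differed. The sort and the genotype are confounded, since each library holds 1 genotype. Pairs of a T cell and another cell under one barcode may add to the cluster, since 18.3% of WT barcodes and 8.87% of *Clec7a*-/- barcodes with T-cell markers also held neutrophil markers at the level of a doublet. A larger share of T cells among the polyp-infiltrating cells of *Clec7a*-/- mice remains a hypothesis that was not tested here. The shares of a library add up to its whole, so the lower shares of clusters 2 and 6 in the *Clec7a*-/- library would also raise this one.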

How the results depend on the processing

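The settings without a limit on mitochondrial UMIs, without any filter on cells, and without the 5% of cells with the highest Scrublet scores were tests chosen only after the data were seen. Each alternative changed 1 choice. Values given are log2 ratios of *Clec7a*-/- over WT unless another unit or comparison is named. A value was taken as moved when it left the 95% interval for counting error of the reported value.

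Of 298 values of the main results under an alternative, 250 stayed within that interval, 48 moved and 0 called values changed sign. Of 239 values of other results, 168 stayed, 71 moved and 0 called values changed sign. The share of the DC-like class lay between 1.02 and 1.18, that of the macrophage-like class between −0.48 and −0.28, that of cluster 6 between −1.97 and −1.37 and that of cluster 7 between 1.30 and 1.43. The level of *Ptgs2* lay between −0.87 and −0.64 in the monocyte-like class and between −0.13 and 0.11 in the neutrophil-like class. In the macrophage-like class it lay between −1.16 and −0.68 and in the DC-like class between −1.42 and −0.75. The former moved with up to 10% mitochondrial UMIs, to −0.83, and with each cell given the same weight, to −0.68. The latter moved to −0.75 with up to 10% mitochondrial UMIs, −1.06 without that limit, −0.83 without any filter and −1.05 without the highest 5% of Scrublet scores, and the cause was not tested. The thinned share of cells with *Ptgs2* lay between −0.90 and −0.76. In at least 1 alternative the sign changed for 6 values whose reported interval spans 0. They were the shares of the monocyte-like class, of cluster 1 and of cluster 3, *Ptgs2* in the neutrophil-like class, *Il22ra2* in the DC-like class, and *Csf3r* in cluster 2 over cluster 5, which went from −0.10 to 0.53 with clusters from the WT library alone. Apart from *Ptgs2* in the DC-like class, none of the main results moved with all variable features, with a lower or higher resolution, with cells thinned to 2000 UMIs or not thinned, with a pseudocount of 5 UMIs, with pseudotime on 10 components or without the highest 5% of Scrublet scores.

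Among the shares, how clusters were drawn moved those of the neutrophil group most. With clusters from the WT library alone, the share of cluster 2 was −0.40 and its part of clusters 2 and 5 −0.095, with a pair of clusters counted as cluster 2. The ratios of the last to the first part of pseudotime in the neutrophil-like class were 0.94 for *Arg2*, 1.64 for *S100a9* and −0.029 for *Csf3r*. With reciprocal PCA, the share of cluster 2 was −1.06, its part of clusters 2 and 5 −0.75 and *Il1b* in the neutrophil-like class −0.75. The pseudotime ratios of *Arg2*, *S100a9* and *Il1b* in that class were then 0.19, 0.78 and 0.18. With 30 principal components, the pseudotime ratios were 1.07 for *S100a9* and −0.47 for *Csf3r*, and *Il1b* in clusters 1, 3 and 6 was −0.60. With 10 principal components, *Il22ra2* in the DC-like class was 0.32. For these settings the cause was not tested.

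The filter on cells moved the shares of neutrophil-like cells. With up to 10% mitochondrial UMIs, the share of cluster 2 was −2.68, that of the neutrophil-like class −0.52, *Il1b* in clusters 1, 3 and 6 −0.64, *Ptgs2* in clusters 2 and 6 over the other WT clusters 0.42, and *Il22ra2* in proliferating DC-like cells of the *Clec7a*-/- library 70.9 CPM. Without a limit on mitochondrial UMIs, the same shares were −2.81 and −0.57, that of the monocyte-like class −0.32, the part of cluster 2 in clusters 2 and 5 −2.25, *Ptgs2* in clusters 2 and 6 over the others 0.35 and *Il22ra2* 65.1 CPM. Without any filter, the shares of cluster 2 and of the neutrophil-like and monocyte-like classes were −2.65, −0.57 and −0.37, *Ptgs2* in clusters 2 and 6 over the others 0.39, *Il22ra2* 63.0 CPM in proliferating cells and 0.46 in the DC-like class, and the pseudotime ratios of *Arg2* and *S100a9* 0.69 and 1.23. With 500 to 6000 detected genes, the share of the neutrophil-like class was −0.93, that of the monocyte-like class 0.060 and the part of cluster 2 in clusters 2 and 5 −0.97. The pseudotime ratios were then 0.75, 1.41 and −0.014 for *Arg2*, *S100a9* and *Csf3r*. The upper and lower limits on genes were changed together and were not tested apart, but only the raised lower limit can remove cells. Cluster 5 had a median of 519 genes. The cluster matched to it held 141 WT and 135 *Clec7a*-/- cells with this setting, against 179 and 318.

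TMM scaling lowers every ratio by construction, to −1.26 for *Ptgs2* over all cells, −0.77 for *Il1b* in the neutrophil-like class and −0.67 in clusters 1, 3 and 6. With each cell given the same weight, these were −0.82 for *Ptgs2* and −0.49 for *Il1b* in the neutrophil-like class, and *Il22ra2* in the DC-like class was 0.25; the cause was not tested. Of the 10 genes with the largest ratios over all cells, 4 were shared when 20 UMIs sufficed, since more genes with low counts then entered, and 6 were shared without a limit on mitochondrial UMIs and 6 without any filter, where the cause was not tested.

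Removing the doublets that Scrublet called could not give a value, since its threshold called 0 WT cells and 1 *Clec7a*-/- cell. No paired analysis was possible because each genotype had 1 library. Depth limited the neutrophil-like class most. Thinning to 1000 UMIs left out 46.4% of its *Clec7a*-/- cells and 11.1% of its WT cells. The 11 proliferating DC-like WT cells held too few UMIs to detect *Il22ra2* below 33.9 CPM.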

Differences from the paper's values

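The settings without a limit on mitochondrial UMIs and without any filter on cells, and the removal of the highest 5% of Scrublet scores, were tests chosen only after the values were seen. Where one of them is not named for a share below, that share stayed apart from the paper's value with it. A value was taken to differ when it was more than 1.5 times the paper's, or the reverse, and the paper's value lay outside its 95% interval for counting error. Of the alternatives set before the data were examined, 9 gave a value for each share. The paper's values given below as read by eye from Fig. 3h are rounded, and its text also prints them with a decimal.

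The paper divides its neutrophil group into 3 states, whereas the neutrophil-like class here held clusters 2 and 5, so the denominators differ. The PMN-MDSC-like cluster 2 was 20.7% of this class in the *Clec7a*-/- library, and the paper's value for PMN-MDSC is about 11% in Fig. 3h, read by eye. With a limit of 10% mitochondrial UMIs it was 15.9%, within 1.5 times of the paper's value, and with the other 8 alternatives set before the data were examined it stayed apart. Without a limit on mitochondrial UMIs, chosen after the values were seen, it was 14.7%. Without any filter, chosen at the same stage, it was 16.9%, which stayed apart. The transitional-like cluster 5 was 26.6% of the class in the WT library, and the paper's value is about 11% in Fig. 3h, read by eye. None of the 9 alternatives set before the data were examined closed this gap. In these alternatives every cluster matched to cluster 5 was counted as transitional-like. With 10 principal components and with reciprocal PCA the class held 3 clusters, a pair of them matched to cluster 5. The one with the transitional markers alone was then 7.70% of the class in the WT library and 69.6% in the *Clec7a*-/- library with 10 components, and 11.7% and 43.1% with reciprocal PCA, which for the WT library lie within 1.5 times of the paper's value. With clusters from the WT library alone the class also held 3 clusters, and the one matched to cluster 5 was 26.6% and 31.3%. The others were both matched to cluster 2. The one with more PMN-MDSC markers was 28.3% of the class in the WT library and 2.22% in the *Clec7a*-/- library.

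The paper's monocyte group holds monocytes, transitional cells and M-MDSC, set here against clusters 1, 3 and 6. The M-MDSC-like cluster 6 was 11.1% in the *Clec7a*-/- library, and the paper's value is 17.0%. With 8 of the 9 alternatives set before the data were examined it lay within 1.5 times of the paper's value or its interval held it, from 11.8% with a higher resolution to 18.1% with up to 10% mitochondrial UMIs. With a lower resolution it was 10.1%, which stayed apart. With the settings chosen after the values were seen it stayed apart too. It was 10.5% without a limit on mitochondrial UMIs, 10.0% without any filter and 10.6% without the highest 5% of Scrublet scores. The transitional-like cluster 3 was 40.2% in the *Clec7a*-/- library, and the paper's value is about 64% in Fig. 3h, read by eye. With up to 10% mitochondrial UMIs, a lower resolution and 30 principal components it was 46.1%, 47.3% and 46.2%, within 1.5 times, and with the other 6 alternatives set before the data were examined it stayed apart. Without a limit on mitochondrial UMIs and without any filter, both chosen after the values were seen, it was 49.3% and 51.3%. Removal of the highest 5% of Scrublet scores, chosen then too, left it apart, at 41.5%. The monocyte-like cluster 1 was 39.3% in the WT library and 48.7% in the *Clec7a*-/- library, and the paper's values are 23.2% and 19.4%. The same 3 alternatives brought the WT value to 29.2%, 32.2% and 34.6%, within 1.5 times, and the other 6 did not. Without a limit on mitochondrial UMIs and without any filter, both chosen after the values were seen, it was 31.1% and 30.0%. Removal of the highest 5% of Scrublet scores, chosen then too, left it apart, at 41.0%. None of the 9 alternatives closed the gap for the *Clec7a*-/- value. The paper's text gives these percentages of monocytes in an order that it does not name, and they were assigned by Fig. 3h.

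Over all cells, the PMN-MDSC-like cluster 2 was 4.15% of the *Clec7a*-/- cells, and the paper's value is about 1.4% in Fig. 3f, read by eye. None of the 9 alternatives set before the data were examined closed this gap, and without a limit on mitochondrial UMIs, chosen after the values were seen, it was 2.04%. Without any filter, chosen at the same stage, it was 2.27%, which stayed apart. Cluster 7, with the markers of CD103+ conventional DCs, was 3.04% of the WT cells and 7.90% of the *Clec7a*-/- cells, and the paper's values are about 5% and about 12% in Fig. 3f, read by eye. The WT value came within 1.5 times with 5 of the 9 alternatives set before the data were examined. It was 5.05% with up to 10% mitochondrial UMIs, 3.44% with 500 to 6000 genes, 5.12% with a lower resolution, 3.60% with 10 components and 3.71% with clusters from the WT library alone. With all variable features, a higher resolution, 30 components and reciprocal PCA it stayed apart. The *Clec7a*-/- value came within 1.5 times with 7 of the 9, from 8.45% with reciprocal PCA to 13.7% with a lower resolution, and stayed apart with all variable features and with a higher resolution. Without a limit on mitochondrial UMIs and without any filter, both chosen after the values were seen, the WT value was 5.68% and 5.74% and the *Clec7a*-/- value 14.5% and 14.2%. Without the highest 5% of Scrublet scores, chosen at the same stage, the WT value was 3.32%, which stayed apart, and the *Clec7a*-/- value was 8.39%.

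Some statements of the paper differ from the values here. The paper states that *Arg2* was not yet expressed in the neutrophil to MDSC transitional state, whereas cluster 5 held 991 CPM, above the T-cell-like cluster 8. Cluster 5 also held 6 of the 7 markers of the neutrophil state, so this level is not that of transitional cells alone. It states that *Csf3r* rose from neutrophil to PMN-MDSC, whereas over both libraries the log2 ratio of the last to the first part of pseudotime was −0.35, although within the WT library *Csf3r* rose, and within the *Clec7a*-/- library it fell. By cluster, *Csf3r* in cluster 2 over cluster 5 was −0.10 (−0.20 to 0.0054), and it was above 0 beyond counting error with reciprocal PCA, at 0.24, and with clusters from the WT library alone, at 0.53. With up to 10% mitochondrial UMIs *Csf3r* was below 0 beyond counting error, at −0.11 (−0.21 to −0.0090). The paper's statements on the monocyte course differ in part too. It states that signature genes rose in a similar way from monocyte to M-MDSC and that *Il1b* rose in both courses, whereas along the pseudotime of clusters 1, 3 and 6 the log2 ratios over both libraries were −0.18 for *Arg2* and −0.25 for *Il1b*. The other signature genes rose along it, with log2 ratios of 2.97 for *S100a9* and 1.60 for *Csf3r*. Within the WT library neither a rise nor a fall from the first to the last part was detectable for *Arg2*, at 732 and 704 CPM, or *Il1b*, at 2192 and 2107 CPM. In its middle part *Il1b* was higher than in the first, at 2429 (2339 to 2522) CPM. Within the *Clec7a*-/- library both genes fell, *Arg2* from 666 to 402 CPM and *Il1b* from 2207 to 1109 CPM. The last part of that pseudotime held 63.2% cells of cluster 3 and 36.0% of cluster 6. The interval for *Arg2* spanned 0 with pseudotime on 10 components, at −0.081, with 10 principal components, at −0.056, and, chosen after the values were seen, without a limit on mitochondrial UMIs, at −0.11. That for *Il1b* spanned 0 with pseudotime on 10 components, at −0.025, and the ratio reached −0.91 with 30 principal components. By cluster, cluster 6 was above cluster 1, at 1104 against 687 CPM for *Arg2* and 2912 against 2302 CPM for *Il1b*. The direction is that of the paper's statement. Neutrophil transcripts in cluster 6, from doublets or lysed cells, could also raise these genes, so this comparison decides nothing. The paper states that *Ptgs2* was high in MDSCs. In the WT library clusters 2 and 6 together held 367 CPM, above the 340.4 CPM of the other clusters by a log2 ratio of 0.11 (0.0034 to 0.21). It lay between 0.054 with clusters from the WT library alone and 0.42 with up to 10% mitochondrial UMIs, and its interval spanned 0 with clusters from the WT library alone, with all variable features and with 30 principal components. The M-MDSC-like cluster 6 held 474 CPM and the PMN-MDSC-like cluster 2 held 285 CPM, whereas the monocyte-like cluster 1 held 679 CPM and cluster 3 held 496 CPM. Of the 6 genes of PGE_2_ synthesis that it lists as high in MDSCs, 3 were lower in clusters 2 and 6 than in the other WT clusters, *Pla2g7* at 404 against 585 CPM, *Ptges3* at 154 against 252 CPM and *Ptgs1* at 24.9 against 94.8 CPM. *Vegfa* was also lower there, at 278 against 445 CPM.

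It states that myeloid populations other than MDSCs and DCs did not change, whereas the share of the macrophage-like cluster 0 had a log2 ratio of −0.41. For *Il22ra2*, the DC-like class of the WT library held 51 UMIs in 7 cells, although the proliferating DC-like cells that the paper's statement is about held 0. The paper states that over 95% of cells remained after filtering, whereas its limits kept 77.8% and 64.9% of the barcodes. Without the limit on mitochondrial UMIs, chosen after the values were seen, 96.9% of each library remained. The paper counts 1284 WT and 635 *Clec7a*-/- cells with *Ptgs2*, and its limits gave 1171 and 510 here. These were 1264 and 625 with up to 10% mitochondrial UMIs, 1277 and 643 without a limit on mitochondrial UMIs and 1304 and 655 without any filter, the last 2 settings chosen after the values were seen.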

Other observations

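The tests on lysed-neutrophil RNA in cluster 6, a shift of the transitional markers, DNA of another strain, the mitochondrial filter and single cells with many *Il22ra2* UMIs were chosen only after the results were seen, as were the counts of own genes in clusters 1, 2, 3 and 5 and the nuclear RNA of other classes.

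Cells of cluster 6 held transcripts of monocytes and neutrophils together. RNA from lysed neutrophils in the barcodes of monocytes remains open. *S100a8*, *S100a9* and *Retnlg* together were 14631 CPM in cluster 6 and 1756 CPM in clusters 1 and 3, a difference of 8.33-fold, but such transcripts set cluster 6 apart from these clusters, so this difference follows from the clustering and decides nothing. Doublets of a monocyte and a neutrophil remain a candidate explanation too. Of 1856 genes with at least 100 UMIs in cluster 6, 0 lay above clusters 1, 2, 3 and 5 beyond counting error, whereas clusters 3 and 5 had 584 of 3368 and 162 of 930 such genes. A 1.5-fold requirement that was first added to this test also gave 0. A cell state between monocytes and neutrophils predicts the same. The median of 3578 UMIs in cluster 6 lay above the medians of clusters 1 and 2, 2599 and 2660, and below that of cluster 3, 4055.5. It lay below the sums that a pair would give, 5259 for clusters 1 and 2 and 6715.5 for clusters 3 and 2. If barcodes paired at random, other cells would hold neutrophil markers about as often as cluster 6 makes up of clusters 1, 3 and 6. Of WT barcodes with macrophage markers 14.1% did, against 27.4%, and of WT barcodes with T-cell markers 11 of 60, an interval of 9.52% to 30.4%. In the *Clec7a*-/- library these were 6.23% (4.03 to 9.13) and 8.87% (4.51 to 15.3), against 11.1%. In both libraries the T-cell interval holds what random pairing predicts, and the macrophage interval lies below it. Neutrophil markers counted as present above 25% of their median part of a cell's UMIs in clusters 2 and 5. WT cells of clusters 0, 2 and 8 had medians of 7908, 2799 and 2082.5 UMIs. Pairs with a macrophage may fall below that level more often, so the macrophage value decides nothing. Cluster 6 had the highest median Scrublet score of all clusters, 0.105, against 0.035, 0.025 and 0.072 in clusters 1, 2 and 3. That goes with doublets but does not decide it, so random pairing and a separate state cannot be told apart here.

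Neutrophil transcripts were lower in the *Clec7a*-/- library within other classes, with a log2 ratio of 10 neutrophil markers together of −0.67 in monocyte-like, −0.73 in macrophage-like and −0.84 in DC-like cells. RNA from lysed neutrophils in these barcodes may contribute. It predicts a lower level in T-cell-like cells too, and there the log2 ratio was −0.96 (−1.10 to −0.82). The prediction was a fall about as large as that over all barcodes, which was −1.40, and the fall was smaller. A change of these genes within the cells remains open and was not tested.

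A smaller part of the neutrophil-like class lay in cluster 2 in the *Clec7a*-/- library. Fewer UMIs per cell as the whole cause remains open. With every cell thinned to 500 UMIs and assigned again by profile, the parts were 68.9% and 39.7%, a log2 ratio of −0.80 (−1.07 to −0.54), against −0.91 without thinning. With profiles from the WT library alone and the same thinning, they were 73.6% and 79.6%, a log2 ratio of 0.11 (−0.094 to 0.32). Thinning moved the ratio little with either set of profiles. The profiles came from clusters drawn at unequal depth, in which cluster and library run together, so thinning cannot decide. A shift of all neutrophils of the *Clec7a*-/- library toward the transitional markers remains open. With profiles from the WT library alone and without thinning, 73.4% of the WT and 80.8% of the *Clec7a*-/- cells were assigned to cluster 2, a log2 ratio of 0.14 (−0.068 to 0.34). The intervals of such ratios are too wide for shares of this size. The median log2 ratio of the 9 transitional markers was 0.53 in cluster 2, 1.30 in cluster 5 and 0.36 in cluster 6, and −0.75 in the DC-like class. That median in cluster 2 was the first choice of a deciding value and was replaced after it was seen, because the paper picked the markers from these libraries. More nuclear RNA in the *Clec7a*-/- neutrophils also remains open. *Malat1* and *Neat1*, which stay in the nucleus, were higher by 0.86 (0.79 to 0.93) and 0.97 (0.73 to 1.22) in the neutrophil-like class. *Malat1* was also higher beyond counting error in cluster 6, at 0.38, and in monocyte-like and macrophage-like cells, at 0.20 and 0.38, and lower in DC-like and T-cell-like cells, at −0.18 and −0.32. *Neat1* was higher in cluster 6, at 1.06, lower in monocyte-like, DC-like and T-cell-like cells, at −0.90, −0.72 and −1.03, and not detectably different in macrophage-like cells, at −0.13. Such a shift may come from the handling of the library or from the genotype, and with 1 library each the design does not separate them. The block between transitional cells and PMN-MDSC that the paper proposes also remains open and was not tested against them.

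*Ptgs2* was lower in the *Clec7a*-/- library as a whole. Different shares of the cell classes at equal levels within each class are argued against as the whole cause. At the WT library's UMIs per cluster, the *Clec7a*-/- level was 211 CPM, a log2 ratio of −0.71 to the WT level, which kept 65.2% of the difference. Within DC-like cells, RNA from lysed cells is argued against too. The difference there was 107 CPM (78.0 to 136), and in the T-cell-like cluster it was −42.7 CPM (−115 to 35.5). In the WT library 1 DC-like cell held 61 *Ptgs2* UMIs, so the first interval is too narrow. The *Clec7a*-/- level in DC-like cells, 69.7 CPM, was not above that in the T-cell-like cluster, 88.5 (54.8 to 135) CPM. In that cluster 1 of the 9 *Clec7a*-/- cells with *Ptgs2* held 11 UMIs, so the interval and that of the difference are too narrow. Counted by cells, its thinned shares were 5.36% (1.12 to 14.9) in the WT and 5.49% (1.81 to 12.4) in the *Clec7a*-/- library. The thinned share of macrophage-like cells with *Ptgs2* was not detectably different. A lower level within monocyte-like, macrophage-like and DC-like cells of *Clec7a*-/- mice is a hypothesis, and a difference between the library preparations remains open and untested.

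In monocyte-like, macrophage-like and DC-like cells alike, 15 of 6675 genes with at least 30 UMIs differed by over 2-fold in the same direction. DNA of the strain in which *Clec7a* was deleted, carried along beside the gene in spite of backcrossing, may explain some. Of genes within 20 Mb of *Clec7a*, 3 of 117 or 2.56% (0.532 to 7.31) were among them, and of the others 12 of 6558 or 0.183% (0.0946 to 0.319). The 3 were *Klrb1b*, with log2 ratios of −2.52, −3.03 and −2.80 in the 3 classes, *Klra17*, with 2.87, 2.15 and 2.71, and *Hebp1*, with 3.56, 1.79 and 5.61. No other of 70 windows held more than 2. The 12 elsewhere included *Cxcr2*, *Wfdc21*, *Retnlg*, *Lcn2* and *S100a8*, which are neutrophil transcripts. Among the neighbours of *Clec7a*, the log2 ratio over all cells was −1.24 for *Clec1a*, −2.17 for *Clec1b*, −0.10 for *Clec9a*, 0.56 for *Clec12a* and −0.79 for *Olr1*. These ratios also carry the larger DC-like share of the *Clec7a*-/- library. The DC-like class held 97 of 108 WT and 60 of 62 *Clec7a*-/- UMIs of *Clec9a*, and there its ratio was −1.28 (−1.77 to −0.80). For *Clec12a* the ratio was −0.014 (−0.45 to 0.42) in DC-like and 0.74 (0.031 to 1.45) in monocyte-like cells. An effect of the missing receptor on these genes was not tested.

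A larger part of the *Clec7a*-/- library than of the WT library lay above 5% mitochondrial UMIs. The filter removed cells of the classes unevenly. With clusters drawn without the limit, a setting chosen after the data were seen, over 5% mitochondrial UMIs were found in 40.3% (36.3 to 44.3) of the WT cells and 49.7% (46.7 to 52.7) of the *Clec7a*-/- cells of the DC-like class, 23.9% (20.7 to 27.3) of the WT cells and 34.1% (29.7 to 38.7) of the *Clec7a*-/- cells of the macrophage-like class, 5.21% (3.76 to 7.00) of the WT cells and 10.5% (8.10 to 13.4) of the *Clec7a*-/- cells of the monocyte-like class and 2.17% (1.22 to 3.56) of the WT cells and 2.66% (1.33 to 4.70) of the *Clec7a*-/- cells of the neutrophil-like class. In cluster 7 these were 52.4% (45.0 to 59.6) of the WT cells and 60.2% (55.4 to 64.8) of the *Clec7a*-/- cells, and its share rose without the limit from 3.04% to 5.68% in the WT library and from 7.90% to 14.5% in the *Clec7a*-/- library. Within the DC-like, macrophage-like and monocyte-like classes the part above the limit was higher in the *Clec7a*-/- library beyond counting error, and how far its larger DC-like class adds to the difference was not computed. The log2 ratio of the share of the DC-like class was 1.10 without the limit and 1.05 with it, which does not show whether cells of that class were lost in both libraries. Whether the cells of the *Clec7a*-/- library were under more stress was not tested.

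*Il22ra2* was found in proliferating DC-like cells of the *Clec7a*-/- library and not of the WT library. Few cells with many UMIs each, which chance may place in either library, remain open as an explanation. All 14 UMIs lay in 1 cell, so the level without that cell is 0 CPM by construction and decides nothing. Over all cells kept, 3 cells held 67.2% of the *Il22ra2* UMIs in the WT library and 56.0% in the *Clec7a*-/- library. A higher level in the proliferating cells of *Clec7a*-/- mice remains open too and was not tested.

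Over all cells, 8470 genes had at least 100 UMIs, with a median log2 ratio of 0.13. The largest ratios were those of *Igkv1-110* (10.24), *Apold1* (5.11), *Ighg2b* (4.31), *Ccl7* (2.96) and *Klra17* (2.59), and of *Ighg3* (−9.81), *Tpsb2* (−7.93), *Iglc2* (−4.70), *Cyp11a1* (−4.11) and *Ngp* (−3.96). Immunoglobulin genes come from few plasma cells, and *Igkv1-110* had 371 UMIs in 7 *Clec7a*-/- cells. Within the classes, 95.7% of 2164 genes in the neutrophil-like, 99.0% of 4614 in the monocyte-like, 99.2% of 5792 in the macrophage-like and 98.5% of 4903 in the DC-like class lay within a log2 ratio of 1. The largest rise and fall in each were *Gm15247* (1.80) and *Ngp* (−2.90), *Hebp1* (3.56) and *Lars2* (−4.62), *Lyz1* (3.16) and *Klrb1b* (−3.03), and *Hebp1* (5.61) and *Ankrd33b* (−3.58). No gene was called changed.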
